# The Wnt Receptor Ryk Reduces Neuronal and Cell Survival Capacity by Repressing FOXO Activity During the Early Phases of Mutant Huntingtin Pathogenicity

**DOI:** 10.1371/journal.pbio.1001895

**Published:** 2014-06-24

**Authors:** Cendrine Tourette, Francesca Farina, Rafael P. Vazquez-Manrique, Anne-Marie Orfila, Jessica Voisin, Sonia Hernandez, Nicolas Offner, J. Alex Parker, Sophie Menet, Jinho Kim, Jungmok Lyu, Si Ho Choi, Kerry Cormier, Christina K. Edgerly, Olivia L. Bordiuk, Karen Smith, Anne Louise, Michael Halford, Steven Stacker, Jean-Philippe Vert, Robert J. Ferrante, Wange Lu, Christian Neri

## Abstract

The Wnt receptor Ryk is an evolutionary-conserved protein important during neuronal differentiation through several mechanisms, including γ-secretase cleavage and nuclear translocation of its intracellular domain (Ryk-ICD). Although the Wnt pathway may be neuroprotective, the role of Ryk in neurodegenerative disease remains unknown. We found that Ryk is up-regulated in neurons expressing mutant huntingtin (HTT) in several models of Huntington's disease (HD). Further investigation in *Caenorhabditis elegans* and mouse striatal cell models of HD provided a model in which the early-stage increase of Ryk promotes neuronal dysfunction by repressing the neuroprotective activity of the longevity-promoting factor FOXO through a noncanonical mechanism that implicates the Ryk-ICD fragment and its binding to the FOXO co-factor β-catenin. The Ryk-ICD fragment suppressed neuroprotection by *lin-18*/Ryk loss-of-function in expanded-polyQ nematodes, repressed FOXO transcriptional activity, and abolished β-catenin protection of mutant htt striatal cells against cell death vulnerability. Additionally, Ryk-ICD was increased in the nucleus of mutant htt cells, and reducing γ-secretase PS1 levels compensated for the cytotoxicity of full-length Ryk in these cells. These findings reveal that the Ryk-ICD pathway may impair FOXO protective activity in mutant polyglutamine neurons, suggesting that neurons are unable to efficiently maintain function and resist disease from the earliest phases of the pathogenic process in HD.

## Abstract 2

A study of Huntington's disease reveals that neurons might fail to cope with maintaining their function during the pre-symptomatic, pathogenic phases of HD, possibly due to the early repression of key longevity-promoting transcription factors by abnormal developmental signaling.

## Author Summary

Neuronal cell decline in neurodegenerative disease can be caused by inherited mutations and involves neuronal dysfunction followed by neuronal death. The ability of neurons to cope with the chronic stress induced by mutant protein expression may determine the course of their decline and eventual demise. Although the pathophysiological importance of these stress responses has been previously shown, very little is known about the signaling networks that regulate neuronal homeostasis during the early presymptomatic—but pathogenic—phases of a neurodegenerative disorder such as Huntington's disease (HD). In particular, it remains unclear whether neuronal differentiation factors regulate stress response pathways during neurodegenerative disease and how this might impact the overall capacity of neurons to cope with stress and maintain their function. Here, we show that the Wnt receptor Ryk, a protein known to be important for neurogenesis, is increased in different animal models of HD, before or during the early phases of the disease process. Interestingly, increased levels of Ryk repress activity of the FOXO proteins—a family of transcription factors that play a role in cell survival/longevity and in neuronal homeostasis and protection. Ryk represses FOXO protective activity, possibly directly, through its intracellular domain, a product of γ-secretase–mediated cleavage previously implicated in the birth of new cortical neurons. This highlights the regulation of HD neuron survival by a Ryk-dependent pathway that is distinct from canonical Wnt/Ryk signaling. From our findings, we postulate that neurons are unable to develop an efficient FOXO-mediated survival response during the very early, pathogenic phases of HD.

## Introduction

Cell stress response factors are important for cells to maintain function in a large variety of normal and pathological contexts, including diseases linked to proteotoxicity [1]. Among these factors, the FOXO family of Forkhead transcription factors is central to longevity and cellular homeostasis [2],[3]. Additionally, FOXO factors may be important to the regulation of neuron survival in neurodegenerative diseases such as Huntington's disease (HD) [4],[5], a dominantly inherited CAG repeat disorder caused by expanded polyglutamines (polyQ) in the N-terminal portion of huntingtin (HTT) and characterized by striatal and cortical degeneration [6]. FOXO may indeed promote neuron survival in simple models of HD [7] and cellular proteostasis in simple models of Alzheimer's disease (AD) [8]. Interestingly, the canonical Wnt pathway component β-catenin may functionally interact with FOXO in oxidative stress signaling [9] and has a neuroprotective role in models of the early phases of the pathogenic process in HD [10]. This suggests that the canonical Wnt pathway may interact with the FOXO pathway to promote diseased-neuron function and survival, which is in line with the notion that neuronal differentiation factors such as Wnts may promote adult neuron survival [11]. However, Wnt signaling effectors may be impaired in HD and AD [12]–[14], raising the possibility that Wnt pathways may have a dual role in the regulation of neurodegeneration. Here, we hypothesized that alteration of Wnt pathways might antagonize the FOXO pathway to compromise cell stress response and neuronal resistance during the earliest phases of the pathogenic process in neurodegenerative disease such as HD. To test for this hypothesis, we used *Caenorhabditis elegans* transgenics that recapitulate an early phase of mutant HTT toxicity, namely neuronal dysfunction before cell death [15]. At the young adult stage, these animals show a dramatic loss of response to light touch produced by polyQ-expanded exon-1 like HTT fused to GFP in touch receptor neurons [15]. To assess the mechanisms that underlie the dysfunction of these neurons, we performed a microarray analysis of primary neurons upon Fluorescence Activated Cell Sorting (FACS) of embryonic cells. This analysis emphasized the deregulation of neuronal differentiation genes, notably genes that are up-regulated in expanded-polyQ nematodes and in the brain of HD patients such as Ryk. Ryk is an evolutionary-conserved Wnt receptor (*lin-18* in *C. elegans*) that is important to neurogenesis and axon guidance [16]–[18] and that is involved in the regulation of developmental/postdevelopmental processes such as planar cell polarity [19],[20], regeneration [21], and hematopoietic repopulation [22]. Further investigation revealed that loss-of-function (LOF) of *lin-18*/Ryk in polyQ nematodes and reduction of Ryk levels in mouse striatal cells derived from HdhQ111 knock-in mice [23] strongly protected from expanded polyQ/mutant HTT. Neuroprotection by *lin-18* LOF in expanded-polyQ nematodes, a cell-autonomous process, required the neuroprotective factor *daf-16*/FOXO [7], suggesting that *lin-18* represses the neuroprotective activity of *daf-16* in these animals. The intracellular domain of Ryk (Ryk-ICD), a γ-secretase cleavage product that translocates in the nucleus to control neurogenesis [16],[17], was found to bind to the FOXO partner β-catenin, suggesting that Ryk-ICD may trigger the repression of FOXO by increased levels of Ryk in mutant polyQ neurons. In support of this mechanism, Ryk-ICD overexpression was sufficient to repress the transcriptional activity of FOXO3a, a protein that promotes the survival of mutant htt striatal cells. Additionally, LIN-18 ICD expression was sufficient to suppress neuroprotection by *lin-18* LOF in expanded-polyQ nematodes. This mechanism was further supported by results in mutant htt cells showing that (*i*) Ryk-ICD overexpression abolished the protective activity of β-catenin, which is consistent with the possibility that an excess of Ryk-ICD may bind and block this survival protein; (*ii*) reducing presenilin PS1 levels (which is protective) compensated for the cytotoxicity of full-length Ryk but not that of Ryk-ICD, implicating this γ-secretase in the toxic effects of Ryk; and (*iii*) nuclear levels of endogenous Ryk-ICD were increased compared to normal htt cells, corroborating a role for the Ryk-ICD pathway in triggering abnormal Ryk signaling in mutant htt cells. Finally, Ryk was suggested to have a pathological role in HD as emphasized by the early stage (before or during the onset of pathology) increase of Ryk in expanded-polyQ nematodes [7] and the neostriatum of 140CAG knock-in mice [24]. Collectively, these results suggest that Ryk and its ICD fragment may reduce the ability of mutant polyQ neurons to handle cell stress and maintain function by repressing FOXO protective activity, which may occur during the earliest phases of the pathogenic process in HD.

## Results

### Microarray Data Analysis Highlights Axon Guidance Pathways

To explore the pathways that underlie the early phases of expanded-polyQ neurotoxicity, we performed a microarray analysis of mRNAs extracted from *C. elegans* touch receptor cells. To this end, we used transgenic nematodes expressing polyQ-expanded (128Q) and normal (19Q) N-terminal HTT fused to GFP under the control of the *mec-3* promoter [15], and transgenic nematodes expressing only GFP under the control of the same promoter as a control. In this model, expanded polyQ expression produces a strong level of neuronal dysfunction not found in normal polyQ animals, namely the loss of response to light touch [15]. 

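Touch receptor cells are the neurons through which the nematode senses light touch, and their RNA was compared on 6 sets of ratios from arrays that carry 22562 probes. In 3 of them RNA of cells expressing 128Q was set against RNA of cells expressing 19Q, and in the other 3 RNA of 19Q cells was set against RNA of cells expressing GFP only. Each set is described as a biological replicate. The RNA had been amplified linearly before labelling, and the cells named first carried Cy5 while the cells named second carried Cy3, so a positive value stands for a higher level in the cells named first. The supplementary methods state that each of the 3 independent experiments was run with a dye swap. Whether the 6 deposited sets merge both dye orientations, and how background correction and normalization were done, is not given in the sources used here. The authors' deposited values are log ratios whose log base is likewise not given, so they are stated below in deposited units and never as folds. Every set has a mean close to 0. The SD over probes is 1 in the 3 sets of 19Q over GFP and in replicate 1 of 128Q over 19Q, and 0.783 and 0.810 in replicates 2 and 3 of 128Q over 19Q. The medians are 0.079, 0.009 and 0.032 for replicates 1 to 3 of 128Q over 19Q, and 0.095, 0.143 and 0.081 for replicates 1 to 3 of 19Q over GFP. Of the probes, 7718 are paired with 1 gene symbol, 0 with several and 14844 with none, which gives 7477 named genes. Probes of a gene were averaged, and unnamed probes were kept as they were. Counts of genes tested or called below therefore include each unnamed probe on its own. Both comparisons were fitted together with limma, in which each mean ratio was tested against 0 and adjusted by the Benjamini-Hochberg method at the study's threshold of 0.01. Across genes, which are not independent replicates, the replicates of 128Q over 19Q correlated with r = 0.540, 0.553 and 0.677. Replicates 1 and 2 of 19Q over GFP correlated with r = 0.739, while replicate 3 correlated with them with r = 0.114 and 0.0118. A set of 244 evenly spaced unnamed probes lay far below 0 on replicate 1 of 128Q over 19Q and on replicates 1 and 2 of 19Q over GFP. Without them, a choice made after they were seen, the 3 correlations within 128Q over 19Q were 0.681, 0.761 and 0.680, and those within 19Q over GFP, in the order given, were 0.525, 0.210 and 0.0446. The number of arrays, 3 per comparison, limits the precision, and signal over background is unknown.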

GFP-positive cells were purified by cell sorting from primary cultures of embryonic cells prior to mRNA extraction and microarray analysis. Forty-one genes were deregulated in 19Q cells compared to cells expressing GFP only (Table S1). 

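In 19Q cells, 16 named genes that Table S1 lists as down-regulated had log ratios with a median of -2.68 in replicate 1, -4.12 in replicate 2 and -0.30 in replicate 3 relative to cells expressing GFP only. The 2 named genes that it lists as up-regulated, ZK792.7 and Y47H10A.5, had medians of 3.96, 2.66 and 0.06. K05G3.2 had the lowest mean of these genes, -4.04 ± 1.08 (SD, n = 3, adjusted p = 0.098 from limma). C05D12.1 followed the same direction on every array, with -2.73 ± 0.52 (SD, n = 3, adjusted p = 0.098 from limma). The means of Y62H9A.7 and B0416.2 were -3.19 ± 2.45 and -3.24 ± 2.71 (SD, n = 3), so their spread between replicates was close to the size of the change. For all 18 named genes the mean had the sign given in Table S1, a list that the study chose on these samples and that is therefore not independent evidence of its direction. Of the 21897 genes tested, 0 were higher and 0 were lower at an adjusted p under 0.01 in limma, and a test rebuilt after VarMixt also called 0. At an unadjusted p under 0.05 limma counted 4825 genes, and the lowest adjusted p was 0.098.

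**Figure D1:**
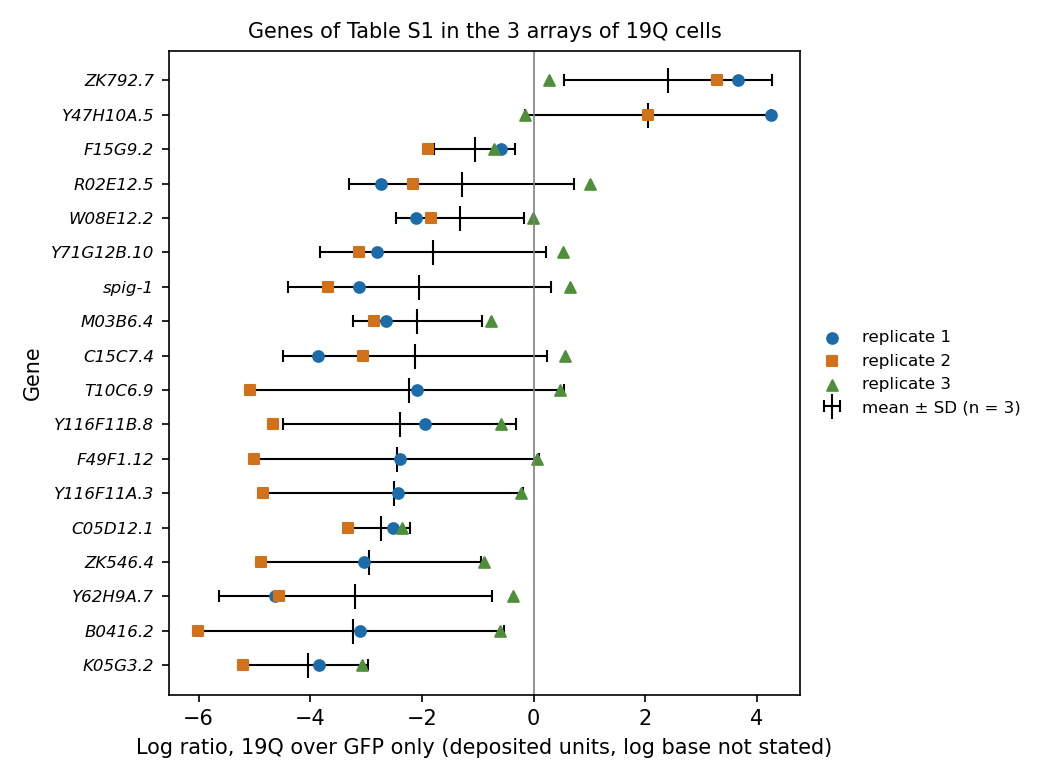
Log ratio of 19Q over GFP-only cells, in deposited units, for the 18 named genes of Table S1 with a point for each of the 3 replicates and the mean and SD. In replicate 3 their median is -0.30 for the genes listed as lower and 0.06 for those listed as higher.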

A total of 2,070 genes were deregulated in 128Q cells compared to 19Q cells (Table S2). 

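In 128Q cells, 359 genes were higher and 257 were lower than in 19Q cells among 22033 genes tested, and 133 of the higher and 102 of the lower genes carry a name. The highest named gene among those called was C48E7.6, for which Table S2 gives the human homolog chondroitin sulfate proteoglycan 4, with a log ratio of 3.89 ± 0.87 (SD, n = 3, adjusted p = 0.00343 from limma). F41B4.1 and txt-14 reached 3.66 ± 0.60 (SD, n = 3, adjusted p = 0.00193 from limma) and 3.51 ± 0.75 (SD, n = 3, adjusted p = 0.00374 from limma). C32E12.4 varied least between replicates of the genes named here, with 3.48 ± 0.09 (SD, n = 3, adjusted p = 0.00177 from limma). The lowest named gene was F40E10.5, with -3.69 ± 0.34 (SD, n = 3, adjusted p = 0.00165 from limma). This was also the lowest adjusted p of all genes, a value that D1086.2 and Y45F10B.13 reached as well. F30H5.3 and cpg-19 had log ratios of -3.36 ± 0.64 and -3.17 ± 0.47 (SD, n = 3), with adjusted p values from limma of 0.00178 and 0.00315. Among the 8 named genes with the largest increase, F23D12.7, W08A12.2, C35A5.6 and F02C9.1 lay between 3.51 and 3.88. Among the 8 with the largest decrease, F20B10.3, D2096.6, C46H11.7, ZK662.2 and F56D2.3 lay between -3.21 and -2.94. The 16 genes were chosen among those with the same sign on all 3 arrays. At an unadjusted p under 0.05 there were 5517 genes, and at an adjusted p under 0.05 there were 2313, of which 1083 were higher and 1230 lower. With the arrays centred and scaled, 419 genes were higher and 423 lower at the threshold of 0.01. Without any 1 of the 3 arrays of 128Q over 19Q, 0 genes were called, and without replicate 1, 2 or 3 of 19Q over GFP, which shares the estimate of the spread, 195, 347 and 1472 were called. The test rebuilt after VarMixt called 479 genes as higher and 527 as lower.

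**Figure D2:**
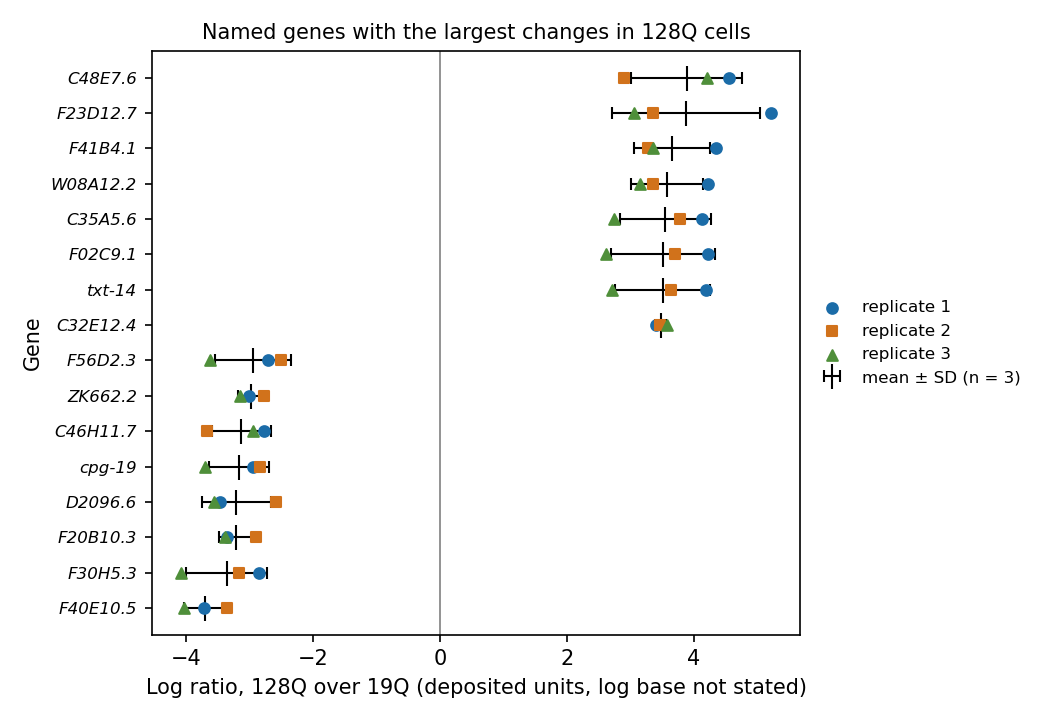
Log ratio of 128Q over 19Q cells, in deposited units, for the 8 named genes with the highest and the 8 with the lowest mean among the genes called, with a point for each of the 3 replicates and the mean and SD. The genes were chosen to have the same sign on all 3 arrays. The means lie between 3.51 and 3.89 for the upper 8 and between -3.69 and -2.94 for the lower 8.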

Interestingly, only 18 of the 2,070 genes were also deregulated in 19Q nematode cells, suggesting that our microarray analysis has provided clean and specific information on the transcriptomic effects of expanded-polyQ expression. 

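Of the 18 named genes of Table S1, M03B6.4 and W08E12.2 changed in 128Q cells and the other 16 did not pass the test. M03B6.4 was higher in 128Q than in 19Q cells by 3.44 ± 0.07 (SD, n = 3, adjusted p = 0.00416 from limma), and its log ratio in 19Q over GFP-only cells was -2.09 ± 1.15 (SD, n = 3). Its indirect value for 128Q over GFP-only cells was 1.36 (adjusted p = 0.183 from limma). Whether 128Q or 19Q cells stand apart for M03B6.4 is thus not shown. W08E12.2 was lower in 128Q cells, with -2.66 ± 0.18 (SD, n = 3, adjusted p = 0.00948 from limma), and had -1.31 ± 1.14 (SD, n = 3) in 19Q over GFP-only cells. C05D12.1 had -1.33 ± 0.24 (SD, n = 3, adjusted p = 0.0181 from limma) in 128Q over 19Q cells. Among the 21642 genes tested in both comparisons, 614 were called in 128Q cells and 0 in 19Q cells, so that 0 were shared, by limma and by the test rebuilt after VarMixt, and independent lists would share 0. At an unadjusted p under 0.05 in both comparisons limma counted 1458 genes. Alone, 128Q versus 19Q had 5517 such genes of 22033 and 19Q versus GFP only 4825 of 21897, so many would fall in both without any link. Both p values of a gene also rest on the same estimate of the spread, and the count expected by chance was not computed. Across these genes, which are not independent replicates, the mean log ratios of both comparisons correlated with r = 0.198 and a covariance of 0.106. RNA of 19Q cells is the denominator of the first comparison and the numerator of the second, and 50 simulations of unchanged cells sharing that RNA gave r = -0.385 and a covariance of -0.0614, while simulated cells with separate RNA gave a covariance of 0.000161. The simulations gave all of the spread between arrays to RNA, in equal parts for both samples, with no noise of array or dye. They put a single draw of 19Q RNA behind both means and kept the low probes, so their values rest on these assumptions. Without the 244 low probes, left out after they were seen, the observed r was 0.0774 and the covariance 0.0319. The simulations were not repeated without them. Whether both comparisons used the same extracts of 19Q cells is not given in the sources used here. From the small number of genes deregulated in both comparisons, the paper proposes that the arrays report specifically on expanded-polyQ expression.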

To analyze the biological content of these data, we used several methods including Gene Ontology analysis, Gene Set Enrichment Analysis (GSEA), and a powerful network-based method based on Fourier analysis (see Text S2). In contrast to the GO analysis (Figure S1), the GSEA and Fourier analyses highlighted several processes previously suspected to be altered in HD (see Text S1, Figure S2, Figure S3, and Tables S3–S5), suggesting that nematode data are relevant to HD pathogenesis. Additionally, cell differentiation pathways such as Wnt signaling were emphasized as components potentially involved in expanded-polyQ neuron dysfunction, a trend also emphasized by the network-based analysis of data resulting from a large-scale functional RNAi screen in our expanded-polyQ nematodes [25].

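Mitochondrial genes that Table S4 lists as core members of up-regulated sets had log ratios above 0 in 128Q cells relative to 19Q cells, although none passed the test at an adjusted p under 0.01. Of the 62 genes listed for its mitochondria set 12 are named here, and all 12 had a positive mean, with an average over genes of 0.79. Of the 45 genes of its oxidative phosphorylation set, the respiratory chain that makes ATP, 10 are named, again all with a positive mean, and the average was 0.80. The sets share 4 of these genes, which leaves 18 distinct genes, of which 10 were above 0 on all 3 arrays and 7 had an unadjusted p under 0.05 in limma. R05D3.6 is the single gene of these that passed in the test rebuilt after VarMixt, and it also passed in limma without replicate 3 of 19Q over GFP. R07B7.10 had a log ratio of 2.01 ± 0.95 (SD, n = 3, adjusted p = 0.0164 from limma) and R05D3.6 1.73 ± 0.33 (SD, n = 3, adjusted p = 0.0368 from limma). The mitochondrial carrier slc-25A32 had 1.59 ± 0.41 (SD, n = 3, adjusted p = 0.0555 from limma). The value for cox-6C, a subunit of cytochrome c oxidase, was 0.88 ± 0.62 (SD, n = 3, adjusted p = 0.0734 from limma). Of the 80 genes of the cell cycle set 7 are named, all with a positive mean and an average of 0.65, and 5 of them had an unadjusted p under 0.05 in limma. Without replicate 2 of 128Q over 19Q, 6 of the 7 were above 0 and D2096.11 was not. F33H2.6 and ctf-4 had 1.00 ± 0.22 (SD, n = 3, adjusted p = 0.0188 from limma) and 1.05 ± 0.41 (SD, n = 3, adjusted p = 0.0426 from limma). The inositol phosphate metabolism set has 1 named gene, pifk-1A, with -0.83 ± 0.28 (SD, n = 3), and the glycolysis set has 1, dlat-2, with 0.87 ± 0.33 (SD, n = 3). The single genes other than cox-6C were picked for naming after their values were seen. These sets were chosen by the study on these samples, so their direction is not independent evidence, and the sets for neuron differentiation, TGF-β, G-protein and Wnt signaling and axon guidance have 0 named genes.

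**Figure D3:**
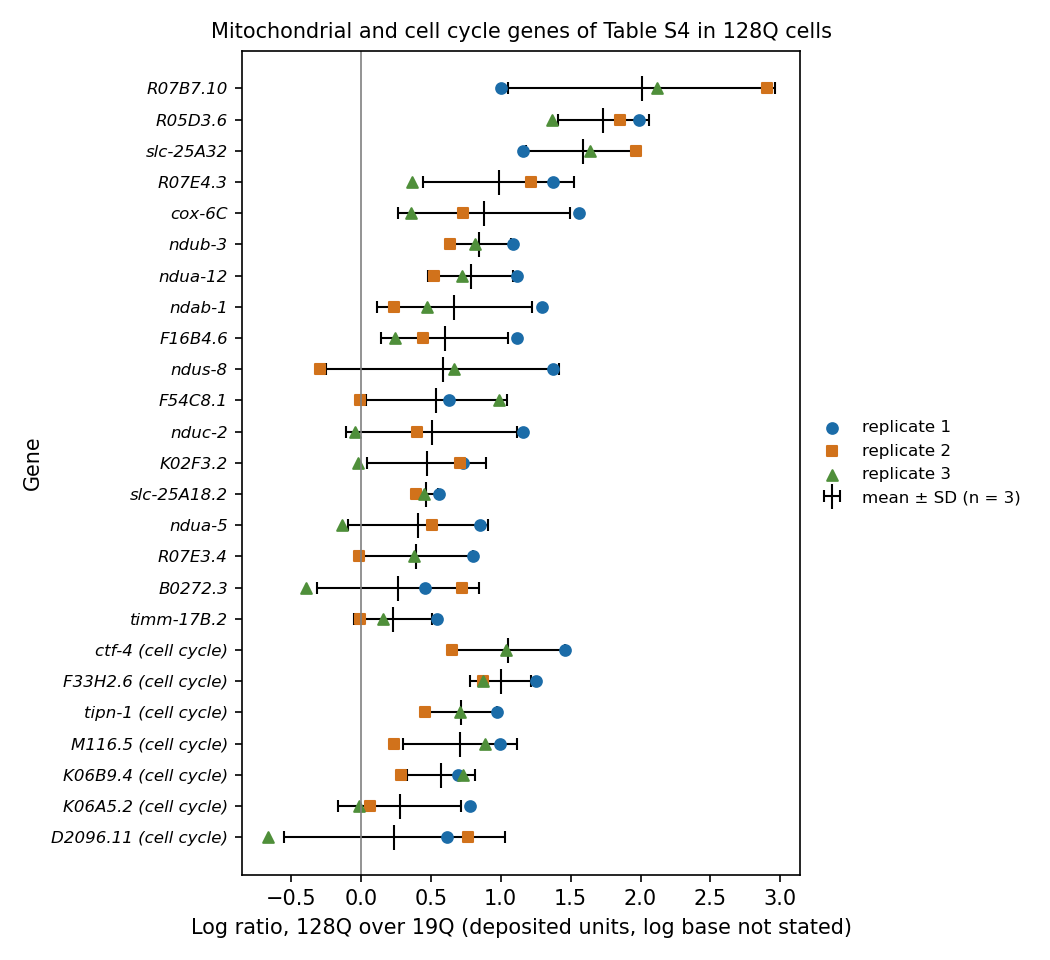
Log ratio of 128Q over 19Q cells, in deposited units, for the 18 named mitochondrial and oxidative phosphorylation genes and the 7 named cell cycle genes of Table S4, with a point for each of the 3 replicates and the mean and SD. The means lie between 0.23 and 2.01.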

Among the up-regulated Fourier modules, module 40 (Wnt/TGF-β signaling) was of particular interest (Figure S4). This module suggested that *lin-18*/Ryk, a Wnt receptor important during neurogenesis and axon guidance [26],[27], is up-regulated in neurons expressing expanded polyQs, which was confirmed by qRT-PCR (Table S5). To enhance the prioritization of candidate genes, we focused on pathways and processes that were highlighted by GSEA and by the Fourier analysis and that contained evolutionary conserved druggable [28] genes (Table S6). Up-regulated module 40 was again pointed out, as it contained the largest number of genes in common with the GSEA and Fourier analyses (see Wnt, cell cycle, and TGF-β in Table S4) as well as 3 of the 25 genes deregulated in 128Q nematode cells and in the caudate nucleus of HD patients [29], among which was *lin-18*/Ryk.

### LOF of *lin-18*/Ryk Protects Nematode Neurons from Expanded PolyQs

In the up-regulated Fourier module 40 (Figure S4), the conserved *lin-18* gene was of interest in the Wnt pathway as a druggable gene that may be deregulated in the touch receptor cells of expanded-polyQ nematodes and caudate nucleus of HD patients. Although target gene activation is an option for developing disease-modifying strategies, target inhibition is usually regarded as a more easily achievable approach. Interestingly in this respect, neuronal dysfunction was abolished by *lin-18*/Ryk LOF in 128Q nematodes with no effect in 19Q nematodes and no change in transgene expression (Figure 1A). These results suggested that *lin-18* up-regulation is toxic to 128Q neurons and that Ryk inhibition may provide protection from mutant polyQ cytotoxicity.

**Figure 1:**
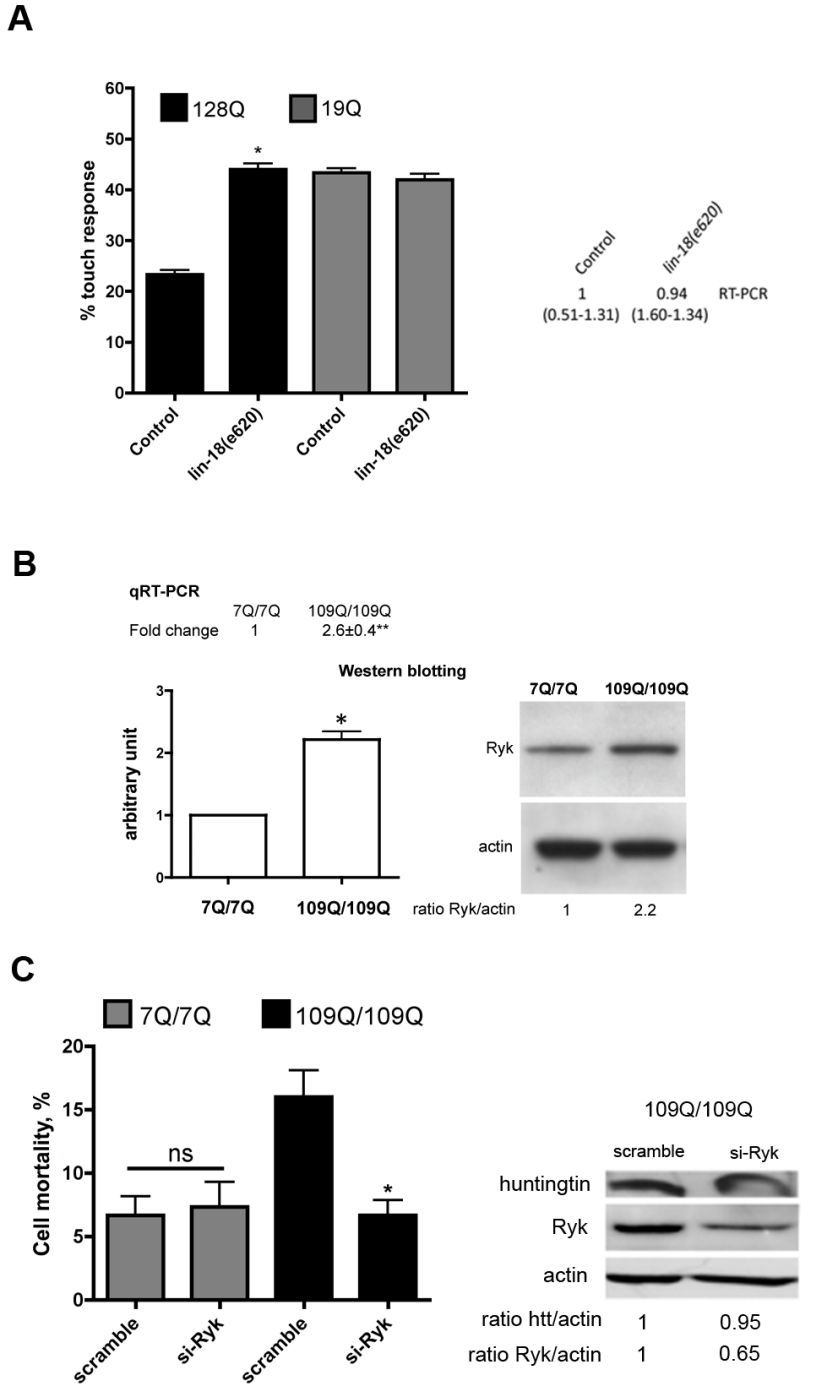
Analysis of Ryk in polyQ nematodes and striatal cells derived from HdhQ111 mice. (A) Modulation of touch response of polyQ nematodes by LOF of *lin-18*/RYK. Shown are the results in *C. elegans* transgenics expressing expanded (128Q) or normal (19Q) exon-1–like htt transgenes in touch receptor neurons. The 128Q-mediated loss of touch response is ameliorated by LOF of *lin-18*/RYK. No effects are detected in 19Q nematodes. Data are mean ± SEM with more than 200 animals tested per genotype. *p<0.001 versus 128Q controls. LOF of *lin-18*/RYK does not modify 128Q transgene expression levels as tested by qRT-PCR (right panel, data are mean ± SEM with *n* = 5). Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. (B) Mutant htt (109Q/109Q) striatal cells have increased Ryk levels. Data for qRT-PCR are mean ± SEM (*n* = 7). **p<0.01 versus normal htt (7Q/7Q) cells. Data for Western blotting are mean ± SD (*n* = 3). **p<0.01 versus normal htt (7Q/7Q) cells. Significance was tested using paired *t* tests. (C) Reducing Ryk levels decreased the mortality of 109Q/109Q striatal cells induced by serum deprivation compared to scramble situation, with no effect detected in 7Q/7Q cells. Western blotting was used to test expression levels as 109Q/109Q cells do not display HTT aggregation. Mutant htt levels were unchanged by knockdown of Ryk. Data are mean ± SD (*n* = 4). *p<0.01 versus scramble. The RNA sequences shown are indicated in the Materials and Methods section. Significance was tested using paired *t* tests.

### Reducing Ryk Levels Decreases the Vulnerability of Mutant htt Striatal Cells

Having observed that neuronal dysfunction was suppressed by *lin-18*/Ryk LOF in 128Q nematodes, we tested if Ryk inhibition could decrease the cell death caused by full-length mutant HTT. To this end, we used striatal cells derived from the HdhQ111 knock-in mice [23]. Mutant htt (109Q/109Q) striatal cells are abnormally susceptible to cell death as induced by serum deprivation [23], a phenotype suitable for identifying modifiers of cell vulnerability [30]. As indicated by qRT-PCR and Western blotting, Ryk mRNA and protein levels are two times higher in 109/109Q cells compared to normal (7Q/7Q) cells (Figure 1B). To test whether reducing Ryk levels may promote mutant htt striatal cell survival, we subjected 109Q/109Q and 7Q/7Q cells to Ryk siRNA treatment. Ryk siRNA treatment enhanced the survival of 109Q/109Q cells with no effect on 7Q/7Q cells, an effect unrelated to a change in HTT expression (Figure 1C). This was consistent with neuroprotection by *lin-18*/Ryk LOF in 128Q nematodes, further suggesting that Ryk has a pathological role in HD neurons.

### Neuroprotection by *lin-18*/Ryk LOF Requires *daf-16*/FoxO Activity

We next sought to examine the mechanisms underlying neuroprotection by Ryk inhibition. We first tested whether neuroprotection by *lin-18*/Ryk LOF in expanded-polyQ nematodes (see Figure 1A) occurred in a cell-autonomous manner. The expression of *lin-18* cDNA in touch receptor neurons (4 ng/µl) using the *mec-3* promoter abolished neuroprotection by *lin-18* LOF in 128Q nematodes with no effect detected in 19Q nematodes as observed in two independent arrays per polyQ genotype (Figure 2A), indicating that neuroprotection by *lin-18* LOF is cell autonomous. Ryk participates in canonical Wnt signaling [26] and there is a functional interaction between β-catenin, a downstream effector of canonical Wnt, and FOXO in oxidative stress signaling [9]. We thus tested whether *lin-18* required *bar-1*/β-catenin and *daf-16*/FoxO activity to modulate neuronal dysfunction in 128Q nematodes. In 19Q nematodes, LOF of *lin-18* (see Figure 1A), *daf-16* (see [1]), and *bar-1* (see [10]) had no effect on touch response. In 128Q nematodes, *bar-1* LOF exacerbated the loss of touch response (Figure 2B), with no change in transgenic protein expression (Figure 2C), suggesting that *bar-1* normally protects touch neurons from 128Q. The same applied to *daf-16* LOF (Figure 2B/C), as previously observed [7]. In 128Q;*lin-18(e620)* animals, neuroprotection by *lin-18* LOF was reduced by LOF of *bar-1* (Figure 2B) with no change in transgenic protein expression (Figure 2C), suggesting that *lin-18* activity requires *bar-1*. However, the effect of *bar-1* LOF in 128Q;*lin-18(e620)* nematodes was partial, suggesting a role for other genes. In contrast, neuroprotection by *lin-18* LOF was suppressed by *daf-16* LOF (Figure 2B), an effect unrelated to a change in transgenic protein expression (Figure 2C), indicating that neuroprotection by *lin-18* LOF fully requires *daf-16*. Given that *daf-16* is normally neuroprotective (Figure 2B), this indicated that *lin-18* may repress *daf-16* activity in 128Q nematodes, which led us to investigate the mechanisms by which Ryk may repress FOXO activity.

**Figure 2:**
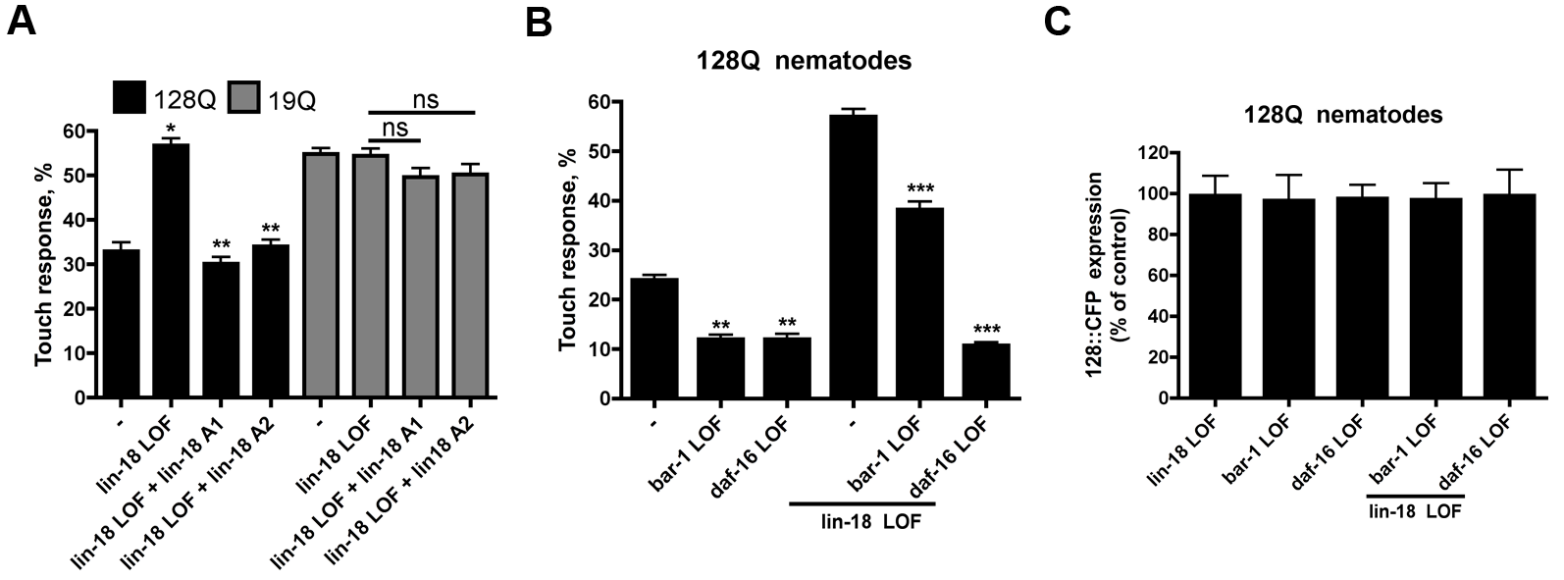
Neuroprotection by *lin-18*/Ryk LOF is a cell-autonomous process that requires *daf-16*/FoxO activity. (A) Expression of *lin-18* cDNA in touch receptor neurons using the *mec-3* promoter abolishes the neuroprotective activity of *lin-18* LOF in 128Q nematodes with no effect detected in 19Q nematodes as tested in two independent extrachromosomal arrays (A1, A2) per polyQ genotype. The expression of *lin-18* cDNA was confirmed by RT-PCR followed with enzymatic restriction for all of the arrays generated (unpublished data). Data are mean ± SEM (more than 200 animals tested). *p<0.001 compared to 128Q transgenics; **p<0.001 compared to 128Q;*lin-18* nematodes. (B) Neuron dysfunction is aggravated by *bar-1*/β-catenin or *daf-16*/FoxO LOF in 128Q nematodes, and protection from 128Q toxicity by *lin-18* LOF is reduced by LOF of *bar-1* and suppressed by LOF of *daf-16*. Data are mean ± SEM (more than 200 animals tested). **p<0.001 compared to 128Q transgenics; ***p<0.001 compared to 128Q;*lin-18* nematodes. (C) *lin-18*, *bar-1* and *daf-16* LOF alone or in combination do not change transgenic protein expression levels in 128Q nematodes. Data are mean ± SD (*n* = 3). Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test.

### The Ryk ICD Binds to β-Catenin

Ryk signals through multiple mechanisms such as the canonical Wnt pathway and the nuclear translocation of its cleaved ICD to regulate neuronal differentiation [16]. This suggests that one mechanism for Ryk to repress FOXO in mutant polyQ neurons might be the deregulation of canonical Wnt, a neuroprotective pathway [11]. However, LOF of *pop-1*/TCF does not appear to modulate 128Q neurotoxicity in *C. elegans* nematodes (unpublished data), suggesting that the outcome of the canonical Wnt pathway is not critical to mutant polyQ neuron survival. We thus hypothesized that another mechanism for Ryk to repress FOXO in mutant polyQ neurons could involve a noncanonical mechanism, namely the binding of the Ryk-ICD to FOXO or its partner β-catenin.

It was previously shown that β-catenin associates with Ryk [31]. Consistent with these findings, we also observed that β-catenin binds to Ryk by using constructs that code for Ryk with a Myc tag at the C-terminal end or an uncleavable Ryk mutant (Ryk: EGFRRc, a chimeric construct in which the transmembrane region was replaced with that of the EGF receptor) [16]. These constructs were transfected into 293T cells (derived from human kidney cells) and cell lysates subjected to immunoprecipitation using an anti-Myc antibody followed by immunoblotting. In the cells expressing Ryk or uncleavable Ryk, immunonoprecipitation of Myc-tagged Ryk pulled down endogenous β-catenin (Figure 3A), as expected.

**Figure 3:**
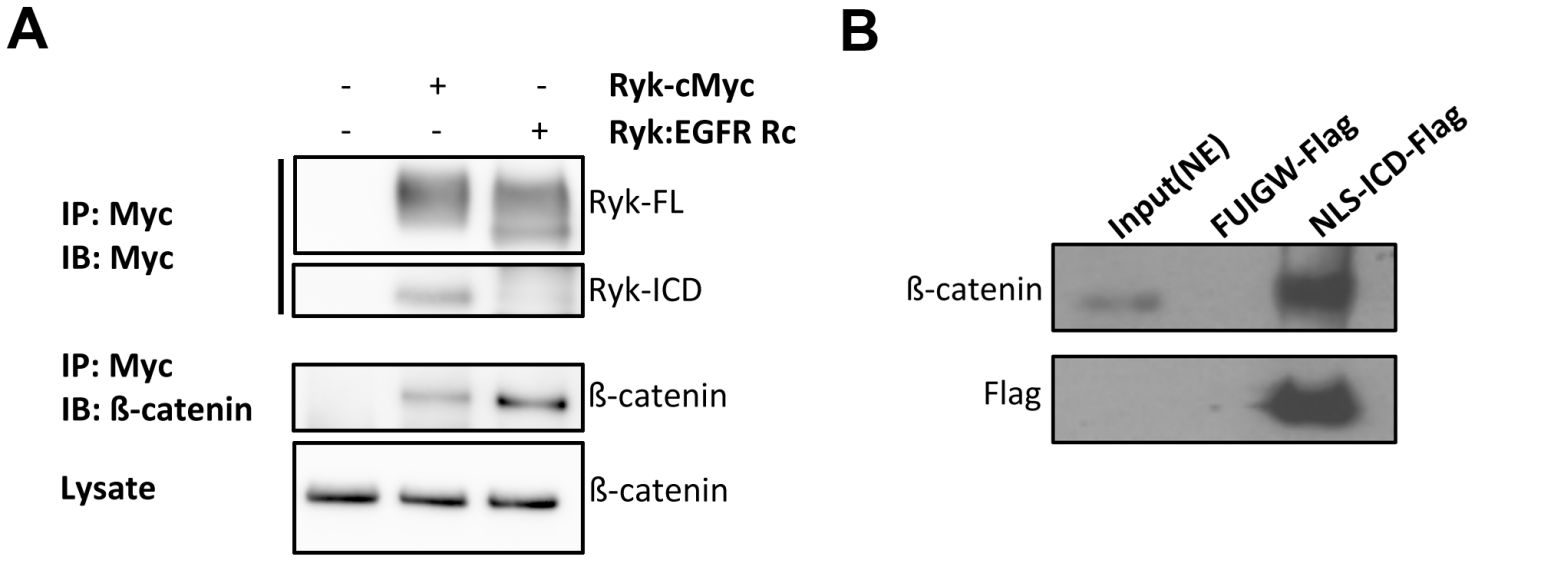
Ryk ICD binds to β-catenin. (A) β-catenin binds to Ryk. Constructs of Myc-tagged Ryk or uncleavable Ryk (Ryk:EGFR Rc) were transfected into 293T cells. Ryk proteins were immunoprecipitated with anti-Myc antibody, and beta-catenin associated with Ryk was determined by immunoblotting. Ryk ICD can be detected in the cells expressing wild-type Ryk. (B) The ICD of Ryk binds to β-catenin. Cells expressing Flag-tagged Ryk-ICD were used for anti-Flag immunoprecipitation. The ICD and associated β-catenin were determined by Western blot. NE, nuclear extract; FUIGW-FLAG, vector FUIGW plus a Flag sequence.

To examine if Ryk-ICD binds to β-catenin, Flag-tagged Ryk-ICD constructs were transfected into 293T cells. β-catenin was detected in the anti-Flag immunoprecipitate, suggesting that Ryk-ICD is sufficient to associate with β-catenin (Figure 3B). Similar experiments aimed at testing for binding of Ryk-ICD to FOXO3a, a neuroprotective FOXO protein [32], did not detect any interaction (unpublished data). Together, these results suggested that Ryk might signal onto FOXO through binding of its ICD fragment to the FOXO co-factor β-catenin.

### Ryk-ICD Represses FOXO3a Activity in Luciferase Reporter Assays

We then sought to test whether an excess of Ryk may repress FOXO transcriptional activity. We also tested whether an excess of the γ-secretase–cleaved ICD of Ryk may have a similar effect, as the Ryk-ICD fragment associates with β-catenin (see Figure 3B), a protein that promotes FOXO transcriptional activity [9]. We examined the activity of FOXO3a, a protein that is neuroprotective in models of motor neuron disease [32], also protecting against cell death associated with mutant HTT in striatal cells from HdhQ111 knock-in mice (Figure 4A/B). From here, we further examined the molecular relationships between FOXO3a, β-catenin, and Ryk in mutant polyQ toxicity. To this end, constructs encoding FOXO3a together with a Forkhead responsive element (FHRE)-luciferase reporter and internal control reporter were utilized to transfect mouse striatal cells that express normal HTT. Reducing β-catenin levels reduced luciferase activity compared to control cells (Figure 4C/D), which is consistent with the ability of β-catenin to promote FOXO transcriptional activity in mouse cells [9]. Overexpressing Ryk reduced luciferase activity to levels comparable to those observed for β-catenin siRNA treatment (Figure 4C), suggesting that Ryk up-regulation can repress FOXO3a transcriptional activity. Western blotting indicated that this effect might be attributable to full-length Ryk and to a Ryk C-terminal fragment (Ryk CTF) of ∼47 kDa (Figure 4D). However, the CTF fragment is too large to be the γ-secretase cleavage product of Ryk (Ryk-ICD, ∼40 kDa). The size of this fragment suggests that Ryk CTF contains the ICD plus the transmembrane domain and a portion of the extracellular domain, which is consistent with the possibility that other proteases might cleave the extracellular domain of Ryk near the transmembrane domain [33]. The Ryk-ICD fragment was not visible, which might be attributable to a very short half-life of this fragment similar to what has been observed for the γ-secretase–cleaved intracellular fragment of transmembrane proteins such as the amyloid precursor protein (APP) [34]. Interestingly, Ryk-ICD overexpression produced a similar reduction of luciferase activity compared to Ryk overexpression (Figure 4C/D), indicating that Ryk-ICD is sufficient to repress FOXO3a transcriptional activity. Furthermore, overexpressing a mutant form of Ryk that cannot undergo γ-secretase cleavage (Ryk: EGFRRc) showed no effect on luciferase activity (Figure 4C). Mutant Ryk was detected as one fragment corresponding to full-length Ryk and one fragment corresponding to Ryk CTF (Figure 4D). In contrast to cells transfected with wild-type Ryk, the full-length Ryk precursor appeared to be more abundant in cells transfected with mutant Ryk (Figure 4D). This suggests that blocking the γ-site of Ryk may also block Ryk CTF generation, an effect that was previously shown for APP [35] and that further points to putative similarities between Ryk and APP processing. Collectively, these results suggested that the generation of the Ryk-ICD fragment is important for the cytotoxic action of Ryk.

**Figure 4:**
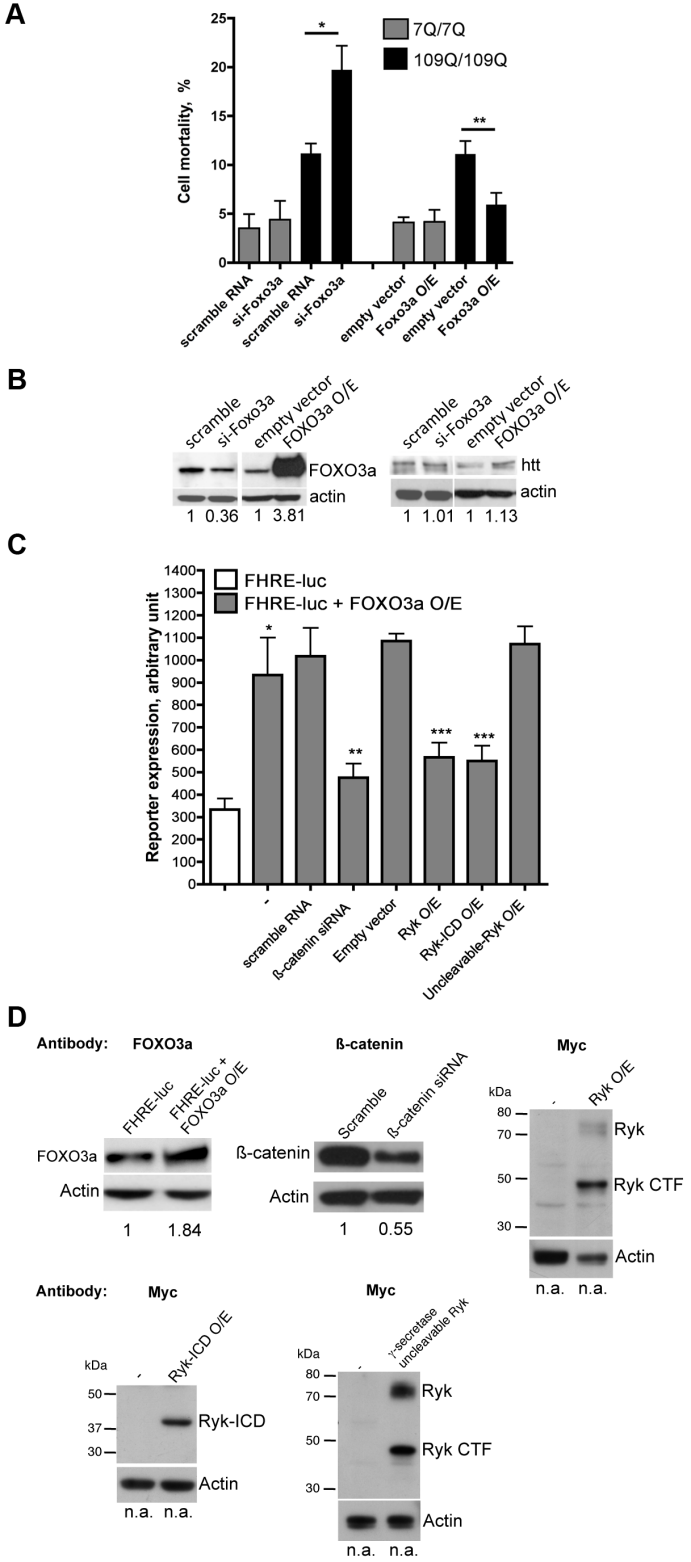
The Ryk ICD represses the transcriptional activity of FOXO3a, a protein that protects from mutant HTT. (A) Foxo3a siRNA treatment enhances the mortality of mutant htt striatal cells subjected to serum deprivation, whereas FOXO3a overexpression (O/E) has the opposite effect. Data are mean ± SD (*n* = 4). *p<0.001 compared to scramble; **p<0.001 compared to empty vector control. (B) Representative Western blots showing decreased (si-Foxo3a) or increased (FOXO3a O/E) FOXO3a levels and no change in HTT protein levels. (C) FOXO transcriptional activity was measured in normal htt mouse striatal cells. Cells were cultured in normal conditions and co-transfected with a construct encoding FOXO3a together with the reporter FHRE-luciferase, which contains three canonical FOXO binding sites, and an internal *Renilla* luciferase reporter construct. Luciferase and *Renilla* luciferase activities were measured and the ratio (luciferase/*Renilla* luciferase)10,000 calculated. Data are mean ± SD of four independent experiments performed in triplicate. Treatment with β-catenin siRNA, full-length Ryk cDNA, and Ryk-ICD cDNA reduces luciferase activity to similar levels, whereas treatment with uncleavable Ryk showed no effect. *p<0.001 compared to FHRE-luc, **p<0.001 compared to scramble RNA and ***p<0.001 compared to FOXO3a O/E. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. (D) Representative Western blots showing increased levels of FOXO3a and decreased levels of β-catenin, and expression of Myc-tagged Ryk, Myc-tagged Ryk-ICD, and Myc-tagged γ-secretase–uncleavable Ryk (all proteins with a Myc tag at the C-terminal end). The Myc-tagged Ryk and γ-secretase–uncleavable Ryk proteins were detected as two fragments, one corresponding to the full-length Ryk precursor (Ryk) and one corresponding to a Ryk CTF (Ryk CTF) resulting from proteolytic cleavage in the extracellular domain near the transmembrane domain. The full-length Ryk precursor is less abundant for wild-type Ryk expression compared to mutant Ryk expression (see Results for the discussion of Ryk expression profiles).

### LIN-18 ICD Suppresses Neuroprotection by *lin-18* LOF in Expanded-PolyQ Nematodes

We next tested whether the Ryk ICD has a role in mutant polyQ cytotoxicity as predicted by its ability to repress FOXO transcriptional and neuroprotective activity. In 128Q nematodes, lin-18*/*Ryk LOF is neuroprotective, and this effect is cell autonomous, as LIN-18 overexpression in touch receptor neurons suppresses the neuroprotective effect of *lin-18* LOF (see Figure 2A). Interestingly, overexpression (at a dose of 4 ng/µl) of the LIN-18 ICD was sufficient to suppress the protective effect of *lin-18* LOF on touch response in 128Q nematodes with no effect detected in 19Q nematodes as tested in two independent arrays per polyQ genotype (Figure 5A). Although overexpressing LIN-18 ICD at higher doses (40 ng/µl) showed a trend towards exacerbation of 128Q cytotoxicity but did not reach statistical significance relative to control (Figure S5), overexpressing LIN-18 ICD at 40 ng/µl produced cytotoxicity in 19Q nematodes (Figure S5), suggesting that LIN-18 ICD has dose-dependent effects in polyQ;*lin-18* nematodes. The overexpression (4 ng/µl) of LIN-18 ICD was also sufficient to suppress the protective effect of *lin-18* LOF on axonal swelling (Figure 5B), accompanying the loss of touch response in 128Q nematodes [15]. Given that overexpressing the Ryk-ICD fragment is sufficient to reduce FOXO transcriptional activity (Figure 4C/D), this further suggested that the Ryk-ICD fragment mediates Ryk cytotoxicity.

**Figure 5:**
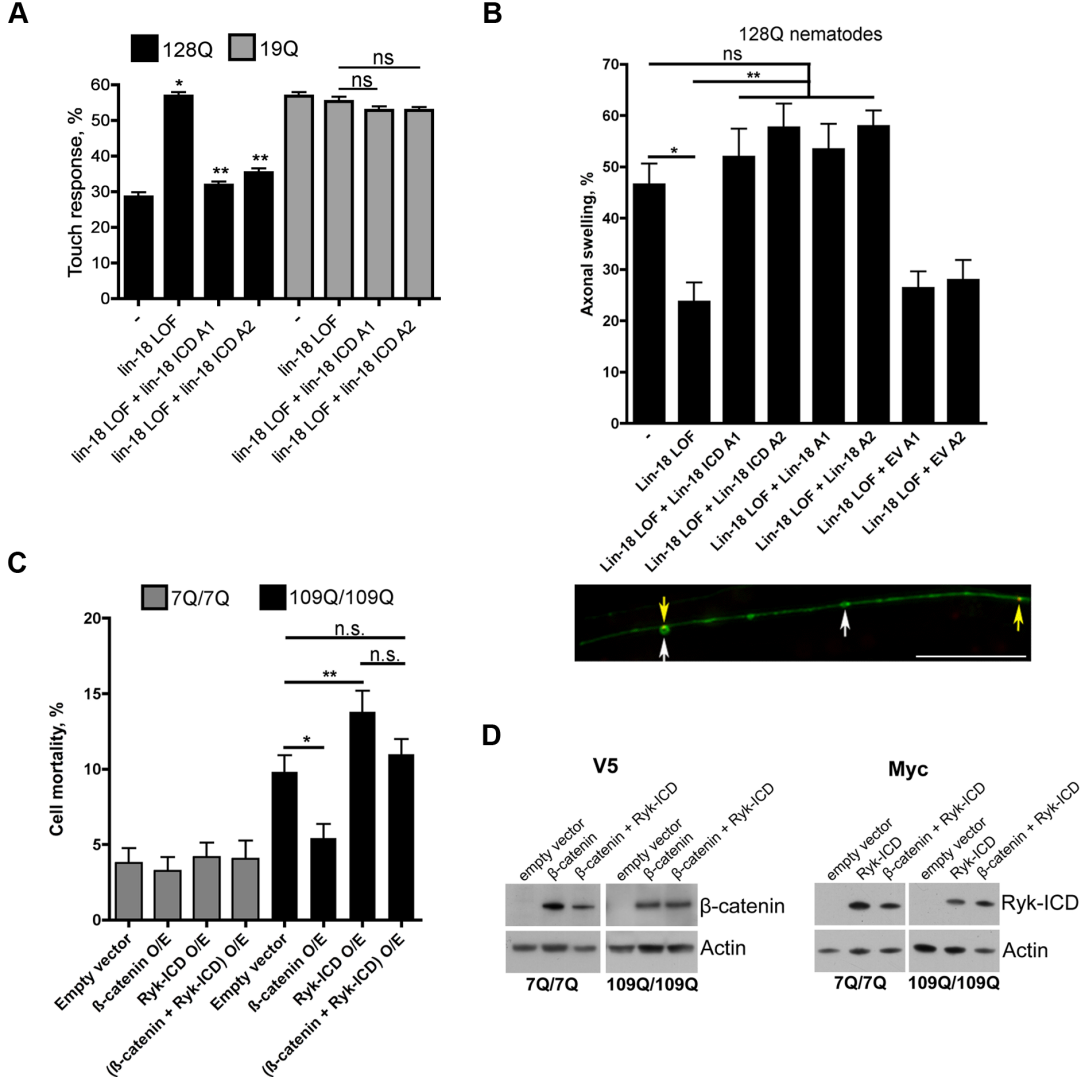
The Ryk ICD is cytotoxic in *C. elegans* neurons and mouse striatal cells expressing expanded polyQs. (A) Expression of LIN-18 ICD cDNA (4 ng/µl) in touch receptor neurons using the *mec-3* promoter is sufficient to abolish the neuroprotective activity of *lin-18* LOF in 128Q nematodes with no effect detected in 19Q nematodes as tested in two independent extrachromosomal arrays (128Q: A1 is ID1333, A2 is ID1334; 19Q: A1 is ID1331, A2 is ID1332; see also Table S8) per polyQ genotype. The expression of LIN-18 ICD cDNA was confirmed by RT-PCR for all of the arrays generated. Data are mean ± SEM (more than 200 animals tested). **p<0.001 compared to 128Q animals, **p<0.001 compared to 128Q;*lin-18* animals. ns, not significant. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. (B) Expression of LIN-18 ICD cDNA (4 ng/µl) in touch receptor neurons using the *mec-3* promoter is also sufficient to abolish the protective activity of *lin-18* LOF on axonal swelling in the PLM neurons of 128Q nematodes as tested in two independent extrachromosomal arrays (Lin-18 ICD: A1 is ID1333, A2 is ID1334; Lin-18: A1 is ID1325, A2 is ID1326). The expression of LIN-18 ICD cDNA was confirmed by RT-PCR for all of the arrays generated. Expression of empty vector (4 ng/µl) showed no effect as tested in two independent extrachromosomal arrays (A1 is ID1339, A2 is ID1340). Data are mean ± SEM (more than 200 animals tested). *p<0.001 compared to 128Q animals, **p<0.001 compared to 128Q;*lin-18* animals. ns, not significant. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. The lower panel shows a representative image of axonal swelling in the anterior process of posterior touch receptor neurons of 128Q nematodes co-expressing HTT1-57::CFP and YFP [7]. Swelling (white arrows, YFP signals are pseudocolored in green) and HTT::CFP aggregation (yellow arrows, CFP signals are pseudocolored in red) are shown. Magnification is 100× and scale bar is 5 µM. (C) Overexpressing either V5-tagged β-catenin or Myc-tagged Ryk-ICD or both has no effect on the mortality induced by serum deprivation in normal htt striatal cells. Overexpressing β-catenin reduces the mortality induced by serum deprivation in mutant htt striatal cells, whereas overexpressing the Ryk-ICD aggravates cell mortality. Co-expressing Ryk-ICD and β-catenin resulted in cell mortality levels that are similar to those induced by empty vector overexpression. Data are mean ± SD (*n* = 4). *p<0.01 and **p<0.05 compared to empty vector. ns, not significant. Significance was tested using paired *t* tests. (D) Representative Western blot showing increased V5-tagged β-catenin and Myc-tagged Ryk-ICD levels after transfection of 7Q/7Q and 109Q/109Q striatal cells.

### Ryk-ICD Is Cytotoxic in Mouse Striatal Cells Expressing Mutant htt

Next, we tested whether overexpressing the Ryk-ICD fragment may be cytotoxic in striatal cells derived from HdhQ111 knock-in mice [23] and whether this involves β-catenin activity. To this end, striatal cells were transfected with either a construct coding for Myc-tagged Ryk-ICD or a construct coding for V5-tagged β-catenin, or both, and these cells were subjected to serum deprivation. The overexpression of Ryk-ICD showed no effect on normal htt cell survival (Figure 5C/D). These results are consistent with the absence of toxicity for LIN-18 and LIN-18 ICD overexpression in normal-polyQ nematodes (see Figure 2A, Figure 5A), supporting a model in which Ryk up-regulation represses a mechanism (FOXO activity) that specifically promotes mutant polyQ neuron survival. Although mutant htt cells have high endogenous Ryk levels (see Figure 1B), overexpressing Ryk-ICD potentiated cell mortality (Figure 5C/D). This effect was moderate, however, suggesting that Ryk toxicity is close to a maximum in these cells. Consistent with the pro-survival role of β-catenin, overexpressing β-catenin reduced the cell death of mutant htt cells with no effect detected in normal htt cells (Figure 5C/D). The protective effect of β-catenin overexpression in mutant htt cells was abolished by Ryk-ICD overexpression (Figure 5C/D), suggesting that Ryk-ICD may antagonize β-catenin activity. There was no significant difference between the mortality of mutant htt cells transfected with Ryk-ICD alone and that of cells co-transfected with Ryk-ICD and β-catenin (Figure 5C/D). Nonetheless, cells co-transfected with Ryk-ICD and β-catenin showed similar levels of mortality compared to cells transfected with the empty vector (Figure 5C/D), suggesting that β-catenin overexpression may compensate for Ryk-ICD cytotoxicity to that extent. As such, these results might just reflect the parallel activity of two proteins with antagonistic properties in the regulation of cell survival. However, given that Ryk-ICD binds to β-catenin (see Figure 3), these results supported a model in which a functional cross-talk between Ryk-ICD and β-catenin contributes to Ryk-ICD cytotoxicity.

### Reducing Presenilin 1 Levels Compensates for the Cytotoxicity of Full-Length Ryk in Mutant htt Mouse Striatal Cells

Our results in *C. elegans* neurons and mouse striatal cells suggest a model in which the repression of FOXO3a activity by Ryk in mutant polyQ cells is mediated by the Ryk-ICD fragment, a γ-secretase cleavage product. The γ-secretase complex has been previously implicated in HD through its role in HTT cleavage and production of N-terminal fragments CpA and CpB [36]. Here, we sought to investigate the protective role of the γ-secretase complex relative to the pathological activity of Ryk in mutant polyQ cells. To this end, we tested whether decreasing the activity of the γ-secretase complex might promote the survival of mutant htt mouse striatal cells and whether this effect might compensate for Ryk toxicity in these cells. At this point in our study, we elected to measure caspase 3/7 activity instead of counting picnotic nuclei in order to perform faster and complementary measures of striatal cell mortality. We observed that reducing the expression of presenilins PS1 or PS2 enhanced the viability of mutant htt striatal cells, with no effect detected in normal htt cells (Figure 6A/B). Most importantly, reducing the levels of PS1 compensated for the cytotoxic effect of overexpressing full-length Ryk but not that of overexpressing Ryk-ICD in mutant htt cells (Figure 6C). The compensatory effects of reducing PS1 levels on Ryk cytotoxicity was accompanied by an apparent increase of full-length Ryk levels as inferred from Western blot analysis (Figure 6D). A decrease of the CTFs that may be generated by the sequential proteolysis of Ryk such as Ryk-CTF and Ryk-ICD [33] was also apparent, however to a lesser extent (Figure 6D). Given that Ryk-ICD may result from PS1 cleavage, as previously investigated in PS1-deficients cells [16], these results suggested that Ryk toxicity may be triggered by the production of Ryk-ICD in mutant htt cells, which led us to analyze endogenous Ryk-ICD levels in these cells.

**Figure 6:**
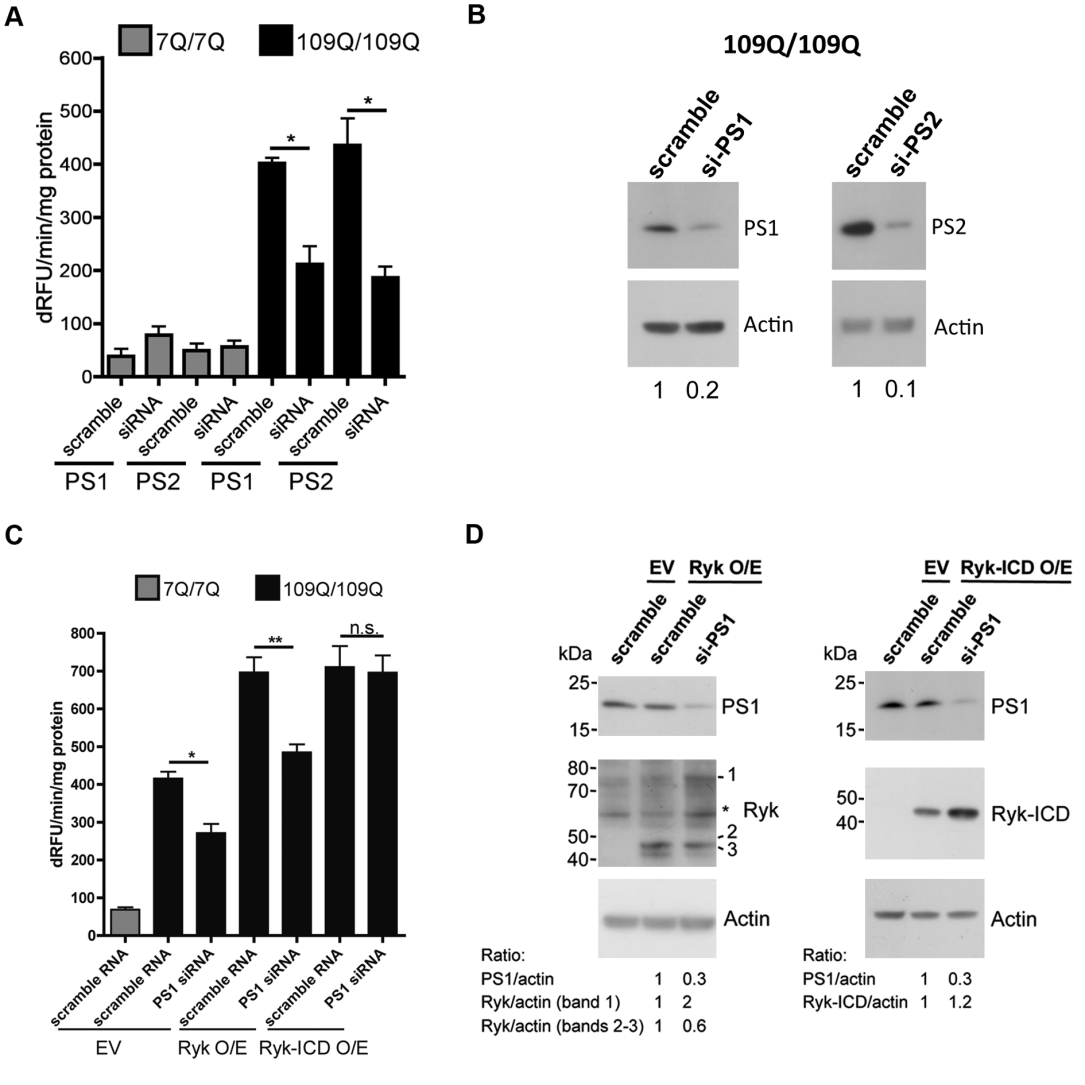
Reducing presenilin 1 expression counteracts the cytotoxicity of full-length Ryk overexpression in mutant htt striatal cells. Assays were performed using caspase 3/7 activity in cells subjected to serum deprivation. (A) PS1 and PS2 siRNA treatment enhances the viability of mutant htt striatal cells. Data are mean ± SD (*n* = 3), *p<0.01 compared to scramble RNA. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. (B) Representative Western blots showing decreased levels of PS1/PS2. (C) Knockdown of PS1 reduces the cytotoxic effects of overexpressing full-length Ryk in mutant htt striatal cells, with no effect detected on the cytotoxic effects of overexpressing Ryk-ICD. Data are mean ± SD (*n* = 4), *p<0.05 and **p<0.01 compared to scramble RNA. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. EV, empty vector; ns, not significant. (D) Representative Western blots showing decreased levels of PS1 and expression of Myc-tagged Ryk species and Myc-tagged Ryk-ICD. *Nonspecific signal.

### Ryk-ICD Is Increased in the Nucleus of Mutant htt Striatal Cells

The model supported by our data for Ryk to be toxic in HD suggests that Ryk-ICD levels might be increased in mutant polyQ cells. To explore this possibility, we used a newly obtained rabbit polyclonal Ryk-ICD antibody (anti-Ryk^ICD^) [33] to perform immunocytostaining of mouse striatal cells followed by confocal analysis. This antibody was raised against the Ryk-ICD fragment, and it recognizes Ryk species that contain the ICD including full-length Ryk and the Ryk-ICD fragment [33]. Depending on the type of cells and level of expression in these cells, this antibody may detect one or more of all possible Ryk species. The detection of Ryk species is also dependent on the methods used for expression analysis (see Western blot in Figure S6) and likely to be dependent on epitope accessibility. Immunocytostaining of mouse striatal cells indicated that Ryk-ICD immunoreactivity was primarily localized in the nucleus, with little signal detected in the cytoplasm and no signal detected at the membrane (Figure 7A/B). Additionally, the intensity of nuclear staining was decreased if Ryk expression is reduced (Figure S7). These results suggested that full-length Ryk might be rapidly processed to produce intracellular fragments that localize to the nucleus. Interestingly, nuclear Ryk-ICD levels appeared to be increased by about 25% in mutant htt cells compared to normal htt cells, with no change detected in the cytoplasm (Figure 7A/B). This effect was observed for normal and mutant htt cells cultured on the same slides and for cell nuclei having similar sizes between genotypes. We further investigated the possibility that nuclear Ryk-ICD levels may be increased by using an internal control for improved comparison of Ryk-ICD levels between normal and mutant htt cell nuclei. We elected to use Pol2 immunostaining as a second antigen, as we observed that Pol2 levels are similar between normal and mutant htt cells. Nuclear Ryk-ICD levels were increased by about 40% in mutant htt cells in these experiments (Figure 7C/D). Collectively, these observations suggested that nuclear Ryk-ICD levels may be significantly increased in mutant htt cells, corroborating the *C. elegans* and striatal cell data on the toxic effects of Ryk-ICD overexpression (see Figures 5 and 6) and further supporting a model in which the ICD of Ryk triggers the detrimental effects of Ryk increase in mutant polyQ cells.

**Figure 7:**
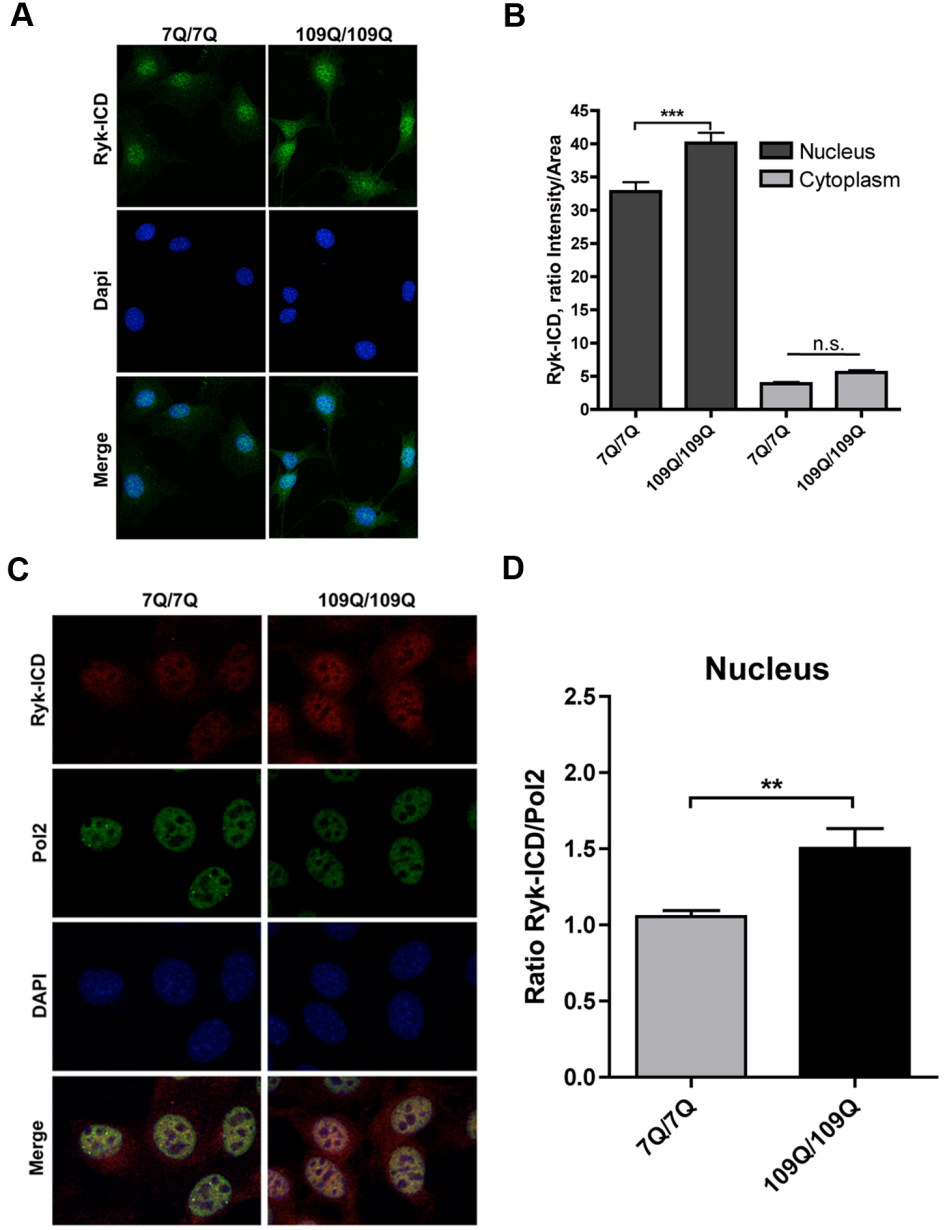
The ICD of Ryk is increased in the nucleus of mutant htt striatal cells. (A) Representative confocal microscopy images showing the pattern of Ryk-ICD immunoreactivity in normal htt (7Q/7Q) and mutant htt (109Q/109Q) striatal cells under normal culture conditions (no serum starvation) as detected using the rabbit polyclonal antibody anti-Ryk^ICD^. (B) Quantification of Ryk-ICD immunoreactivity in mouse striatal cells. 7Q/7Q and 109Q/109Q cells were grown on the same slides. Comparisons were performed for cells with a nucleus size in the range of 150–250 pixels. Ryk-ICD immunoreactivity was increased in the nucleus of 109Q/109Q cells compared to 7Q/7Q cells. Data are mean ± SEM for the ratio Intensity/Area as detected in either nucleus or cytoplasm (*n* = 3 for a total of at least 100 cells analyzed), ***p<0.0001 compared to normal htt cells; n.s., not significant. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test. Ryk siRNA treatments were observed to reduce nuclear Ryk-ICD immunoreactivity in 109Q/109Q cells (see Figure S6). (C) Representative confocal microscopy images showing the pattern of Ryk-ICD immunoreactivity in normal htt (7Q/7Q) and mutant htt (109Q/109Q) striatal cells under normal culture conditions (no serum starvation) as detected using the rabbit polyclonal antibody anti-Ryk^ICD^ and mouse Pol2 antibody 7C2. (D) Quantification of Ryk-ICD and Pol2 immunoreactivity in mouse striatal cells. 7Q/7Q and 109Q/109Q cells were grown on the same slides. Comparisons were performed for cells with a nucleus size in the range of 150–250 pixels. The ratio for Ryk-ICD/Pol2 immunoreactivity was increased in the nucleus of 109Q/109Q cells compared to 7Q/7Q cells. Data are mean ± SEM for the ratio Intensity Ryk-ICD/Intensity Pol2 as detected in the nucleus (*n* = 4 for a total of at least 100 cells analyzed), **p<0.002 compared to normal htt cells. Significance was tested using Welch's *t* test.

### Striatal Ryk Expression Profiles in 140CAG Knock-in Mice and HD Patients

In 128Q nematodes, *lin-18*/Ryk is up-regulated at an early stage of touch receptor neuron genesis (see Figure S4, Table S5)—that is, before the onset of pathology (loss of touch response) as detected in late larvae/young adults [7]. This led us to explore whether Ryk might be increased before or at an early stage of pathology in HD mice. Although there are a number of fragment and full-length genetic mouse models of HD, each possessing useful experimental outcomes that can be used to provide a greater understanding of the human disease process, full-length knock-in HD mice such as 140CAG mice [24] may provide the best possible genetic comparability to human HD. Western blot analysis of protein extracts from the striatum of 140CAG mice using a N-terminal Ryk antibody showed that Ryk can be detected as two bands, one band corresponding to full-length Ryk and a weaker band of ∼28 kDa (Figure S8A). The weaker band likely corresponds to an extracellular fragment of Ryk that is generated by proteolytic cleavage near the transmembrane domain, illustrating again (see Figure 4D) the possibility that Ryk may be cleaved by several proteases [33]. Densitometric analysis of Ryk showed an increase of immunofluorescence activity in the neostriatum of 140CAG HD mice at 8 mo of age (Figure S8B). To explore the chronological features of Ryk increase in the striatum of 140CAG mice, we performed immunohistochemical analysis and observed a significant age-dependent increase of Ryk levels at 2, 4, 6, and 8 mo of age (Figure S8C). Because running wheel and sensorimotor deficits may begin at 4 mo in the 140CAG HD mice with climbing deficits detected at 1.5 mo [24], this observation suggested that Ryk might be increased prior to the onset or during the early phases of motor decline in these mice.

We next explored striatal Ryk expression in HD brains. Human HD brain tissue specimens were age-matched and postmortem interval-matched. Densitometric analysis of Ryk showed a significant increase of immunofluorescence in grade 1/2 HD patients (Figure S9A). In contrast to large cholinergic neurons and medium-sized NADPH-diaphorase aspiny neurons, medium-sized spiny GABAergic projection neurons of the HD striatum are affected early and most severely [37]. To further explore Ryk immunoreactivity within the striatum of HD patients, we performed double immunofluorescence for Ryk in combination with either calbindin or NOS immunoreactivities, labeling degenerating and relatively unaffected striatal neurons, respectively. Ryk co-localized with calbindin-positive striatal neurons, with no cross-reactivity with spared NOS-positive neurons (Figure S9B), suggesting that Ryk immunoreactivity might correlate with the selective neuronal loss observed in HD. Additionally, we tested whether Ryk immunoreactivity might correlate with HD severity. Little positive Ryk immunoreactivity was present in the control specimens, with marked expression of Ryk immunoreactivity in all HD tissue samples in neurons, neuropil, and other cell types with increased degrees of neuropathological severity (Figure S9C). Densitometric analysis showed grade-dependent increases in Ryk immunoreactivity (Figure S9C). Finally, we used combined Ryk GFAP immunofluorescence to test whether Ryk might be increased in cells other than neurons for the most severe HD grade (grade 4), in which few medium spiny neurons are left in the caudate nucleus. Compared with age-matched normal specimens, Ryk immunofluorescence was increased within astroglia from caudate nucleus grade 4 HD, but not on a one-to-one basis (Figure S10). Although Ryk immunofluorescence signals were observed in the GFAP-negative area, and although there were glial figures without co-localized Ryk, Ryk immunoreactivity appeared to be predominantly from astrocytes (Figure S10), a possibility also suggested by the densitometric analysis of Ryk immunoreactivity in mouse striata (Figure S8B).

Collectively, these results suggested that Ryk may have discrete patterns of increased expression in striata and caudate nuclei, an aspect that will the subject of future studies that include additional Ryk antibodies and brain samples.

## Discussion

Wnt signaling regulates several developmental processes, including synaptic differentiation, as well as adult neurogenesis [11]. The activation of canonical and noncanonical Wnt pathways may be neuroprotective in neurodegenerative disease as indicated by studies of Aβ oligomer toxicity [11]. Studies of polyglutamine expansion [7] and Aβ toxicity [8] indicates that the same applies to the activation of the FOXO pathway, a pathway that is central to cell survival/longevity [38] as well as neuronal cell homeostasis [39]. Here, we found that Ryk, a Wnt receptor important to axon guidance [40],[41], is increased in mutant polyQ neurons and represses FOXO neuroprotective activity, highlighting a pathological situation in which the Wnt and FOXO pathways interact to promote neuron dysfunction and degeneration. The Ryk protein is involved in canonical Wnt to regulate neurite outgrowth, being required for TCF-driven transcription through binding to Frizzled and Dishevelled [26]. This raised the possibility that Ryk might repress FOXO activity via the alteration of the canonical Wnt/Fzd–β-catenin pathway. However, Wnt ligands such as *cwn-1*/WNT4, *cwn-2/*WNT5, and *egl-20/*WNT16 and the transcription factor *pop-1*/TCF did not appear to modulate 128Q neurotoxicity in *C. elegans*, suggesting that canonical Ryk signaling may not contribute to the toxicity of Ryk in mutant polyQ neurons. Besides its ability to signal through the planar cell polarity pathway [19],[20], the Ryk protein can also signal through another noncanonical pathway, namely the nuclear translocation of its ICD (Ryk-ICD), a γ-secretase cleavage product that is required for cortical neurogenesis [16]. Here, we provide a model in which the repression of FOXO by Ryk in mutant polyQ neurons may primarily occur through the nuclear translocation of the Ryk-ICD fragment. Our data noticeably indicate that (*i*) the free Ryk-ICD fragment may be sufficient to repress FOXO activity in mutant polyQ cells, (*ii*) the *lin-18*/Ryk ICD fragment is sufficient to suppress the protective effects of *lin-18* knock-out on the function of polyQ-expanded nematode neurons, and (*iii*) the free Ryk-ICD fragment may bind to β-catenin, and there is a functional cross-talk between Ryk-ICD and β-catenin in the modulation of Ryk-ICD cytotoxicity. These data support the possibility that abnormally high amounts of Ryk-ICD may prevent the activity of β-catenin, a survival protein [9],[14],[42] that promotes FOXO transcriptional activity [9] and protects against the early phases of mutant polyQ cytotoxicity [10]. This model is further supported by our data linking Ryk and γ-secretase PS1 in the modulation of mutant htt striatal cell viability, and by our data on the increase of endogenous Ryk-ICD levels in the nucleus of these cells. Collectively, these observations point to the Ryk-ICD fragment as an important mediator of the detrimental effects of Ryk increase. The γ-secretase complex is involved in the role of Ryk in cortical neurogenesis [16] and has been previously implicated in HD through its effect on HTT proteolysis and production of N-terminal HTT species [36]. Our data suggest that γ-secretases may also have a role in the regulation of cell stress response in HD by mediating the detrimental effects of Ryk increase on FOXO3a activity. Here, it is noticeable that *aph-1*, the *C. elegans* homologue of APH-1B [43], may be up-regulated by expanded polyQs, as suggested by our microarray data from touch receptor cells, which might further contribute to the toxicity of the Ryk-ICD pathway in mutant polyQ cells. Future research will build on these observations to further investigate the mechanisms that may underlie the pathological role of the Ryk-ICD/FOXO3a pathway in HD. Besides testing whether Ryk cytotoxicity might be modulated by mammalian Wnt ligands or Ryk inhibitory antibodies [33] and studying whether an excess of the Ryk-ICD fragment might tether β-catenin away from FOXO, it will be interesting to identify the FOXO3a transcriptional targets that may be deregulated by Ryk in mutant polyQ neurons and understand how this may impact brain longevity mechanisms as the pathogenic process develops in HD. The type and activity of FOXO target genes may greatly depend on the cellular context in which FOXO operates [4],[44], which may also be true in HD, as suggested by the study of context dependence in FOXO interaction networks across mouse and human datasets [25]. Interestingly, the transcriptomic signature of 128Q nematode touch receptor cells contains 84 genes that were previously identified as putative *daf-16*/FOXO targets in *C. elegans*, including 31 genes that are highly conserved in mice (Table S7), suggesting that FOXO target genes may be altered by mutant polyQ expression. 

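Of the 84 putative daf-16/FOXO targets of Table S7, 29 are named here. The 14 that the table lists as up-regulated all had a positive log ratio of 128Q over 19Q, with an average of 1.92, and 7 of them rose at an adjusted p under 0.01 in limma. The 15 that it lists as down-regulated all had a negative log ratio, with an average of -1.41, and 2 of them fell. E01G4.3 was the highest, with 2.94 ± 0.98 (SD, n = 3, adjusted p = 0.00484 from limma). Values for cup-16, B0513.4 and F19C6.4 were 2.49 ± 0.29, 2.45 ± 0.15 and 2.12 ± 0.24 (SD, n = 3), with adjusted p values from limma of 0.00223, 0.00193 and 0.00193. F36F2.1 and F36F2.2 had 2.55 ± 0.11 and 1.90 ± 0.38 (SD, n = 3), with adjusted p values from limma of 0.00339 and 0.00744, and F16H6.7 also rose (adjusted p = 0.00905 from limma). The genes that fell were spig-9, with -1.94 ± 0.27 (SD, n = 3, adjusted p = 0.00339 from limma), and ttc-36, with -1.52 ± 0.19 (SD, n = 3, adjusted p = 0.00828 from limma). The chitinase gene cht-5 had -1.39 ± 0.28 (SD, n = 3, adjusted p = 0.0239 from limma) and the proline dehydrogenase gene prdh-1 1.39 ± 0.40 (SD, n = 3, adjusted p = 0.0125 from limma), so neither passed the test. The study chose these genes on the same samples, so their signs are not independent evidence. Each of the 9 calls is lost without any 1 of the 3 arrays of 128Q over 19Q, and without replicate 1, 2 or 3 of 19Q over GFP the calls among the genes listed as higher and as lower are 3 and 0, 4 and 1, and 11 and 6.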

The deregulation status of most of these 31 genes appeared to be greatly context-dependent, as evaluated by using entropy-based feature selection across 14 HD-associated conditions including murine striatum and human (postmortem brains, blood samples, induced pluripotent stem cells) datasets (Table S7) [5], which emphasizes the importance of context (e.g., cell type, time requirement) in future analyses of the physiological impact of abnormal Ryk signaling on FOXO activity in HD.

*Lin-18*/Ryk is up-regulated in 128Q nematode touch cells before the loss of touch response—that is, prior to pathology in *C. elegans*. In the neostriatum of 140CAG mice, Ryk increase is first detected during the early phases of pathology in these mice, which further links increased expression of Ryk with the early phases of HD pathology. The alteration of Ryk may also be associated with the human disease, as suggested by the grade-dependent increase of Ryk immunoreactivity in the human HD caudate nucleus. However, although the increase of Ryk detected in the neostriatum of 140CAG mice is unlikely to result from abnormal Ryk degradation or age-dependent accumulation of Ryk as it was observed in young mice, Ryk immunoreactivity in postmortem HD brains might be influenced by several factors such as alteration of cyto-architectural structure and disease-unrelated factors. Similarly to other membrane proteins, Ryk might be processed by several proteases that cleave Ryk in the vicinity of its transmembrane domain [33], which might generate Ryk C-terminal and N-terminal fragments with distinct localization and half-life in brain tissues. Selective Ryk antibodies such as inhibitory anti-Ryk antibody RWD1 were recently described [33], and these antibodies will be useful in additional studies of Ryk expression in the HD mouse and human HD brain.

The Ryk protein is solely represented in several genomes, and reducing its pathological levels is anticipated to ameliorate neurological disease, which makes this receptor an attractive candidate for therapeutic intervention. Ryk is acutely induced in models of CNS injury and in concert with Wnt signaling proteins inhibits axon regeneration [45],[46], suggesting that Ryk inhibition may promote axon regeneration upon injury. Our findings identify the inhibition of Ryk-ICD signaling as a therapeutic strategy to restore cell stress response and neuronal function in HD and perhaps in other neurodegenerative diseases. The up-regulation of Ryk prior to pathology in 128Q nematodes, the up-regulation of Ryk at the mRNA and protein levels in mutant htt striatal cells derived from HdhQ111 mice, and the converging evidence for nuclear Ryk-ICD to mediate Ryk neurotoxicity by altering FOXO activity suggest that the inhibition of the Ryk-ICD pathway may have therapeutic potential in HD.

In summary, our study reveals that Ryk activity is altered in mutant polyQ neurons, with Ryk up-regulation promoting neuronal dysfunction via the early-stage repression of FOXO neuroprotective activity. Regardless of a possible contribution from other mechanisms, our findings support a model in which the ICD of Ryk, a γ-secretase cleavage product, may be important for the neurotoxic action of Ryk increase by altering the protective activity of the β-catenin/FOXO complex. These data highlight a pathological process in which neurodevelopmental pathways may be altered during the early stages of the pathogenic process in neurodegenerative disease to repress cell stress response and “neuronal longevity” mechanisms such as those controlled by FOXO and its co-factors. Importantly, our data reveal that neurons may be unable to develop an efficient FOXO-mediated survival response against the earliest stages of mutant HTT toxicity. This suggests that the early-stage restoration of neuronal resistance capacity through the stimulation of cell-stress response networks and mechanisms that are under FOXO control might efficiently delay the pathogenic process in HD, which may have significant implications for the prioritization of disease-modifying strategies and identification of disease modifiers.

## Materials and Methods

### Ethics Statement

All the animal experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committee at the University of Pittsburgh. Work involving human brain tissue samples was approved by the institutional review board and the Committee for Oversight of Research Involving the Dead at the University of Pittsburgh.

### *C. elegans* Assays

Nematode strains were handled using standard methods [47]. The integrated polyQ strains used in this study were previously described [15],[48] and all assays were performed blindly. Some nematode strains used in this work were provided by the Caenorhabditis Genetics Center, which is funded by the National Institutes of Health National Center for Research Resources. The complete list of strains used in this study is shown in Table S8. Constructs encoding LIN-18 were generated as follows. The *lin-18* cDNA was obtained from wild-type animals by RT-PCR, using lin-18_attB5 (5′-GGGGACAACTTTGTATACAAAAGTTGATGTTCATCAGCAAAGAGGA) and lin-18_attB2 (5′-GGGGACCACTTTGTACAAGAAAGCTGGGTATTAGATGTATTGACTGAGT) primers. These primers contain, respectively, attB5 and attB2 sequences for recombination in the pDONR221-P5-P2 vector, using the Gateway system (Invitrogen). In parallel, we produced a clone, in pDONR221-P1-P5r, containing the promoter of *mec-3*, *mec-3p*, using primers RV3 (5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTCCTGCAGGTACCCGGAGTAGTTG) and RV4 (5′-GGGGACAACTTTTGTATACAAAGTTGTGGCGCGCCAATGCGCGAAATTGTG GCTACTC). Both clones were used to assemble *mec-3p* and *lin-18*, using Gateway technology, in the destination vector pDEST-AN [49], which is suitable for *C. elegans* transgenesis. To produce the construct coding for the LIN-18 ICD, we used the same strategy. Briefly, we used as a reverse primer lin-18_attB2, and a forward primer located after the sequence that encodes LIN-18 ICD, RV61 (5′-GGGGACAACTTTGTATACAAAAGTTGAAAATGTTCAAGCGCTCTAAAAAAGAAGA). Constructs were verified for sequence integrity and were then injected at 4–40 ng/µl in 19Q;*lin-18(e620)* and 128Q;*lin-18(e620)* nematodes, together with pPD118.33 (a plasmid containing *myo-2p::GFP*) at 10 ng/µl as a marker to follow transgenesis and pUC18 as a DNA carrier to a final total DNA concentration of 100–150 ng/µl, using standard methods. We isolated at least two independent strains from each construct based on GFP expression in the pharynx to perform touch assays and axonal swelling assays. Touch response assays were carried out as described [7]. Touch tests involved scoring for the response to light touch at the tail by using a fine hair. Touch test were performed by scoring 10 touches at the tail of the animal for a minimum of 200 animals per genotype. Ordinarily, wild-type animals will respond by backing away from the touch. The responses were recorded for every animal such that, for example, 3 responses out of 10 at the tail is given as 30% responsiveness, and the mean values for responsiveness were retained for comparison of nematode groups. Touch tests were performed by two groups of two experimenters, and maximum baseline variation was 9%. Axonal swelling was scored as previously described [7]. Briefly, 128Q nematodes were mounted on agar pads and immobilized using levamisole 20 mM, prior to examination on a 40× objective of a Leica Axioplan microscope, equipped with fluorescence. A total of more than 150 animals per strain were examined for axonal swelling in PLM neurons. Animals containing at least one swollen axon were scored as positive. For strains expressing extrachromosomal arrays, only animals expressing the transgenic marker (i.e., GFP expressed in the pharynx under the control of *myo-2p*) were assayed. Extraction of protein from whole worms and Western blotting was conducted using standard methods [50] and the following primary antibodies: GFP antiserum (Abcam, 1∶5,000) and actin antibody (Molecular Probes, 1∶5,000). Secondary antibodies used were as follows: goat–anti-rabbit IgG HRP-conjugated (Abcam, 1∶10,000) and goat–anti-mouse IgG HRP-conjugated (Biorad, 1∶10,000). Proteins were detected by using ECL+ (ECL for actin) and evaluated by densitometry. Unpaired *t* tests were used for statistics.

### Primary Cultures of Embryonic Nematode Cells

Embryonic cells were obtained as previously described [51]. Briefly, embryos were isolated from gravid adults following lysis in a hypochlorite solution. Eggshells were removed by incubation in 0.5 ml chitinase/chymotrypsine (1 U/ml and 3,000 U/ml, respectively, in egg buffer) for 20 min. Following resuspension in egg buffer, the embryos were dissociated by 0.25% trypsin treatment for 5 min and resuspended in L-15 supplemented with antibiotics and 20% FBS (L15-CM). Cells were plated on TESPA (4%, Sigma) coated glass plates at a density of ∼300,000 cells/cm^2^ and maintained in L15-CM media. Cells were incubated at 20°C overnight. Wild-type (N2) cells were isolated and treated similarly.

### Microarray Experiments and Data Analysis

The materials and methods used for FACS sorting, RNA extraction, microarray analysis, microarray data analysis, and RT-PCR are described in Text S1.

### Striatal Cell Mortality Assays

We used striatal cells homozygous for normal (7Q/7Q) or mutant (109Q/109Q) htt derived from HdhQ111 knock-in mice [23] and handled them as previously described [30]. Low-passage (P9–P11) cell lines were used in all experiments. We used jetPEI-FluoR for transfection with cDNA, jetSI-ENDO for siRNA assays, and JetPrime for co-transfection with siRNA and cDNA as indicated by the manufacturer (PolyPlus Transfection). The siRNAs (si-Ryk, si-Foxo3a) and scramble RNAs were obtained from QIAGEN and Operon, respectively. Mixes of 3–4 different siRNA sequences per gene (each sequence at 25 or 33 nM) were systematically tested for modulation of cell survival and target gene expression, followed by the evaluation of individual siRNA sequences at optimal concentration (100 nM). Effects on cell survival were considered to be reliable if two different siRNAs showed similar effects on target expression and cell survival and if the scramble RNAs (100 nM; unique sequence that does match with any sequence in the mouse genome) did not show any effect. The active siRNA sequences shown in the figures are as follows: si-Ryk, 5′-GCAAATTAGTAGAAGCCAA-3′ (100 nM); si-Foxo3a, 5′-GCTTCATGCGCGTTCAGAA-3′ (100 nM); siPS1, 5′-GGAGCATTCTAACGAGTGA-3′ (100 nM); and siPS2, 5′-CTATCAAGTCTGTGCGTTT-3′ (100 nM). The corresponding scramble RNAs shown in the figures are as follows: Ryk, 5′-GACGAAAGACCTATAATGA-3′ (100 nM); Foxo3a, 5′-GAGCTGTACCGATGACCTT-3′ (100 nM); PS1, 5′-ACGTAGTCAATTCGGAGAG-3′ (100 nM); and PS2, 5′-GGTATTCCGTATTCGTCTA-3′ (100 nM). For transfection with cDNA constructs, we used 1 µg pcDNA3.1-FOXO3a-HA (a gift from Lisa Ellerby), pcDNA3.1/nV5-DEST-β-catenin (Addgene), or pcDNA3.1-Myc-Ryk ICD. The Ryk-ICD fragment (amino acids 239 to 595) was amplified from mouse cell RNAs by RT-PCR using the Ryk-ICD att-B1 5′-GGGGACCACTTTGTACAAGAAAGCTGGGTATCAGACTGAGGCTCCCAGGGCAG-3′ and Ryk-ICD att-B2 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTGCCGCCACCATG*GAACAAAAACTTATTTCTGAAGAAGATCTG*AAAAGGATTGAACTGGATGACG-3′ primers. The reverse primer contained a sequence (italicized) coding for a Myc tag. PCR products were subcloned into the pDONR221 vector and then into the final destination vector pcDNA3.1 using Gateway technology and verified for sequence integrity.

Cell mortality assays were performed as described previously by counting picnotic nuclei [52] or measuring caspase 3/7 activity [53]. Briefly, low passage number (P9–P12) 7Q/7Q and 109Q/109Q cells were subjected to a 24-h serum deprivation 48 h after cell transfection. Cells were then fixed and subjected to DAPI staining, and cell mortality was scored by counting picnotic versus normal nuclei in DAPI- and jetPEI-FluoR–, or JetSI-ENDO–positive cells. Alternatively, caspase assays were used and transfected cells were plated on collagen-coated 96-well plates for 48 h. After 24-h serum starvation, the activation of caspase 3/7 was measured in cells using the Apo 3/7 HTS High Throughput Screen Assay kit (Cell Technology). The activity of caspase 3/7 was measured using a Tecan infinite F500 microplate reader, with excitation and emission wavelengths of 485 and 535 nm, respectively. Caspase assays were performed using six replicates per point and data expressed as dRFU/min/mg of protein.

For qRT-PCR analysis, we used the forward 5′-TGAGAGCTGACACACCCAA and reverse 5′-CACTTCGCAAGTCGTTCTTC primers for amplification of Ryk mRNAs and forward 5′-TTTGCCGCGAGCCG and reverse 5′-TAACCTGGTTCATCATCGCTAATC primers for amplification of HPRT mRNAs as a control. For Western blotting, proteins were extracted as previously described [30], separated by SDS-PAGE, and analyzed by Western blotting using the following primary antibodies: mouse anti-HTT (4C8, Chemicon,1∶5,000), rabbit anti-RYK (Abgent, 1∶100), mouse anti-FOXO3a (Cell Signaling, 1∶1,000), rabbit anti-PS1 and rabbit anti-PS2 (Cell Signaling, 1∶1,000), rabbit anti-Myc tag (Cell Signaling, 1∶1,000), mouse anti-V5 tag (InVitrogen, 1∶2,000), and mouse anti-actin (MP Biomedicals, 1∶5,000). Secondary antibodies used were as follows: goat–anti-mouse IgG HRP-conjugated (Biorad, 1∶10,000) and goat–anti-rabbit IgG HRP-conjugated (Biorad, 1∶10,000). Proteins were detected by using ECL+ (ECL for actin) and evaluated by densitometry. Statistical analyses were performed using unpaired *t* tests.

### Immunoprecipitation Assays

To test for interaction between Ryk and β-catenin, transfection of 293T cells with wild-type Myc-tagged Ryk, Flag-tagged RYK ICD, or an uncleavable Ryk mutant (Ryk, EGFRRc) [16] was performed using a calcium phosphate precipitation method [54]. Cells were lysed in a lysis buffer containing 25 mM Tris-HCl, pH 7.4, 150 mM NaCl, 5 mM EDTA, 1% Triton X-100, 10 mM sodium pyrophosphate, 10 mM β-glycerophosphate, 1 mM sodium orthovanadate, 10% glycerol, and protease inhibitors (Roche). For immunoprecipitation, cell lysates were incubated with a specific antibody for 2 h at 4°C and then with Protein A/G agarose beads (Pierce) overnight. Immunoprecipitates were eluted using SDS sample buffer and separated using 8% or 10% SDS-PAGE. After blocking, the blots were incubated with a primary antibody and then with a peroxidase-conjugated secondary antibody. The bound secondary antibody was then detected using enhanced chemiluminescence (ECL) reagent (Santa Cruz Biotechnology). To test for an interaction between Ryk ICD and FOXO3a, mouse striatal cells were transfected with Foxo3a-HA and Myc-tagged Ryk-ICD using Jet PEI (PolyPlus Transfection) as described by the manufacturer. Cells were lysed in PBS 0.1% tween-20 supplemented with PMSF and protease inhibitors (Roche). For immunoprecipitation, cell lysates were incubated with a specific antibody for 2 h at 4°C and then with fastflow Protein A agarose beads (Sigma) overnight at 4°C. Immunoprecipitates were eluted using SDS sample buffer and separated using 4%–12% SDS-PAGE (InVitrogen). The Ryk-ICD fragment (amino acids 239 to 595) construct used in these experiments was the same as above (see striatal cell vulnerability assays).

### Luciferase Reporter Assays

Normal htt mouse striatal cells derived from HdhQ111 mice and used at low passage numbers (P9–P12) were seeded in 96-well plates, at a density of 25,000 cells/well, and were co-transfected using Amaxa technology with 0.5 µg of the plasmid(s) pcDNA3.1-Foxo3a-HA (a gift from Lisa Ellerby) together with pcDNA3.1-Myc-Ryk (see below), pcDNA3.1-Myc-Ryk ICD (see above), pcDNA3.1-Myc-uncleavable-Ryk (see above), 100 nM of β-catenin siRNAs (QIAGEN) or scramble RNAs (Operon), 0.5 µg of the luciferase reporter (FHRE-luc, Addgene) [55], which contains three canonical FOXO binding sites, and 50 ng of the Renilla luciferase construct (Promega). The pcDNA3.1-Myc-Ryk construct was generated as follows: the Myc-Ryk coding sequence was amplified from pCMV6-Myc-Ryk (Origene) by using the primers forward 5′-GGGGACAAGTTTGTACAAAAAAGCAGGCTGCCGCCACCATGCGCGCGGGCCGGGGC and reverse 5′-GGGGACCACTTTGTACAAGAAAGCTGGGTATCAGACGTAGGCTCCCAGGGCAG and subcloned into pcDNA3.1, and the resulting plasmid was verified for sequence integrity. The pmaxGFP construct (Amaxa) was used as a control for cotransfection. Transfection efficiency was greater than 80%. One day after transfection, cells were lysed in 20 µl of lysis buffer and the luciferase and Renilla luciferase activities assayed using Stop & Glo reagents (Promega) according to the manufacturer's protocol. For the β-catenin siRNA experiments, effects were considered to be reliable if two different siRNAs showed similar effects on β-catenin expression and luciferase activity and if a scramble RNA did not show any effect. The active β-catenin siRNA and the scramble RNA that are shown in the figures are 5′-GATAGAAATGGTCCGATTA-3′ and 5′-GTGTGAATGCATGAAACTA-3′, respectively.

### Confocal Analysis of Ryk ICD Signals

Endogenous Ryk-ICD levels were analyzed in 7Q/7Q and 109/109Q mouse striatal cells [23] by using the rabbit Ryk-ICD antibody anti-Ryk^ICD^ [33]. Low-passage (P9–P11) cell lines were grown in normal conditions (no serum starvation) and treated with Ryk siRNAs or scramble RNAs as described above (see striatal cell mortality assays) using Lab-Tek eight-chamber glass slides (BD Biosciences). For comparison of Ryk-ICD levels between 7Q/7Q and 109/109Q cells, cells were grown on the same slides. Cells were fixed and permeabilized using the Cytofix/Cytoperm Kit (BD Biosciences) following the manufacturer's protocol. Cells were then incubated with anti-Ryk^ICD^ (1∶100) followed by incubation with the anti-rabbit secondary antibody Alexa Fluor 488 (Invitrogen, 1∶500) and subjected to diamidino-2-phenylindole (DAPI) staining. Alternatively, cells were co-incubated with anti-Ryk^ICD^ (1∶100) and the Pol2 antibody 7C2 (1∶500) followed by co-incubation with the anti-rabbit secondary antibody Alexa Fluor 555 (Invitrogen, 1∶500) and the anti-mouse secondary antibody Alexa Fluor 488 (1∶500), and cells were then subjected to DAPI staining. Fluorescent signals were quantified using a confocal microscope (Leica TCS SP5) and images analyzed using ImageJ. For each of the focal planes, anti-Ryk^ICD^ signals were quantified from the nucleus (DAPI staining). The comparison of 7Q/7Q and 109/109Q cells was based on cell nuclei that have a size of 150–250 pixels in each of the cell lines. To assess cytoplasmic expression, nuclear anti-Ryk^ICD^ signals were blackened, and the remaining signals were quantified. Cytoplasmic analysis was performed only if nuclear anti-Ryk^ICD^ signals were detected in the same confocal plane and cell.

### Brain Tissue Specimens

#### Mouse

Male full-length knock-in mice heterozygous for the 140CAG repeat mutation were obtained from an established colony at the Bedford VA Medical Center and were backcrossed with B6CBA females from Jackson Laboratory (Bar Harbor, ME). The offspring were genotyped using a PCR assay on tail DNA. Disease expression is present in these mice by 8 mo of age [56] Groups (*n* = 10) of 1-, 2-, 4-, or 8-mo-old mutant and littermate wild-type control mice were deeply anesthetized and transcardially perfused with 2% buffered paraformaldehyde (100 ml), with care to avoid the introduction of any perfusion artifact. Brains were removed, cryoprotected, and serially sectioned (50 µm). Serial cut mouse tissue sections were subsequently immunostained for RYK immunofluorescence.

#### Human

Postmortem striatal tissue specimens from 15 adult-onset HD patients (two Grade 1, four Grade 2, four Grade 3, and five Grade 4 cases; mean age of death, 65.3 y; range, 54–72 y) and six age-matched patients without any known neurological sequella (mean age, 67.2 y; range, 60–78 y) were dissected fresh and placed in cold (4°C) 2% paraformaldehyde–lysine–periodate solution for 24–36 h. Brain tissue specimens were received from the Bedford VA Medical Center Brain Tissue Archive. The postmortem intervals did not exceed 15 h (mean time, 10.7 h; range, 4–15 h) and were similar for controls and HD patients. CAG repeat length analysis was performed on the HD specimens (mean number of CAG repeats, 44.6). The range of CAG repeats in the adult-onset HD patients was 41–49. Each HD patient had been clinically diagnosed based on known family history and phenotypic symptoms of HD. The diagnosis of HD was confirmed by neuropathological examination and graded by severity [57] Striatal tissue blocks were rinsed in 0.1 M sodium phosphate buffer and placed in cold cryoprotectant in increasing concentrations of 10% and 20% glycerol, 2% DMSO solution for 24–36 h. Frozen serial sections of the striatal tissue blocks from the anterior commissure to the rostral extent of the globus pallidus were cut at 50-mm intervals in the coronal plane and placed within a six-well collection container. The cut sections were stored in 0.1 M sodium phosphate buffer and 0.08% sodium azide at 4°C for subsequent Nissl and immunohistochemical techniques. The cut sections were stored in 0.1 M sodium phosphate buffer with 0.08% sodium azide at 4°C for subsequent immunocytochemistry, immunofluorescence, and combined immunofluorescence methods for tyrosine-protein kinase RYK precursor (RYK), calbindin, and nitric oxide synthase (NOS) antibodies. Tissue sections were examined using a Nikon Eclipse E800 microscope with a Spot RT digital camera.

### Immunocytochemistry and Fluorescent Immunocytochemistry

The methods used for immunocytochemistry and fluorescent immunocytochemistry analyses of mouse tissue samples and human tissue specimens are described in Text S2.

### Western Blot Image Processing

Western blot membranes were exposed to films. After exposure, films were scanned at high resolution (1,200 dpi) using a regular scanner (Epson), and scans (tiff files) were opened into Photoshop and Western blot images processed using PowerPoint and Photoshop (Microsoft) for constructing final figures. Alternatively, Western blot membranes were scanned at high resolution (692 dpi) using a luminescent image analyzer (FUJIFILM LAS-4000), and scans (tiff files) were opened into ImageJ and Western blot images processed as previously mentioned for constructing final figures.

### Statistical Analysis

Statistical analysis of variance (ANOVA), *t* tests, and Welch's *t* tests were performed using Prism. One-way ANOVA was followed by correction for multiple testing by Tukey's Multiple Comparison Test. The statistical analysis of microarray data and statistical methods used for biological annotations are described in Text S2.

## Supporting Information

Figure S1 Gene Ontology classification of genes specifically deregulated by expanded polyQ expression in nematode neurons (P*mec-3* targets). Genes were classified based on their functional annotations in the GO categories “Biological Process,” “Molecular Function,” and “Cellular Component.” The number of genes is indicated.
(TIF)

Figure S2 Stable Fourier analysis modules containing genes up-regulated in 128Q nematode neurons (P*mec-3* targets). The genes up-regulated (FDR <0.01) in nematode neurons are indicated by green nodes. Node borders in purple and blue indicate down- and up-regulation (*p*<0.01) of the human best ortholog in the caudate nucleus of HD patients, respectively, as previously reported [29]. Square nodes indicate druggable genes [28]. The enrichment in GO annotations was generated using Gostat and enrichments considered significant for *p*<0.001. Four modules described the extracellular matrix (Nos. 1–3, No. 5), three modules membrane proteins (Nos. 4–6), two modules the cytoskeleton (Nos. 7–8), nine modules the mitochondria (Nos. 9–13, 22–23, 26, 37), one module the golgi apparatus (No. 14), and five modules the nucleus (Nos. 15–20), with other modules corresponding to carbohydrate metabolism (Nos. 21–24), lipid metabolism (Nos. 25–27), chaperones (Nos. 37–39), and general metabolism (Nos. 28–36). Of note, module 40 contained components involved in signaling pathways (Wnt and TGF-β), axonal guidance, and cell cycle.
(PDF)

Figure S3 Stable Fourier analysis modules containing genes down-regulated in 128Q nematode neurons (P*mec-3* targets). The genes down-regulated (FDR<0.01) in nematode neurons are indicated by red nodes. Node borders in purple and blue indicate down- and up-regulation (*p*<0.01) of the human best ortholog in the caudate nucleus of HD patients, respectively, as previously reported ([29]; see [3]). Square nodes indicate druggable genes [28]. The enrichment in GO annotations was generated using Gostat and enrichments considered significant for *p*<0.001. The modules obtained described extracellular components (Nos. 1–3), membrane (Nos. 4–10), transport (No. 11), nucleus (Nos. 13–15), calcium sensors (No. 21), metabolism (Nos. 16–19), and signal transducers such as neuropeptides and the Ras and hedgehog pathways (Nos. 23–28).
(PDF)

Figure S4 Fourier analysis module containing the Wnt, TGF-β, and nonsense-mediated mRNA decay pathways (up-regulated module 40). Green nodes indicate up-regulated nematode genes with FDR<0.01. Node borders in purple and blue indicate down- and up-regulation, respectively, of human homologs in HD caudate nucleus [29] with *p*<0.01. Square shapes indicate druggable genes [28].
(TIF)

Figure S5 Effects of overexpressing LIN-18 ICD at 40 ng/µl in polyQ;*lin-18* nematodes. Overexpressing LIN-18 ICD cDNA at 40 ng/µl in touch receptor neurons using the *mec-3* promoter abolishes the neuroprotective activity of *lin-18* LOF in 128Q nematodes. This effect showed a trend toward exacerbation of 128Q cytotoxicity but did not reach statistical significance relative to 128Q nematodes. Overexpressing LIN-18 ICD at 40 ng/µl produced cytotoxicity in 19Q nematodes. Two independent *lin-18 ICD* extrachromosomal arrays (A1, A2) were tested per polyQ genotype. The expression of LIN-18 ICD cDNA was confirmed by RT-PCR for all of the arrays generated. EV, empty vector overexpression. Data are means ± SEM (more than 200 animals tested). *p<0.001 compared to 19Q animals. ns, not significant. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test.
(TIF)

Figure S6 Effects of Ryk siRNA treatment and Ryk-ICD overexpression on the detection of Ryk species by antibody anti-Ryk^ICD^ in protein extracts from 109/109Q mouse striatal cells. Representative Western blot showing that Ryk siRNA treatment reduces the detection of full-length Ryk (Ryk FL), an effect accompanied by decreased Ryk mRNA levels as tested by qRT-PCR (left panel). Although the antibody anti-Ryk^ICD^ does not detect endogeneous levels of Ryk-ICD in these experiments, it detects Ryk-ICD when this Ryk fragment is overexpressed (Ryk-ICD O/E), with no signal detected for empty vector (right panel).
(TIF)

Figure S7 Ryk siRNA treatment decreases nuclear Ryk-ICD immunoreactivity in 109/109Q mouse striatal cells. (A) Representative confocal images showing the pattern of Ryk-ICD immunoreactivity in 109Q/109Q striatal cells upon scramble RNA or Ryk siRNA treatment as detected using the rabbit polyclonal antibody anti-Ryk^ICD^. The Ryk-ICD signals were primarily detected in the nucleus, with weak signals detected in the cytoplasm. (B) Quantification of anti-Ryk^ICD^ nuclear signals in 109Q/109Q striatal cells. Nuclear Ryk-ICD immunoreactivity was decreased by about 25% by Ryk siRNA treatments. Data are mean ± SEM for the ratio Intensity/Area as detected in nuclei (*n* = 3 for a total of at least 90 cells analyzed), ***p<0.0001 compared to scramble RNA. Reduction of Ryk mRNA levels (mean reduction, 54%) was tested by qRT-PCR.
(TIF)

Figure S8 Ryk is increased in the striatum of 140CAG HD mice. (A) Western blot analysis of Ryk expression in striatal protein lysates from 4-wk-old 140CAG homozygous mutant mice (*n* = 3). Using the N-terminal Ryk antibody Ab7577a without or with preincubation with blocking peptide BP7577a, two specific bands were detected, including one band corresponding to the full-length protein and a weaker band of ∼28 kDa likely corresponding to a Ryk extracellular domain fragment (see comments in the Results section). (B) Densitometric analysis showed an increase of Ryk immunofluorescence from the striata of 8-mo-old 140CAG HD mice (lower panel) compared with controls (upper panel) (*n* = 10 per genotype), *p<0.04. Scale bar, 50 µm. Significance was tested using one-way ANOVA. (C) Chronological immunohistochemical analysis of Ryk expression in the striatum of 140CAG mice. Left panels show example images for 140CAG mice at 1, 2, 4, 6, and 8 mo of age (a–e). Scale bar, 100 µm. Right panels show example images for wild-type mice at 1, 2, 4, 6, and 8 mo (a*–e*). 140CAG mice show a significant age-dependent increase of Ryk levels at 2, 4, 6, and 8 mo of age. Data are means ± SD with *n* = 10 in each group. *p<0.001 compared to control. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test.
(TIF)

Figure S9 Ryk is increased in human HD caudate nucleus. Ryk immunofluorescence was assessed using the same Ryk antibody as in Figure S7. (A) Compared with age-matched controls (upper panel), Ryk immunofluorescence was increased in human caudate nucleus of grade 1/2 patients (lower panel). Densitometric analysis (right panel) showed increased Ryk protein levels in HD caudate nucleus (right) compared with controls (left) (*n* = 6 per group), *p<0.02. Scale bar, 50 µm. Significance was tested using one-way ANOVA. (B) Selective Ryk expression in brain striata. Combined immunofluorescence showed that Ryk co-localized (white arrows) with calbindin (degenerating neurons) but not with NOS immunoreactivity (spared neurons) in caudate neurons in brains from HD patients. Some level of co-localization was detected in control brain striata. (C) Densitometric analysis showed a disease grade-dependent increase of RYK immunoreactivity in human HD caudate nucleus. Level of Ryk expression in control (*n* = 5), Grade 1 HD (*n* = 4), Grade 2 HD (*n* = 5), Grade 3 HD (*n* = 5), and Grade 4 HD (*n* = 4) samples. *p<0.05 compared to control; **p<0.02 compared to Grade 1 HD; ***p<0.01 compared to Grade 2 HD; ****p<0.01 compared to Grade 3 HD. Also shown are images of Ryk immunostaining. (a) Immunoexpression of Ryk was low in the brain tissues of age-matched controls. (b–e) Increased Ryk immunoreactivity correlated with the degree of neuropathological severity (b, Control; c, Grade 1; d, Grade 2; e, Grade 3; f, Grade 4). Scale bar, 100 µm. Significance was tested using one-way ANOVA, with correction for multiple testing by Tukey's Multiple Comparison Test.
(TIF)

Figure S10 Partial co-localization of Ryk and GFAP immunofluorescence in Grade 4 HD caudate nucleus. Combined Ryk GFAP immunofluorescence shows co-localization with Ryk and GFAP in both Grade 4 HD (HD G4) striatum and, to a much smaller degree, in normal age-matched (Control) specimens. Compared with age-matched control specimens (a–d), Ryk immunofluorescence was increased within astroglia from human caudate nucleus Grade 4 HD patients (e–f), but not on a one-to-one basis. Several Ryk immunofluorescence signals were observed in the GFAP-negative area (white arrows), and there are multiple glial figures without co-localized Ryk. Ryk immunofluorescence was assessed using the same Ryk antibody as in Figure S8. Scale bar, 20 µm.
(TIF)

Table S1 Genes deregulated in 19Q nematode cells versus control (GFP alone) cells. Forty-one worm genes were found to be deregulated. Most of them were down-regulated (34/41) and about a half of them encoded extracellular and catalytic proteins or were associated to membranes. 

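The log ratios of Table S1 can be set beside the arrays for 17 of its 41 genes, those matched by a single named probe. Their correlation across genes was r = 0.988 with replicate 1 of 19Q over GFP, 0.829 with replicate 2 and 0.0577 with replicate 3. Genes listed as higher and as lower were pooled for these values. On replicate 2, ZK792.7 and Y47H10A.5, listed as higher, had 3.28 and 2.05. The others lay between -6.02 (B0416.2) and -1.83 (W08E12.2). The r of 0.829 thus largely reflects this split in direction, which also enters r with replicate 1. Among the genes listed as lower alone, r was not computed. All 17 had the table's sign on replicates 1 and 2, and 10 had it on replicate 3.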

Gene Ontology (GO) enrichment tests indicated that Pepsin A activity (GO:0004194) was enriched (*p*<0.01). Among these 41 genes, six genes conserved in humans. Also shown are the best homologous genes in humans with their expression levels in the HD brain (caudate and cortex) versus control brains [29]. Human genes deregulated in HD caudate nucleus and cortex are labeled in orange and green, respectively (*p*<0.01).
(PDF)

Table S2 Genes deregulated in 128Q nematode cells versus 19Q nematode cells. We found 2,070 worm genes to be deregulated. Only 18 of the 2,070 genes were also deregulated in 19Q nematode cells versus GFP cells, including *pqn-48*, a lysosomal thiol reductase, and four nematode-specific genes encoding membrane proteins: *srg-64*, *nspb-2*, *nspb-5*, and *str-180*. Also found were nematode genes with no human homologs as inferred from Inparanoid [58], including a lectine (*clec-219*), innexin (*inx-4*), and xylosyltransferase enzyme (*sqv-6*). 

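The copy of Table S2 used here holds 2038 of its 2070 genes, and its log ratios were compared with the arrays of 128Q over 19Q for those with a single named probe. For the 680 such genes printed with the longer run of decimals, the printed log ratio was that of replicate 1 minus 0.066 for 668 genes, within 0.001. These log ratios correlated with replicate 1 with r = 0.998 across genes and had its sign for 679 of 680. The 89 genes printed with fewer decimals had the sign of replicate 1 in every case and a slope of 1.2 against it.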

Among the 2,070 dysregulated genes, 516 genes are conserved in humans. Also shown are the best homologous genes in humans with their expression levels in HD brains (caudate and cortex) versus control brains [29]. Human genes deregulated in HD caudate nucleus and cortex are labeled in orange and green, respectively (*p*<0.01).
(PDF)

Table S3 GSEA of deregulated genes in nematode cells. For each enrichment category shown, gene sets are shown by increasing normalized enrichment score (NES) values. No enrichment was detected for 19Q cells. Enrichments were considered to be significant for FDR q-Val <0.25 as previously described [59]. This analysis was performed using gene sets from wormbook*, KEGG annotations^$^, and Gene Ontology annotations with^#^ or without^¥^ Inferred from Electronic Annotation.
(DOCX)

Table S4 Pathways and processes enriched in genes specifically deregulated by 128Q expression as shown by GSEA. *n* is the count of genes found in the gene set enriched in deregulation versus the total Gene Set. *Underlined are the genes deregulated in 128Q cells (FDR<0.01) or human HD caudate nucleus as previously reported [29] (*p*<0.01) or both. **%H is the percent of core genes with human homolog(s) as indicated by Inparanoid clusters. Gene sets are from Wormbook***, KEGG annotations^$^, and Gene Ontology annotations with^¥^ or without^#^ Inferred from Electronic Annotation.
(DOCX)

Table S5 RT-PCR analysis for hits of interest as emphasized by microarray data analysis.
(DOCX)

Table S6 Pathways/processes highlighted by Fourier analysis and GSEA.
(DOCX)

Table S7 Putative *daf-16*/FOXO transcriptional targets that are also found in the transcriptomic signature of expanded-polyQ nematode touch cells. Data on putative *daf-16*/FOXO targets are from the studies of Murphy et al. [60], MacElwee et al. [61], and Oh et al. [62]. 

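The log ratios of Table S7 equal the mean of the 3 replicates of 128Q over 19Q for all 29 genes with a single named probe, within 0.001. For these genes the table holds means over replicates, in the same deposited units as the arrays, and its other genes were not compared.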

*Microarray data. **Chromatin immunoprecipitation data. ***Gene expression entropy was assessed using entropy-based feature selection as previously described [5] across 14 HD-associated conditions including the striatum of N-terminal htt transgenic mice R6/2 (at 6 wk and 12 wk) and D9-N171-98Q (a.k.a. DE5; at 14 mo) [63],[64], full-length htt transgenic mice YAC128 (at 12 mo and 24 mo), knock-in mice CHL2 (at 22 mo) and HdH(Q92/Q92) (at 18 mo), caudate nucleus and BA4/BA9 cortex from post-mortem HD brains [29], blood samples from presymptomatic and symptomatic HD carriers [65], and HD-induced pluripotent stem (iPS) cells that were differentiated into neural stem cell (NSC) lines and that expressed 60 or 180 CAG repeats [66]. Most putative *daf-16* targets that are highly conserved in the mouse have moderate to high entropy values, suggesting that their behavior is significantly dependent on the HD-associated context (cell type, time requirement) in which they operate. NA, not applicable.
(DOCX)

Table S8 Names and genotypes of the *C. elegans* strains used in this study.
(DOCX)

Text S1 Supplementary materials and methods.
(DOC)

Text S2 Supplementary results.
(DOC)

## Abbreviations

AD: Alzheimer's disease
APP: amyloid precursor protein
CTF: C-terminal fragment
DAPI: diamidino-2-phenylindole
ECL: enhanced chemiluminescence
FACS: Fluorescence Activated Cell Sorting
FHRE: Forkhead responsive element
GSEA: Gene Set Enrichment Analysis
HD: Huntington's disease
HTT: huntingtin
ICD: intracellular domain
LOF: loss-of-function
NOS: nitric oxide synthase
polyQ: polyglutamines

# Supplementary material for: The Wnt Receptor Ryk Reduces Neuronal and Cell Survival Capacity by Repressing FOXO Activity During the Early Phases of Mutant Huntingtin Pathogenicity
**Source:** PLoS Biol. 2014 Jun 24;12(6):e1001895. doi: 10.1371/journal.pbio.1001895
**Supplement:** Figure S3 — Stable Fourier analysis modules containing genes down-regulated in 128Q nematode neurons (Pmec-3 targets). The genes down-regulated (FDR<0.01) in nematode neurons are indicated by red nodes. Node borders in purple and blue indicate down- and up-regulation (p<0.01) of the human best ortholog in the caudate nucleus of HD patients, respectively, as previously reported ([29]; see [3]). Square nodes indicate druggable genes [28]. The enrichment in GO annotations was generated using Gostat and enrichments considered significant for p<0.001. The modules obtained described extracellular components (Nos. 1–3), membrane (Nos. 4–10), transport (No. 11), nucleus (Nos. 13–15), calcium sensors (No. 21), metabolism (Nos. 16–19), and signal transducers such as neuropeptides and the Ras and hedgehog pathways (Nos. 23–28).

| Stable modules                                                                                | Process                                                  | Gene Ontology annotation                                                              | Genes count / total     | P-value                          |
|-----------------------------------------------------------------------------------------------|----------------------------------------------------------|---------------------------------------------------------------------------------------|-------------------------|----------------------------------|
| 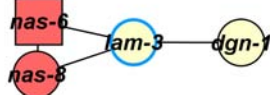 <p>1</p>    | Metalloproteases and basal membrane proteins             | N/A                                                                                   | N/A                     | N/A                              |
| 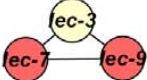 <p>2</p>    | Lectins                                                  | Sugar binding                                                                         | 3/80                    | 1.66e-05                         |
|  <p>3</p>    | Collagens                                                | N/A                                                                                   | N/A                     | N/A                              |
|  <p>4</p>    | Permease and adenyl cyclase                              | N/A                                                                                   | N/A                     | N/A                              |
| 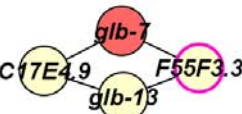 <p>5</p>    | Hemoproteins and Na <sup>+</sup> /K <sup>+</sup> ATPases | Oxygen transport<br>Sodium:potassium-exchanging ATPase activity                       | 2/3<br>2/3              | 2.72e-05<br>2.72e-05             |
| 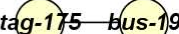 <p>6</p>    | Predicted membrane proteins                              | N/A                                                                                   | N/A                     | N/A                              |
| 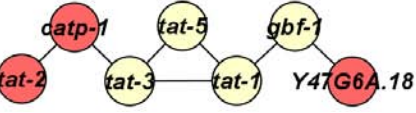 <p>7</p>   | P-type ATPases and Golgi proteins                        | phospholipid-translocating ATPase activity                                            | 4/6                     | 3.37e-10                         |
| 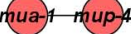 <p>8</p>  | Involved in muscular attachment                          | N/A                                                                                   | N/A                     | N/A                              |
| 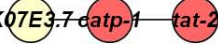 <p>9</p>  | P-type ATPases                                           | ATPase activity, coupled to transmembrane movement of ions, phosphorylative mechanism | 3/23                    | 3.52e-06                         |
| 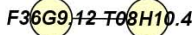 <p>10</p> | Integral membrane O-acyltransferase                      | N/A                                                                                   | N/A                     | N/A                              |
| 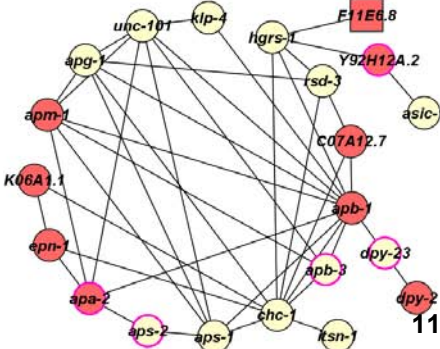 <p>11</p> | Adaptins and transport proteins                          | Protein complex assembly<br>Intracellular protein transport<br>Clathrin coat          | 10/40<br>12/111<br>7/13 | 7.67e-15<br>3.67e-14<br>2.07e-13 |
| 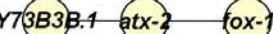 <p>12</p> | RNA-binding and actin-binding proteins                   | N/A                                                                                   | N/A                     | N/A                              |
|  <p>13</p> | Nuclear envelope protein lamins                          |                                                                                       |                         |                                  |
| 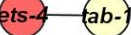 <p>14</p> | Transcription factors                                    | N/A                                                                                   | N/A                     | N/A                              |
| 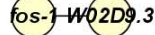 <p>15</p> | Transcription activators                                 | N/A                                                                                   | N/A                     | N/A                              |
| 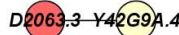 <p>16</p> | Y42G9A.4, ortholog of mevalonate kinase                  | N/A                                                                                   | N/A                     | N/A                              |
| 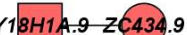 <p>17</p> | Zinc carboxypeptidases                                   | Carboxypeptidase A activity                                                           | 2/8                     | 7.04e-05                         |

|                                                                                               |                                                                       |                                                                                        |              |                      |
|-----------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|----------------------------------------------------------------------------------------|--------------|----------------------|
| 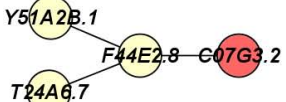 <p>18</p>   | Predicted riboflavin biosynthesis proteins                            | N/A                                                                                    | N/A          | N/A                  |
|  <p>19</p>   | Carbohydrate group transferases                                       | N/A                                                                                    | N/A          | N/A                  |
| 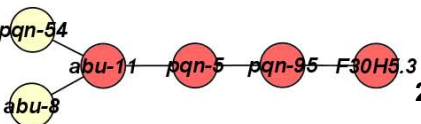 <p>20</p>   | Prion-like-(Q/N-rich)-domain-bearing protein                          | N/A                                                                                    | N/A          | N/A                  |
| 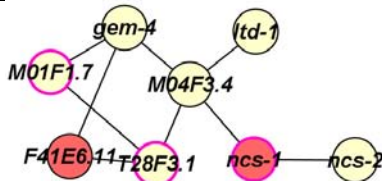 <p>21</p>   | Calcium sensors and calcium binding proteins                          | Calcium ion binding                                                                    | 3/105        | 0.000802             |
| 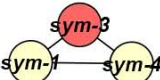 <p>22</p>   | Synthetic lethal with Mec                                             | N/A                                                                                    | N/A          | N/A                  |
| 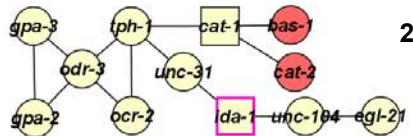 <p>23</p>  | G protein subunits, kinesin, transporter, neurotransmitter catabolism | N/A                                                                                    | N/A          | N/A                  |
| 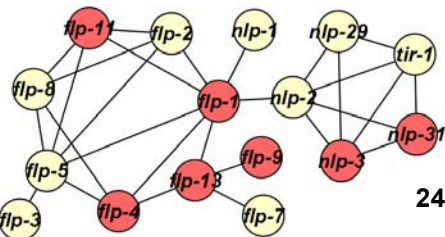 <p>24</p> | FMRFamide-like peptide and neuropeptide-like protein                  | Neuropeptide signaling pathway<br>G-protein coupled receptor protein signaling pathway | 5/10<br>5/83 | 1.25e-11<br>7.00E-07 |
| 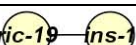 <p>25</p> | Neuroendocrine pathway                                                | N/A                                                                                    | N/A          | N/A                  |
| 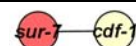 <p>26</p> | Let-60/ Ras signaling pathway                                         | N/A                                                                                    | N/A          | N/A                  |
| 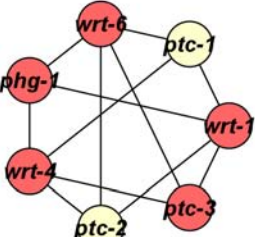 <p>27</p> | Patched and hedgehog homolog protein                                  | Intein-mediated protein splicing<br>Hedgehog receptor activity                         | 3/8<br>3/9   | 6.21e-06<br>6.21e-06 |

|                                                                                             |                        |                                                                       |                       |                                 |
|---------------------------------------------------------------------------------------------|------------------------|-----------------------------------------------------------------------|-----------------------|---------------------------------|
| 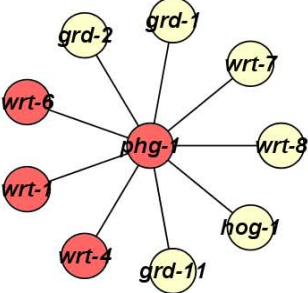 <p>28</p> | Hedgehog-like proteins | Intein-mediated protein splicing<br>Proteolysis<br>Cell communication | 8/8<br>9/183<br>9/445 | 2.1e-22<br>1.82e-11<br>4.81e-08 |
|---------------------------------------------------------------------------------------------|------------------------|-----------------------------------------------------------------------|-----------------------|---------------------------------|

# Supplementary material for: The Wnt Receptor Ryk Reduces Neuronal and Cell Survival Capacity by Repressing FOXO Activity During the Early Phases of Mutant Huntingtin Pathogenicity
**Source:** PLoS Biol. 2014 Jun 24;12(6):e1001895. doi: 10.1371/journal.pbio.1001895
**Supplement:** Table S1 — Genes deregulated in 19Q nematode cells versus control (GFP alone) cells. Forty-one worm genes were found to be deregulated. Most of them were down-regulated (34/41) and about a half of them encoded extracellular and catalytic proteins or were associated to membranes. Gene Ontology (GO) enrichment tests indicated that Pepsin A activity (GO:0004194) was enriched (p<0.01). Among these 41 genes, six genes conserved in humans. Also shown are the best homologous genes in humans with their expression levels in the HD brain (caudate and cortex) versus control brains [29]. Human genes deregulated in HD caudate nucleus and cortex are labeled in orange and green, respectively (p<0.01).

ORF	Name	Log Ratio	FDR	Human protein homolog	Human gene homolog	Human gene title	Human gene symbol	caudate_log2fc	caudate_pValue	cortex_BA4_log2fc	cortex_BA4_pValue
F38A5.9	nspb-5	-4.94588130	3.19E-06	-							
Y62H9A.7		-4.83988130	2.43E-10	-							
K07D4.8	pqn-48	-4.45388130	1.35E-05	ENSP00000	ENSG00000	interferon, gamma-inducible protein 30	IFI30				
C15C7.4		-4.36788130	1.15E-05	-							
Y35H6.1		-4.22888130	0.00043567	-							
F20A1.1		-3.83388130	2.06E-07	-							
C24H11.4	srd-74	-3.65188130	1.15E-05	-							
Y71G12B.10		-3.42288130	1.93E-05	ENSP00000	ENSG00000	3-hydroxymethyl-3-methylglutaryl-Coenzyme A lyase	HMGCL	0.18	0.0000083	0.058	0.437
B0416.2		-3.28288130	5.26E-05	-							
Y62E10A.13		-3.03688130	5.26E-05	ENSP00000	ENSG00000	phosphoserine phosphatase	PSPH	0.267	0.283	0.0366	0.283
Y26D4A.6	clcc-108	-3.01788130	0.00457507	-							
R02E12.5		-3.00588130	0.00408746	-							
K05G3.2		-2.99088130	0.00012698	-							
ZK678.6	srg-64	-2.89288130	0.00023584	-							
Y50D4C.4	sqv-6	-2.87388130	0.00023584	-							
M03B6.4		-2.86188130	5.26E-05	-							
W02D7.10	clcc-219	-2.82288130	0.00023584	-							
Y116F11A.3		-2.73788130	0.00062767	-							
C05D12.1		-2.63788130	0.00580173	-							
F26D11.10	inx-4	-2.62488130	0.00338901	-							
F38A5.12	nspb-2	-2.59788130	0.0009975	-							
Y82E9BR.15	elc-1	-2.59288130	0.000734	ENSP00000	ENSG00000	transcription elongation factor B (SIII), polypeptide 1 (15kDa, elongin C)	TCEB1	-0.204	0.0000225	-0.147	0.0246
ZK546.4		-2.59288130	0.00388489	-							
C38C6.6	tag-297	-2.58688130	0.00268828	-							
W08E12.2		-2.57988130	0.00791626	-							

T10C6.9		-2.53988130	0.00268828	-				
C53D5.3		-2.48388130	0.00060121	-				
F49F1.12		-2.47688130	0.00152717	-				
M01B2.7	srsx-37	-2.46388130	0.00047765	-				
Y116F11B.8		-2.30688130	0.00036227	-				
F15G9.2		-2.11388130	0.00984344	-				
R151.4		-1.79588130	0.00689312	-				
							olfactory<br>receptor,<br>family 13,<br>subfamily G,<br>member 1	OR13G1
T10H9.6	str-180	-1.71088130	0.00239801	352717	0197437	ENSP00000	ENSG00000	
							olfactory<br>receptor,<br>family 13,<br>subfamily G,<br>member 1	OR13G1
M7.13	str-3	-1.68688130	0.00060121	352717	0197437	ENSP00000	ENSG00000	
T22B3.1	dpy-20	2.652118692	2.06E-07	-				
T08A9.9	spp-5	2.847118692	0.00886884	-				
W08F4.9	fbxb-14	3.012118692	0.00060121	-				
Y39B6A.20	asp-1	3.108118692	0.00388489	-				
F21F8.7	asp-6	3.387118692	0.00348052	-				
ZK792.7		3.533118692	3.19E-06	-				
Y47H10A.5		4.216118692	0.00033837	-

# Supplementary material for: The Wnt Receptor Ryk Reduces Neuronal and Cell Survival Capacity by Repressing FOXO Activity During the Early Phases of Mutant Huntingtin Pathogenicity
**Source:** PLoS Biol. 2014 Jun 24;12(6):e1001895. doi: 10.1371/journal.pbio.1001895
**Supplement:** Table S2 — Genes deregulated in 128Q nematode cells versus 19Q nematode cells. We found 2,070 worm genes to be deregulated. Only 18 of the 2,070 genes were also deregulated in 19Q nematode cells versus GFP cells, including pqn-48, a lysosomal thiol reductase, and four nematode-specific genes encoding membrane proteins: srg-64, nspb-2, nspb-5, and str-180. Also found were nematode genes with no human homologs as inferred from Inparanoid [58], including a lectine (clec-219), innexin (inx-4), and xylosyltransferase enzyme (sqv-6). Among the 2,070 dysregulated genes, 516 genes are conserved in humans. Also shown are the best homologous genes in humans with their expression levels in HD brains (caudate and cortex) versus control brains [29]. Human genes deregulated in HD caudate nucleus and cortex are labeled in orange and green, respectively (p<0.01).

ORF	WBgene	Gene Name	Log Ratio	FDR	Human protein homolog	Human gene homolog	Human gene title	Human gene symbol	caudate: log2fc	caudate: pValue	cortex_BA4: log2fc	cortex_BA4: pValue
F27E5.4	WBGene00004017	phg-1	-4.54532	2.07e-08	ENSP00000298743	ENSG00000180447	growth arrest-specific 1 keratin	GAS1	0.221	0.00016	0.223	0.00477
C03A7.4	WBGene00004099	pqn-5	-4.01067	0.00433514	ENSP00000334197	ENSG00000188155	associated protein 10-6 keratin	KRTAP10-6				
C03A7.8	WBGene00000030	abu-7	-3.89295	0.000597344	ENSP00000334197	ENSG00000188155	associated protein 10-6 keratin	KRTAP10-6				
C03A7.7	WBGene00000029	abu-6	-3.81447	0.00477655	ENSP00000334197	ENSG00000188155	associated protein 10-6	KRTAP10-6				
F40E10.5	WBGene00009573	-	-3.77463	0.0000000543274	-							
C27H5.5	WBGene00000613	col-36	-3.68262520120724	0.0005547682	-							
F57H12.7	WBGene00003178	mec-17	-3.59864	3.05e-06	ENSP00000373079	ENSG00000206488	chromosome 6 open reading frame 134	C6orf134	-0.0567	0.107	0.00896	0.868
ZK1067.7	WBGene00004174	pqn-95	-3.55862520120724	0.0000004490373	-							
D2096.6	WBGene00017073	-	-3.53462520120724	0.000001928172	-							
F38B2.1b	WBGene00002050	ifa-1	-3.49809	0.000422248	ENSP00000327054	ENSG00000176619	lamin B2 keratin	LMNB2	0.00659	0.825	0.0167	0.67
Y105C5A.4	WBGene00000028	abu-5	-3.49073	0.000386781	ENSP00000334197	ENSG00000188155	associated protein 10-6	KRTAP10-6				
F20B10.3	WBGene00008967	-	-3.42262520120724	0.000000860125	-							
F09G8.6	WBGene00000666	col-91	-3.37662520120724	0.004440461	-							
F38A6.1	WBGene00004013	pha-4	-3.32028	1.92e-05	ENSP00000250448	ENSG00000129514	forkhead box A1	FOXA1	0.0763	0.0204	-0.0181	0.764
T21B4.2	WBGene00000660	col-85	-3.29162520120724	0.00566169	-							
W02A2.3	WBGene00004156	pqn-74	-3.23762520120724	0.00001035837	-							
BE0003N10.2	WBGene00015267	chin-1	-3.23062520120724	0.004278583	-							
ZK682.5	WBGene00022789	-	-3.15262520120724	0.000004083784	-							
F22E10.3	WBGene00004008	pgp-14	-3.14862520120724	0.0002969553	-							
T08B1.2b	WBGene00006589	tnt-4	-3.14738	0.00812444	ENSP00000356286	ENSG00000118194	troponin T2, cardiac	TNNT2	-0.0381	0.262	0.00515	0.938
F40E3.5	WBGene00018232	-	-3.12862520120724	0.003612786	-							
W06F12.2a	WBGene00012306	-	-3.11362520120724	0.00005780488	-							

C52D10.13	WBGene00000711	col-138	-3.10262520120724	0.004947873	-								
ZK662.2	WBGene00014039	-	-3.07762520120724	0.000001928172	-								
T06C10.3	WBGene00020289		-3.04662520120724	0.002196161	-								
F59B10.3	WBGene00010319	-	-3.02062520120724	0.0001049904	-								
Y47D3B.6	WBGene00012942	-	-3.01762520120724	0.000008189924	-								
C06G1.2	WBGene00015546	-	-3.01662520120724	0.000001872256	-								
M05B5.2	WBGene00010870	-	-2.99562520120724	0.000001099089	-								
F35D11.2a	WBGene00004122	pqn-35	-2.98062520120724	0.00001249121	-								
Y49C4A.8b	WBGene00021709	ugt-29	-2.96466	0.000719072		ENSP00000282507	ENSG00000168671	UDP glycosyltransferase 3 family, polypeptide A2	UGT3A2				
F11E6.8	WBGene00008711		-2.95362	2.6e-05		ENSP00000296474	ENSG00000164078	macrophage stimulating 1 receptor (c-met-related tyrosine kinase)	MST1R	-0.0103	0.829	0.0662	0.155
ZK813.1	WBGene00022820	-	-2.94162520120724	0.006947101	-								
C18E9.7	WBGene00007687	-	-2.93462520120724	0.00001668931	-								
F30H5.3	WBGene00017937	-	-2.90962520120724	0.000001013888	-								
ZK829.2	WBGene00001839	hdl-1	-2.89662520120724	0.004339155	-								
C14C11.8	WBGene00004104	pqn-13	-2.88373	5.33e-05		ENSP00000334197	ENSG00000188155						
F32A5.8	WBGene00017971		-2.88005	0.000678418		ENSP00000333406	ENSG00000186153	WW domain containing oxidoreductase SH3 and multiple ankyrin repeat domains	WVOX	0.107	0.0649	-0.107	0.139
C33B4.3b	WBGene00006444	shn-1	-2.86901	0.000835491		ENSP00000293441	ENSG00000161681	1	SHANK1	-0.0016	0.95	-0.115	0.0304
F26G1.6	WBGene00017842	-	-2.85962520120724	0.000005241535	-								
Y54F10AM.2a	WBGene00001410	feh-1	-2.84571	0.00883552		ENSP00000318965	ENSG00000163697	amyloid beta (A4) precursor protein-binding, family B, member 2 (Fe65-like)	APBB2	-0.0727	0.101	-0.228	0.00189
C46H11.7	WBGene00016731	-	-2.84262520120724	0.000002193184	-								

R13A5.9	WBGene00020051		-2.8359	0.00204386	ENSP00000281416	ENSG00000151690						
F35B12.4	WBGene00009384		-2.83345	0.00179351	ENSP00000342098	ENSG00000166145	Serine protease inhibitor, Kunitz type 1	SPINT1	-0.00816	0.756	0.0224	0.581
R12E2.15	WBGene00020040	-	-2.82262520120724	0.0004853088	-							
F56C9.8	WBGene00018952	-	-2.81762520120724	0.0002476666	-							
M02G9.1	WBGene00010830	-	-2.80662520120724	0.000004590152	-							
C35E7.3	WBGene00016455		-2.78762520120724	0.004225744	-							
F45E4.8	WBGene00003758	nlp-20	-2.78662520120724	0.00002634696	-							
W06F12.2c	WBGene00012306	-	-2.77962520120724	0.000035534	-							
ZK180.5c	WBGene00022679	-	-2.77662520120724	0.00272499	-							
F56D2.3	WBGene00018965	-	-2.76762520120724	0.000009948764	-							
T04C10.2a	WBGene00001329	epr-1	-2.76478	0.00456848	ENSP00000268933	ENSG00000049283	epsin 3	EPN3	-0.03	0.438	-0.172	0.00832
W01C9.3	WBGene00004155	pqn-73	-2.76462520120724	0.000123965	-							
F25G6.6	WBGene00003816	nrs-2	-2.76162520120724	0.0000283242	-							
H36L18.2	WBGene00010424	-	-2.76162520120724	0.0005170232	-							
Y95B8A.12	WBGene00022391		-2.7611	0.00176868	ENSP00000344961	ENSG00000187510						
R03C1.1	WBGene00010987	-	-2.76062520120724	0.000005241535	-							
F32H2.5	WBGene00009342	fasn-1	-2.75462520120724	0.008841172	-							
C54E4.4	WBGene00016919	-	-2.75162520120724	0.0000341181	-							
C10H11.4	WBGene00015693	ugt-28	-2.74884	0.00316516	ENSP00000282507	ENSG00000168671	UDP glycosyltransferase 3 family, polypeptide A2	UGT3A2				
K02G10.4c	WBGene00001454	flp-11	-2.74162520120724	0.0007326097	-							
T10E10.4	WBGene00020421	-	-2.73562520120724	0.000006740196	-							
Y50D4C.4	WBGene00005024	sqv-6	-2.73062520120724	0.004136799	-							
C18E9.9	WBGene00007689	-	-2.72162520120724	0.0001344149	-							
W01D2.5	WBGene00012182		-2.71818	0.00109447	ENSP00000296327	ENSG00000163959						
R02F11.1	WBGene00019839	-	-2.70862520120724	0.00001042946	-							
Y38C1BA.3	WBGene00000683	col-109	-2.70762520120724	0.0009607443	-							
W03F8.1	WBGene00006586	tni-4	-2.70469	0.00406601	ENSP00000341838	ENSG00000129991	troponin I, cardiac	TNNI3	-0.0113	0.696	0.00672	0.875

AC8.3	WBGene00007075	-	-2.69262520120724	0.00579306	-								
							SAM pointed domain containing ets transcription factor mitogen-activated protein kinase 1						
F22A3.1	WBGene00017687	ets-4	-2.67404	0.000421027	ENSP00000363149	ENSG00000124664	SPDEF	-0.00481	0.829	-0.0102	0.75		
Y54E10BL.6	WBGene00003186	mek-2	-2.67404	0.0033321	ENSP00000302486	ENSG00000169032	MAP2K1	-0.883	4.81e-08	-0.255	0.0325		
Y74E4A.1b	WBGene00022283	lgc-27	-2.66162520120724	0.00001541319	-								
Y54E5A.1	WBGene00013197		-2.65932	0.0001	ENSP00000307126	ENSG00000168350							
R08F11.4	WBGene00019968	-	-2.65662520120724	0.0005679671	-								
F56C3.4	WBGene00018941		-2.64562520120724	0.007697792	-								
Y57G11C.24b	WBGene00001330	eps-8	-2.64215	0.00116327	ENSP00000201647	ENSG00000131037	EPS8-like 1	-0.0172	0.644	0.00362	0.963		
T05B4.8	WBGene00020239	-	-2.63162520120724	0.00004358117	-								
F33A8.9	WBGene00000658	col-83	-2.62562520120724	0.009205347	-								
T25E4.1	WBGene00020803	-	-2.61162520120724	0.000008127517	-								
F36A4.6	WBGene00000610	col-33	-2.59962520120724	0.0002969553	-								
E01G6.1	WBGene00008449	-	-2.58962520120724	0.00001736177	-								
Y47G6A.18	WBGene00021644		-2.57348	0.0054676	ENSP00000265070	ENSG00000113384	Golgi phosphoprotein 3 (coat-protein)	-0.0321	0.181	-0.0402	0.294		
T17H7.4j	WBGene00001573	gei-16	-2.57262520120724	0.000642002	-								
F14H12.1	WBGene00000738	col-165	-2.56562520120724	0.0001146617	-								
ZC84.1	WBGene00013846	-	-2.56562520120724	0.0007934975	-								
W08E12.2	WBGene00021083	-	-2.56062520120724	0.000008499885	-								
K02G10.4b	WBGene00001454	flp-11	-2.55962520120724	0.000605359	-								
D2005.2	WBGene00003746	nlp-8	-2.55462520120724	0.001363145	-								
F19H8.3	WBGene00000188	arl-3	-2.55141	0.000405324	ENSP00000260746	ENSG00000138175	ADP-ribosylation factor-like 3	ARL3	-0.225	0.00321	-0.18	0.054	
T08A11.1	WBGene00011604		-2.54262520120724	0.0007609562	-								
Y74E4A.1a	WBGene00022283	lgc-27	-2.54062520120724	0.00003721851	-								
H27M09.4	WBGene00001075	dpy-14	-2.53462520120724	0.0001745737	-								
W02D7.10	WBGene00020945	-	-2.51462520120724	0.003707096	-								

T23F1.6	WBGene00004153	pqn-71	-2.49868	0.000247721	ENSP00000334197	ENSG00000188155	keratin associated protein 10-6	KRTAP10-6				
Y73F4A.1	WBGene00013514	-	-2.49162520120724	0.002638225	-							
Y73F4A.2	WBGene00013515	-	-2.48362520120724	0.001790244	-							
F38B2.1a	WBGene00002050	ifa-1	-2.48274	0.000288896	ENSP00000327054	ENSG00000176619	lamin B2	LMNB2	0.00659	0.825	0.0167	0.67
F09F3.6	WBGene00008628	-	-2.47862520120724	0.004615718	-							
H06H21.10a	WBGene00019166	tat-2	-2.47783	0.00597867	ENSP00000284509	ENSG00000104043	ATPase, Class I, type 8B, member 4	ATP8B4	-0.0176	0.582	-0.0196	0.611
T10C6.10	WBGene00011691	-	-2.47362520120724	0.009818352	-							
F13H8.4	WBGene00017437	-	-2.45862520120724	0.00001056295	-							
ZK1151.1e	WBGene00006876	vab-10	-2.44963	0.000468236	ENSP00000359805	ENSG00000151914	dystonin	DST	0.0741	0.222	-0.000465	0.989
T22H2.5a	WBGene00011935	scrm-1	-2.44227	0.00254964	ENSP00000345494	ENSG00000188313	phospholipid scramblase 1	PLSCR1	0.331	0.0526	0.133	0.253
F54B11.5	WBGene00010028		-2.43982	0.00659622	ENSP00000265981	ENSG00000110315	ring finger protein 141	RNF141	-0.0511	0.289	-0.281	0.000964
T04B2.5	WBGene00011423	-	-2.43762520120724	0.005955538	-							
C07G3.2	WBGene00015574	-	-2.43462520120724	0.0007983517	-							
Y6B3B.10	WBGene00006505	lagr-1	-2.42462520120724	0.0001723422	-							
Y73B6BL.34	WBGene00000686	col-112	-2.42462520120724	0.00538805	-							
F54D1.6	WBGene00010047	-	-2.42162520120724	0.004340453	-							
C17G10.5	WBGene00003097	lys-8	-2.40162520120724	0.0001238028	-							
F09F7.8	WBGene00017305	nspb-12	-2.39962520120724	0.00029516	-							
Y17G7B.11	WBGene00012464		-2.3969	0.000358432	ENSP00000222250	ENSG00000105643	arrestin domain containing 2	ARRDC2	0.416	1.11e-08	0.072	0.4
ZC101.2b	WBGene00006787	unc-52	-2.39567	0.000586231	ENSP00000363827	ENSG00000142798	heparan sulfate proteoglycan 2 (perlecan)	HSPG2	0.00454	0.915	-0.0173	0.754
M04G7.1	WBGene00019772	-	-2.39262520120724	0.0001627591	-							
T03D8.6	WBGene00011393	-	-2.38462520120724	0.0002908258	-							
C10H11.6	WBGene00015695	ugt-26	-2.37728	0.000623267	ENSP00000282507	ENSG00000168671	UDP glycosyltransferase 3 family, polypeptide A2	UGT3A2				

T19B10.2	WBGene00011831	-	-2.37662520120724	0.00001976734	-								
R07E3.2	WBGene00011103	-	-2.37662520120724	0.00002510609	-								
							scavenger<br>receptor<br>cysteine-rich<br>type 1 protein						
C06B8.7	WBGene00007372		-2.37605	0.000463584	ENSP00000315945	ENSG00000177675	M160	M160	-0.0681	0.0319	-0.136	0.0206	
F26D11.10	WBGene00002126	inx-4	-2.37362520120724	0.005514881	-								
F28E10.2	WBGene00017901	-	-2.37262520120724	0.008532363	-								
					ENSP00000371525	ENSG00000182551							
F42F12.4	WBGene00009636		-2.35153	0.00190506									
							activating signal<br>cointegrator 1<br>complex subunit						
Y54E2A.6	WBGene00013191		-2.34785	0.000414199	ENSP00000320252	ENSG00000112249	3	ASCC3	-0.0563	0.117	0.065	0.0926	
R13H4.8	WBGene00011266	-	-2.34662520120724	0.0004427129	-								
W08E12.3	WBGene00021084	-	-2.33862520120724	0.001654431	-								
ZK675.4	WBGene00014067	-	-2.33562520120724	0.00002567776	-								
					ENSP00000216044	ENSG00000100226	GTP binding<br>protein 1						
Y38C9A.2	WBGene00000480	cgp-1	-2.33558	0.00204823			GTPBP1		0.0461	0.0604	-0.00801	0.885	
Y47D7A.13	WBGene00021625	-	-2.32962520120724	0.00007294438	-								
T26E4.10	WBGene00012052	-	-2.32662520120724	0.0000992108	-								
T05B4.12	WBGene00020243	-	-2.31762520120724	0.0004545407	-								
							glutamyl<br>aminopeptidase<br>(aminopeptidas<br>e A)						
T07F10.1	WBGene00011587		-2.31719	0.00554914	ENSP00000265162	ENSG00000138792		ENPEP	0.0267	0.246	0.0362	0.174	
							eukaryotic<br>translation<br>termination<br>factor 1						
T05H4.6b	WBGene00020269		-2.31596	0.0013732	ENSP00000353741	ENSG00000120705		ETF1	0.00443	0.937	-0.0266	0.653	
ZK337.5	WBGene00003471	mtd-1	-2.30962520120724	0.0002969553	-								
Y43B11AL.2	WBGene00005941	srx-50	-2.30062520120724	0.006214731	-								
							UDP<br>glycosyltransfer<br>ase 3 family,<br>polypeptide A2						
C49A9.8	WBGene00016762	ugt-24	-2.2988	0.00887296	ENSP00000282507	ENSG00000168671		UGT3A2					
F16B4.7	WBGene00017509	-	-2.29062520120724	0.009387839	-								
F35A5.3	WBGene00000033	abu-10	-2.28662520120724	0.0003143407	-								

F35B12.7	WBGene00003762	nlp-24	-2.28462520120724	0.0006945305	-							
							ATP-binding cassette, sub-family E (OABP), member 1	ABCE1	-0.111	0.125	-0.212	0.0339
Y39E4B.1	WBGene00012714	abce-1	-2.28408	0.00463276	ENSP00000296577	ENSG00000164163						
T08B1.2a	WBGene00006589	tnt-4	-2.28408	0.00901287	ENSP00000356286	ENSG00000118194	troponin T2, cardiac	TNNT2	-0.0381	0.262	0.00515	0.938
C39E9.10	WBGene00008033		-2.28408	0.000462391	ENSP00000309945	ENSG00000169682	spinster	SPIN1	0.109	7.84e-05	-0.0369	0.517
C44B11.3	WBGene00003175	mec-12	-2.2804	0.000452944	ENSP00000301071	ENSG00000167552	tubulin, alpha 3	TUBA3	0.0956	0.13	-0.124	0.0685
T05A1.2	WBGene00000696	col-122	-2.27662520120724	0.00005679396	-							
F10C1.7c	WBGene00002054	ifb-2	-2.27427	0.000678738	ENSP00000327054	ENSG00000176619	lamin B2	LMNB2	0.00659	0.825	0.0167	0.67
F25A2.1	WBGene00017764	-	-2.27262520120724	0.001484514	-							
							GTP cyclohydrolase 1 (dopa-responsive dystonia)	GCH1	-0.42	1.09e-06	-0.021	0.794
F32G8.6	WBGene00000298	cat-4	-2.26323	0.00557488	ENSP00000254299	ENSG00000131979						
R07B1.2	WBGene00002270	lec-7	-2.25762520120724	0.002536269	-							
C46H11.8	WBGene00016732	phat-1	-2.25662520120724	0.00002046879	-							
T05H10.3	WBGene00011508	-	-2.25662520120724	0.0004310377	-							
K06A5.8d	WBGene00019434		-2.25097	0.00411073	ENSP00000358982	ENSG00000085433	WD repeat domain 47	WDR47	-0.625	2.13e-10	-0.0271	0.648
							UDP glycosyltransferase 3 family, polypeptide A2	UGT3A2				
Y39G10AR.6b	WBGene00021464	ugt-31	-2.25097	0.0033336	ENSP00000282507	ENSG00000168671						
F39H12.4	WBGene00018215	igcm-1	-2.25062520120724	0.00005803791	-							
F58B4.3	WBGene00010236	-	-2.25062520120724	0.0002092524	-							
D1053.4	WBGene00008369	-	-2.24762520120724	0.001638946	-							
ZC64.4	WBGene00002987	lim-4	-2.24239	0.00188219	ENSP00000362861	ENSG00000106852	LIM homeobox 6	LHX6	-0.0299	0.444	-0.175	0.00617
C25A11.4a	WBGene00000100	ajm-1	-2.24162520120724	0.0007068794	-							

C54H2.1	WBGene00006368	sym-3	-2.23135	0.00458472	ENSP00000300434	ENSG00000167106	family with sequence similarity 102, member A	FAM102A	-0.113	0.0653	-0.0913	0.0969
B0250.2	WBGene00007119		-2.22862520120724	0.002040473	-							
C46H11.4a	WBGene00002979	lfe-2	-2.22277	0.000347007	ENSP00000272117	ENSG00000143772	inositol 1,4,5-trisphosphate 3-kinase B	ITPKB	0.123	0.0023	-0.0646	0.184
R02F11.2	WBGene00019840		-2.22032	0.00388015	ENSP00000316228	ENSG00000104938	C-type lectin domain family 4, member M	CLEC4M	-0.0752	0.0401	-0.0972	0.0868
C34E11.2	WBGene00007935	-	-2.21862520120724	0.006255655	-							
ZK622.4	WBGene00022782	-	-2.21662520120724	0.0001699732	-							
T01D1.6	WBGene00000034	abu-11	-2.21541	0.000215421	ENSP00000334197	ENSG00000188155						
T02E9.5	WBGene00011383	-	-2.21362520120724	0.0006012732	-							
T26E4.2	WBGene00012044	-	-2.21362520120724	0.002649782	-							
F10D11.6	WBGene00008652		-2.21051	0.00251613	ENSP00000262865	ENSG00000101425	bactericidal/permeability-increasing protein	BPI	-0.0184	0.56	0.0581	0.135
F45E1.7	WBGene00018467	sdpn-1	-2.21051	0.000909816	ENSP00000263246	ENSG00000100266	Protein kinase C and casein kinase substrate in neurons 2	PACSIN2	-0.0126	0.615	-0.0378	0.295
B0302.1b	WBGene00002207	kin-25	-2.20192	0.00231982	ENSP00000371341	ENSG000000061938	tyrosine kinase, non-receptor, 2	TNK2	-0.281	5.23e-06	-0.183	0.018
R07B1.9	WBGene00011081	-	-2.19562520120724	0.001720154	-							
Y102A11A.7	WBGene00022417	-	-2.19462520120724	0.00005171967	-							
F28D1.9	WBGene00009218		-2.19456	0.00308438	ENSP00000300456	ENSG00000167114	solute carrier family 27 (fatty acid transporter), member 4	SLC27A4	0.00502	0.896	-0.225	4.55e-05
C46A5.3	WBGene00000603	col-14	-2.19162520120724	0.0001107282	-							
F59A7.2	WBGene00019090	-	-2.19062520120724	0.001790284	-							
R09B5.9	WBGene00000558	cnc-4	-2.18762520120724	0.0001492112	-							
C54G4.4	WBGene00008314	-	-2.18462520120724	0.00005005449	-							
F22H10.3	WBGene00017727	-	-2.18462520120724	0.001995508	-							
F59C12.1	WBGene00000401	cdh-9	-2.18162520120724	0.002761928	-							

F54D8.1	WBGene00001076	dpy-17	-2.17562520120724	0.0003401555	-							
F22H10.2	WBGene00017726	-	-2.17562520120724	0.004666535	-							
C53B7.1	WBGene00004370	rig-3	-2.17462520120724	0.003425638	-							
C28C12.4	WBGene00016180	-	-2.17262520120724	0.001711885	-							
K06A5.8c	WBGene00019434		-2.17126	0.0016699	ENSP000000358982	ENSG00000085433	WD repeat domain 47	WDR47	-0.625	2.13e-10	-0.0271	0.648
C46H11.9	WBGene00016733	phat-2	-2.17062520120724	0.00002427495	-							
F21E9.2	WBGene00017666	-	-2.17062520120724	0.00006125187	-							
F20A1.10	WBGene00017621	-	-2.16162520120724	0.0001365689	-							
F26E4.3	WBGene00009158	-	-2.15562520120724	0.002390992	-							
T07E3.6b	WBGene00020317	-	-2.14962520120724	0.002194229	-							
F41E6.11	WBGene00018292		-2.14674	0.000383109	ENSP000000218147	ENSG00000085185	BCL6 co-repressor-like 1	BCORL1	0.0511	0.138	-0.103	0.023
F08A10.1c	WBGene00008570		-2.14551	0.00573835	ENSP000000374097	ENSG00000080709	potassium intermediate/sm all conductance calcium-activated channel, subfamily N, member 2	KCNN2	0.423	3.43e-05	0.0721	0.508
F10C1.2b	WBGene00002053	ifb-1	-2.14306	0.0016249	ENSP000000327054	ENSG000000176619	lamin B2	LMNB2	0.00659	0.825	0.0167	0.67
C05B5.8	WBGene00007324	-	-2.14262520120724	0.0007641239	-							
F53C3.5	WBGene00018749	-	-2.14262520120724	0.005264304	-							
ZK792.4	WBGene00014077		-2.13816	0.000804635	ENSP000000367059	ENSG000000187017	Espin	ESPN	0.0358	0.195	-0.0476	0.252
F26F12.4	WBGene00017835	-	-2.13762520120724	0.0000467304	-							
C16H3.2	WBGene00002272	lec-9	-2.12462520120724	0.000558412	-							
4R79.1	WBGene00003525	nas-6	-2.12344	0.00037164	ENSP000000269202	ENSG000000141434	meprin A, beta	MEP1B	-0.103	0.0769	0.0772	0.0831
Y50E8A.16	WBGene00001817	haf-7	-2.11562520120724	0.004657633	-							
F53F1.5	WBGene00009983	-	-2.10962520120724	0.0002515138	-							
T05H4.7	WBGene00020270	-	-2.10862520120724	0.00008062297	-							
Y51A2D.11	WBGene00013079	-	-2.10362520120724	0.002917621	-							
C06C6.4	WBGene00003653	nhr-63	-2.10362520120724	0.006328448	-							

F14H12.3	WBGene00017471		-2.10137	0.00744984	ENSP00000260356	ENSG00000137801	thrombospondin 1	THBS1	-0.00853	0.819	0.0674	0.164
EGAP7.1	WBGene00001065	dpy-3	-2.09862520120724	0.001304383	-							
C34B7.1	WBGene00007911	-	-2.09662520120724	0.001363729	-							
F55C10.2	WBGene00000727	col-154	-2.09562520120724	0.0003195368	-							
F08B4.2b	WBGene00000397	cdh-5	-2.09362520120724	0.001138466	-							
T05G5.11	WBGene00004097	pqm-96	-2.09362520120724	0.002493727	-							
							G1 to S phase transition 1 ///					
H19N07.1	WBGene00010405		-2.09278	0.00878548	ENSP00000219627	ENSG00000103342	G1 to S phase transition 1	GSPT1	-0.0146	0.809	-0.237	0.00962
F48A11.1	WBGene00000497	chs-2	-2.08962520120724	0.005763964	-							
Y39A1A.7	WBGene00012646		-2.08862520120724	0.002794088	-							
F41G3.10	WBGene00018303	-	-2.08662520120724	0.0003871668	-							
Y58A7A.5	WBGene00021979	-	-2.07862520120724	0.003037723	-							
							solute carrier family 33 (acetyl-CoA transporter), member 1					
T26C5.3a	WBGene00012033		-2.07684	0.0081599	ENSP00000352456	ENSG00000169359		SLC33A1	0.161	0.00639	-0.058	0.379
C44C10.9	WBGene00008089	-	-2.07662520120724	0.0005988358	-							
B0416.2	WBGene00015178	-	-2.07662520120724	0.005232336	-							
T10B11.9	-	-	-2.07362520120724	0.0003592767	-							
T05G5.12	WBGene00000932	dao-6	-2.07062520120724	0.001293575	-							
Y110A2AL.2	WBGene00022439	-	-2.06862520120724	0.001145427	-							
							serine palmitoyltransferase, long chain base subunit 2					
F43H9.2a	WBGene00018398	sptl-2	-2.06703	0.000971279	ENSP00000216484	ENSG00000100596		SPTLC2	0.103	0.147	-0.0503	0.508
T05C1.1	WBGene00020248	-	-2.06662520120724	0.0007934975	-							
K04H4.2b	WBGene00010573	-	-2.05662520120724	0.0001073049	-							
C24A1.1	WBGene00016028	flp-24	-2.05562520120724	0.001017614	-							
M02G9.2	WBGene00010831	-	-2.05362520120724	0.001123195	-							
C33G3.3	WBGene00007903	lgc-21	-2.05062520120724	0.000123965	-							
Y62F5A.9	WBGene00013387	-	-2.05062520120724	0.0005096181	-							
							Protein tyrosine phosphatase, receptor type, S					
C09D8.1b	WBGene00004215	ptp-3	-2.04986	0.00654241	ENSP00000347106	ENSG00000105426		PTPRS	0.00607	0.904	-0.229	0.00862

T20B5.1	WBGene00000161	apa-2	-2.04251	0.00356714	ENSP00000327694	ENSG00000183020	adaptor-related protein complex 2, alpha 2 subunit	AP2A2	-0.137	0.000745	-0.197	0.0136
F43B10.2	WBGene00018374	tag-343	-2.03762520120724	0.0009891202	-							
C26F1.1a	WBGene00016146	-	-2.03662520120724	0.0001213554	-							
C33A12.3	WBGene00007882		-2.0327	0.0080132	ENSP00000281146	ENSG00000151470						
C25F6.7b	WBGene00016106		-2.02166	0.000653983	ENSP00000322730	ENSG00000135916	brain protein I3	BRI3	0.00915	0.87	-0.0171	0.809
Y92H12A.2	WBGene00022358		-2.01798	0.0075816	ENSP00000256832	ENSG00000049759	neural precursor cell expressed, developmentally down-regulated 4-like	NEDD4L	-0.36	5.26e-10	-0.31	0.00246
T20G5.8	WBGene00011870	-	-2.00762520120724	0.0006230255	-							
DY3.5	WBGene00004115	pqn-26	-2.00662520120724	0.001686449	-							
Y37D8A.6	WBGene00012548		-2.00204	0.00479569	ENSP00000351975	ENSG00000089486	chromosome 16 open reading frame 5	C16orf5	-0.104	0.0515	-0.00662	0.904
T01E8.8	WBGene00011335	-	-2.00062520120724	0.004260303	-							
C52B9.9	WBGene00003179	mec-18	-1.99962520120724	0.001102175	-							
F42G9.9b	WBGene00004212	ptl-1	-1.99713	0.000512114	ENSP00000353375	ENSG00000047849	microtubule-associated protein 4	MAP4	0.0265	0.522	-0.000668	0.991
C18B2.5b	WBGene00015956	-	-1.99062520120724	0.0002699214	-							
C03B1.7	WBGene00015378	-	-1.99062520120724	0.00942084	-							
K11D12.3	WBGene00005655	srr-4	-1.98962520120724	0.0007322577	-							
C04F6.3	WBGene00000503	cht-1	-1.98732	0.00149482	ENSP00000356198	ENSG00000133063	chitinase 1 (chitotriosidase)	CHIT1	0.0251	0.574	0.105	0.0851
B0564.9	WBGene00007208	-	-1.97762520120724	0.004377448	-							
Y71F9AR.1	WBGene00000237	bam-2	-1.97762520120724	0.005048164	-							
ZC168.1	WBGene00003568	ncx-3	-1.97662520120724	0.002196161	-							
F53A9.3	WBGene00018726	-	-1.97362520120724	0.0001146617	-							
K04H4.2a	WBGene00010573	-	-1.97362520120724	0.0003627146	-							
C37C3.13	WBGene00016505	-	-1.97162520120724	0.004665318	-							

F39D8.1b	WBGene00004123	pqn-36	-1.97062520120724	0.0004710579	-							
Y41D4A.1	WBGene00021504	-	-1.96862520120724	0.0002092524	-							
T24C12.4	WBGene00020766	-	-1.96662520120724	0.0001238028	-							
F42C5.7	WBGene00001713	grl-4	-1.96662520120724	0.0001791611	-							
C24A1.2	WBGene00016029		-1.96525	0.000539325	ENSP00000257831	ENSG00000135373	Ets homologous factor	EHF	0.0641	0.0523	-0.0016	0.959
T05F1.9	WBGene00011494	-	-1.96162520120724	0.005114483	-							
T27C4.1	WBGene00020854	-	-1.96062520120724	0.002885553	-							
T25D10.4	WBGene00020801	-	-1.95862520120724	0.0004051728	-							
F49A5.8	WBGene00005770	srw-23	-1.95862520120724	0.002794088	-							
D1009.1a	WBGene00017012		-1.95544	0.00240757	ENSP00000300456	ENSG00000167114	solute carrier family 27 (fatty acid transporter), member 4	SLC27A4	0.00502	0.896	-0.225	4.55e-05
F25G6.7a	WBGene00017798	-	-1.95462520120724	0.000149502	-							
F55A12.7	WBGene00000150	apm-1	-1.94562520120724	0.000616257	-							
C24G6.2b	WBGene00016059	-	-1.94562520120724	0.0008499568	-							
B0334.6	WBGene00007146		-1.9444	0.000516564	ENSP00000370779	ENSG00000180269						
F43G6.8	WBGene00009660	-	-1.94162520120724	0.0003887195	-							
F46G11.1	WBGene00018514		-1.93582	0.00242075	ENSP00000309595	ENSG00000107815	progressive external ophthalmoplegia 1	PEO1	0.0314	0.532	0.122	0.00646
C50B8.4	WBGene00008226	-	-1.93562520120724	0.0001561946	-							
Y73B6BR.1a	WBGene00004169	pqn-89	-1.93562520120724	0.002125453	-							
W02F12.2	WBGene00020947		-1.93337	0.00256464	ENSP00000342609	ENSG00000177076	N-acylsphingosine amidohydrolase 3-like	ASAH3L				
F01G10.6	WBGene00008509	-	-1.93162520120724	0.0004006195	-							
T05A1.1b	WBGene00003808	npr-2	-1.92562520120724	0.002540478	-							
Y38H6C.3	WBGene00012616	-	-1.92262520120724	0.0002649852	-							
ZK512.1	WBGene00013982	-	-1.91862520120724	0.0001396519	-							

T08H4.3	WBGene00020368	ast-1	-1.91743	0.000936269	ENSP00000353344	ENSG00000157557	v-ets erythroblastosis virus E26 oncogene homolog 2 (avian)	ETS2	0.156	0.139	-0.396	0.00103
T18D3.4	WBGene00003514	myo-2	-1.91497	0.00547204	ENSP00000348634	ENSG00000197616	Myosin heavy chain, cardiac muscle alpha isoform (MyHC-alpha)	MYH6	0.0246	0.21	-0.0157	0.595
K06A1.1	WBGene00019424		-1.91252	0.00795149	ENSP00000201031	ENSG000000087510	transcription factor AP-2 gamma (activating enhancer binding protein 2 gamma)	TFAP2C	0.012	0.633	0.0368	0.311
F58B4.6	WBGene00010239	-	-1.91162520120724	0.0007296366	-							
K07D8.1	WBGene00003497	mup-4	-1.9113	0.0036599	ENSP00000325527	ENSG00000166147	fibrillin 1 (Marfan syndrome)	FBN1	0.0636	0.143	0.00268	0.957
T06E4.8	WBGene00011535	-	-1.90862520120724	0.0002092524	-							
Y54E10A.16a	WBGene00021834	-	-1.90862520120724	0.000769897	-							
C49G7.5	WBGene00016783	-	-1.90762520120724	0.003522872	-							
W03F9.4	WBGene00021002	-	-1.90562520120724	0.0004603871	-							
W02G9.4	WBGene00020954	-	-1.90462520120724	0.003774393	-							
C42D8.8a	WBGene00000149	apl-1	-1.90271	0.00191442	ENSP00000221891	ENSG00000105290	amyloid beta (A4) precursor-like protein 1	APLP1	-0.258	0.00208	-0.134	0.0344
C39D10.6	WBGene00016533	-	-1.90062520120724	0.0006763265	-							
F52H3.5	WBGene00009947		-1.90026	0.00140831	ENSP00000307640	ENSG00000172425						
F53A9.7	WBGene00018730	-	-1.89862520120724	0.003830853	-							
T23F11.3	WBGene00011955	cdka-1	-1.89658	0.00149346	ENSP00000318486	ENSG00000176749	cyclin-dependent kinase 5, regulatory subunit 1 (p35)	CDK5R1	-0.131	0.00933	-0.194	0.022
F13E9.11	WBGene00008760	-	-1.89562520120724	0.0005951081	-							
R02E12.5	WBGene00019829	-	-1.88962520120724	0.004132809	-							

F52D10.2	WBGene00009930		-1.888	0.00142099	ENSP00000	ENSG000	family with<br>sequence<br>similarity 43,<br>member A	FAM43A	0.125	0.00636	-0.145	0.195
T10B10.6	WBGene00011683	phat-6	-1.88762520120724	0.003307538	-	371397	00185112					
F53F1.4	WBGene00009982	-	-1.88462520120724	0.0002743055	-							
C54G7.3a	WBGene00002983	lgx-1	-1.88162520120724	0.0003040117	-							
Y73F8A.5	WBGene00013518		-1.87328	0.0044768	ENSP00000	ENSG000		KIAA1324	-0.137	0.00006	-0.111	0.0204
Y70C5C.6b	WBGene00003702	nhr-112	-1.86962520120724	0.0006800552	-	234923	00116299	maba1				
F26A10.1	WBGene00017813	-	-1.86462520120724	0.002188633	-							
Y39E4B.13	WBGene00012721	-	-1.86462520120724	0.007060118	-							
T08B2.4	WBGene00020345	-	-1.86262520120724	0.004884213	-							
C49F8.3	WBGene00008215	-	-1.86162520120724	0.0008107688	-							
B0462.1	WBGene00007181	-	-1.86162520120724	0.002553507	-							
R07H5.11	WBGene00011131	-	-1.85962520120724	0.0076038	-							
W01A11.4	WBGene00002273	lec-10	-1.85862520120724	0.001718901	-							
F26G1.5	WBGene00017841	-	-1.85662520120724	0.0003741234	-							
F53B3.3	WBGene00018742	-	-1.85662520120724	0.0005170232	-							
F15D4.8	WBGene00001459	flp-16	-1.85662520120724	0.006793188	-							
T05G5.10	WBGene00002064	iff-1	-1.85489	0.000751236	ENSP00000	ENSG000	eukaryotic<br>translation<br>initiation factor<br>5A	EIF5A	-0.0503	0.421	0.0544	0.565
F53B3.5	WBGene00018743	-	-1.85462520120724	0.0002092524	-	336702	00132507					
F47A4.1b	WBGene00009799	-	-1.84862520120724	0.003053015	-							
C38C6.6	WBGene00007999	tag-297	-1.84862520120724	0.00327412	-							
Y110A7A.2	WBGene00022454		-1.8463	0.00121813	ENSP00000	ENSG000	TNF receptor-<br>associated<br>factor 3	TRAF3	-0.161	0.019	-0.0854	0.195
K06H7.9	WBGene00019460	idi-1	-1.8463	0.00832285	ENSP00000	ENSG000	isopentenyl-<br>diphosphate<br>delta isomerase	IDI1	0.0567	0.0735	-0.0729	0.118
F58A6.10	WBGene00019027	srb-12	-1.84562520120724	0.00098953	-	370748	00067064					
E03D2.1	WBGene00003751	nlp-13	-1.84262520120724	0.005515253	-							
F48C11.3	WBGene00003741	nlp-3	-1.84162520120724	0.009667947	-							
F29C12.1	WBGene00004120	pqn-32	-1.83962520120724	0.001357627	-							
F53F4.13	WBGene00009995	-	-1.83862520120724	0.0004067526	-							
B0280.7	WBGene00015103	-	-1.83662520120724	0.0005496379	-							
T16G1.1	WBGene00004150	pqn-67	-1.83562520120724	0.001021615	-							

B0303.7	WBGene00015128		-1.83527	0.00748734	ENSP00000302913	ENSG00000109686	SH3 domain protein D19	SH3D19	0.139	0.00564	-0.0822	0.268
							potassium intermediate/small conductance calcium-activated channel, subfamily N, member 2					
F08A10.1b	WBGene00008570		-1.83527	0.00576669	ENSP00000374097	ENSG00000080709		KCNN2	0.423	3.43e-05	0.0721	0.508
F33D4.3	WBGene00001456	flp-13	-1.83362520120724	0.001269682	-							
T13H5.2	WBGene00011756	ctg-2	-1.83362520120724	0.005070931	-							
F53A9.9	WBGene00018732	-	-1.83262520120724	0.006033266	-							
W07E11.4	WBGene00012327	-	-1.82662520120724	0.001181518	-							
W02D9.5	WBGene00012211	-	-1.82362520120724	0.001981896	-							
							Potassium voltage-gated channel, KQT-like subfamily, member 5					
C25B8.1a	WBGene00002233	kqt-1	-1.823	0.00634552	ENSP00000347853	ENSG00000185760		KCNQ5	-0.104	0.00106	0.0391	0.375
C25A11.4b	WBGene00000100	ajm-1	-1.81962520120724	0.00148536	-							
							hydroxysteroid (17-beta) dehydrogenase					
C10F3.2	WBGene00000979	dhs-16	-1.8181	0.000743521	ENSP00000318631	ENSG00000025423	6	HSD17B6	-0.0382	0.633	0.305	0.0044
F31F6.5	WBGene00000902	daf-6	-1.81562520120724	0.001978036	-							
F45H7.4	WBGene00004183	prk-2	-1.81442	0.00211487	ENSP00000353824	ENSG00000198355	pim-3 oncogene PIM3		0.126	0.0602	-0.0209	0.685
ZK1248.2	WBGene00000650	col-74	-1.81362520120724	0.001388461	-							
T12A2.16a	WBGene00001989	hot-4	-1.81362520120724	0.002254155	-							
C13D9.1	WBGene00005657	srr-6	-1.81062520120724	0.001390333	-							
K06A5.8a	WBGene00019434		-1.80461	0.000938087	ENSP00000358982	ENSG00000085433	WD repeat domain 47	WDR47	-0.625	2.13e-10	-0.0271	0.648
F11D5.1b	WBGene00017380	-	-1.80362520120724	0.001430322	-							
C15H9.11	WBGene00015805	-	-1.80262520120724	0.002638225	-							
W04G3.8	WBGene00012261	-	-1.79662520120724	0.003077935	-							
Y75B8A.20	WBGene00001724	grl-15	-1.79562520120724	0.0005170232	-							
F39G3.5a	WBGene00018210	-	-1.78962520120724	0.0003635001	-							
Y66D12A.24	WBGene00013448	-	-1.78762520120724	0.0004897584	-							

ZK970.7	WBGene00014173	-	-1.78762520120724	0.002188633	-								
F26E4.7a	WBGene00009162	-	-1.78062520120724	0.0005350282	-								
ZC334.2	WBGene00002113	ins-30	-1.77562520120724	0.003477871	-								
C25H3.1	WBGene00016111	-	-1.76562520120724	0.008113767	-								
T06E4.9	WBGene00011536	-	-1.76262520120724	0.0004006195	-								
AH9.2	WBGene00000797	crn-4	-1.75762520120724	0.004966369	-								
M195.3	WBGene00000135	amt-3	-1.75662520120724	0.001581956	-								
						ENSP00000	ENSG000	EGF-like-domain, multiple 3	EGFL3	0.139	0.000192	0.0526	0.27
Y64G10A.7	WBGene00013416		-1.75556	0.00951475	348982	00162591							
K10D6.2c	WBGene00010742	-	-1.75362520120724	0.0005411367	-								
F53B1.4	WBGene00018737	-	-1.75362520120724	0.004001721	-								
T28C6.4	WBGene00000691	col-117	-1.75062520120724	0.0004157021	-								
						ENSP00000	ENSG000	growth differentiation factor 11					
B0412.2	WBGene00000903	daf-7	-1.74943	0.0081599	257868	00135414		GDF11	-0.0199	0.594	0.0839	0.0681	
F35H10.4	WBGene00006914	vha-5	-1.74662520120724	0.002683675	-								
F58G1.4	WBGene00010266	-	-1.74362520120724	0.0002864788	-								
Y45F10A.5	WBGene00003755	nlp-17	-1.73962520120724	0.0007496986	-								
C45B2.2	WBGene00016659	-	-1.73762520120724	0.001593394	-								
F47B8.1	WBGene00009802	-	-1.73762520120724	0.002390992	-								
						ENSP00000	ENSG000	chromosome 5 open reading frame 4					
F49E12.10	WBGene00009903		-1.73594	0.00583134	320604	00170271		C5orf4	0.144	6.57e-06	-0.000859	0.989	
T06E4.10	WBGene00011537	-	-1.73462520120724	0.0007496986	-								
ZK154.1	WBGene00022665	-	-1.73462520120724	0.001520771	-								
C34H4.4a	WBGene00000681	col-107	-1.73262520120724	0.0006611196	-								
F38B6.3	WBGene00018173	-	-1.73162520120724	0.001257172	-								
						ENSP00000	ENSG000	Kruppel-like factor 9					
F53F8.1	WBGene00009998		-1.72981	0.00098086	366330	00119138		KLF9	0.0652	0.146	0.00925	0.861	
								ATP-binding cassette, sub-family A (ABC1), member 1					
F12B6.1	WBGene00000020	abt-2	-1.72858	0.00873117	363868	00165029		ABCA1	0.0535	0.208	0.0904	0.0654	
F53A9.8	WBGene00018731	-	-1.72762520120724	0.001654431	-								
Y76B12C.1	WBGene00022295	-	-1.72662520120724	0.00032653	-								
T06E4.11	WBGene00004146	pqn-63	-1.72362520120724	0.0004020331	-								
C10C5.2	WBGene00007506	-	-1.72362520120724	0.008183025	-								
B0213.3	WBGene00003766	nlp-28	-1.72162520120724	0.0008835172	-								
ZK54.1	WBGene00022647	-	-1.71662520120724	0.0007785597	-								

T05B4.3	WBGene00020237	phat-4	-1.71462520120724	0.0005614246	-
T24C4.4	WBGene00020760	-	-1.71462520120724	0.00139378	-
C37E2.4	WBGene00000457	ceh-36	-1.71362520120724	0.002613426	-
T03F1.11	WBGene00020192	-	-1.71162520120724	0.001445365	-
T19H5.4	WBGene00011849	-	-1.71162520120724	0.002223921	-

T22H2.5b	WBGene00011935	scrm-1	-1.71019	0.00265205	ENSP00000345494	ENSG00000188313	phospholipid<br>scramblase 1	PLSCR1	0.331	0.0526	0.133	0.253
C45B2.7	WBGene00004219	ptr-4	-1.70662520120724	0.002615866	-							
C23H3.9c	WBGene00016022	-	-1.70362520120724	0.0003143407	-							
F48B9.4	WBGene00018590	nlp-37	-1.70062520120724	0.002390992	-							
C09F12.1	WBGene00000522	clc-1	-1.70062520120724	0.002743043	-							
M88.4	WBGene00010907	-	-1.69862520120724	0.001830344	-							
C25B8.6	WBGene00003710	nhr-120	-1.69862520120724	0.005305082	-							
F35H10.10	WBGene00018073	-	-1.69662520120724	0.0003674862	-							

F40E10.2	WBGene00004950	sox-3	-1.69547	0.00145089	ENSP00000359567	ENSG00000134595	SRY (sex<br>determining<br>region Y)-box 3	SOX3	0.185	2.78e-07	0.0289	0.557
ZK899.2	WBGene00014141	-	-1.69462520120724	0.0005131538	-							
K11G9.1	WBGene00019652	-	-1.69162520120724	0.002308995	-							
K02E10.6	WBGene00019320	-	-1.69062520120724	0.0006033311	-							
R12E2.7	WBGene00020033	-	-1.68862520120724	0.0007191506	-							
F53C3.4	WBGene00018748	-	-1.68862520120724	0.005349995	-							
K08E5.2b	WBGene00003519	nac-3	-1.68762520120724	0.006576951	-							
W08E12.6	WBGene00021087	-	-1.68462520120724	0.0005614246	-							
Y75B7AR.1	WBGene00022287	-	-1.68162520120724	0.0007191506	-							
F14D7.8	WBGene00008795	-	-1.68062520120724	0.001177434	-							

K01C8.3a	WBGene00006562	tdc-1	-1.6783	0.00593693	ENSP00000339928	ENSG00000132437	Dopa<br>decarboxylase<br>(aromatic L-<br>amino acid<br>decarboxylase)	DDC	-0.0553	0.152	-0.0549	0.277
ZK1320.5	WBGene00014255	-	-1.67562520120724	0.000815084	-							
C27A7.8	WBGene00007758	-	-1.67462520120724	0.0007326097	-							
T28B4.4	WBGene00020887	-	-1.67362520120724	0.006563451	-							
F47B8.2	WBGene00009803	-	-1.67162520120724	0.001513591	-							
Y32F6B.2	WBGene00003570	ncx-5	-1.67162520120724	0.008313441	-							
K10D3.4	WBGene00010738	-	-1.67062520120724	0.000501023	-							

H19J13.1	WBGene00010403		-1.66972	0.00608286	ENSP00000<br>296358	ENSG000<br>00163982	otopetrin 1	OTOP1					
M03A1.7	WBGene00000928	dao-2	-1.66862520120724	0.0009204087	-								
F54C1.9	WBGene00006058	sst-20	-1.66862520120724	0.0009249432	-								
ZK180.5a	WBGene00022679	-	-1.66862520120724	0.004001721	-								
T07D1.3	WBGene00020302	-	-1.66562520120724	0.0004585217	-								
C32F10.4	WBGene00016332	-	-1.66562520120724	0.001520771	-								
Y38F2AL.1	WBGene00021415	nsy-4	-1.66562520120724	0.001678689	-								
F02C12.1	WBGene00008515	-	-1.66462520120724	0.006186415	-								
W02A2.5	WBGene00012190	-	-1.66362520120724	0.004543798	-								
DC2.3	WBGene00017080	-	-1.66162520120724	0.001520771	-								
C05E11.8	WBGene00001455	flp-12	-1.66162520120724	0.00554411	-								
C49C3.12	WBGene00008202	-	-1.65762520120724	0.004178784	-								
T25F10.3	WBGene00020806	-	-1.65562520120724	0.002515984	-								
Y55F3C.7b	WBGene00021950	-	-1.65462520120724	0.000605359	-								
T06D8.10	WBGene00011530	-	-1.65062520120724	0.005223131	-								
T04G9.2	WBGene00003534	nas-15	-1.64762520120724	0.0007191506	-								
Y46H3A.4	WBGene00021600	-	-1.64562520120724	0.0008773175	-								
							solute carrier family 6 (neurotransmitter transporter, noradrenalin), member 2						
T23G5.5	WBGene00000934	dat-1	-1.64519	0.0039286	ENSP00000<br>219833	ENSG000<br>00103546							
Y37D8A.16	WBGene00012554	-	-1.64162520120724	0.0008315449	-		SLC6A2	0.0503	0.113	0.0195	0.608		
F59A3.1	WBGene00019074		-1.64152	0.00904096	ENSP00000<br>225719	ENSG000<br>00108582	carboxypeptidase D	CPD	0.06	0.323	-0.0522	0.328	
Y54G2A.4	WBGene00021870		-1.63906	0.00199746	ENSP00000<br>332624	ENSG000<br>00182544							
T01D1.4	WBGene00020149	-	-1.63862520120724	0.005597345	-								
							neuronal guanine nucleotide exchange factor						
K07D4.7b	WBGene00019487	tag-218	-1.63784	0.00487687	ENSP00000<br>264051	ENSG000<br>00066248							
F41H10.8	WBGene00001244	elo-6	-1.63262520120724	0.0005258397	-		NGEF	-0.997	9.72e-09	-0.831	0.000244		
ZK896.6	WBGene00014137	-	-1.63262520120724	0.001235662	-								
Y79H2A.1	WBGene00000273	brp-1	-1.63262520120724	0.00671184	-								
Y43F8B.3	WBGene00012814	-	-1.63162520120724	0.000497302	-								
C40H5.4	WBGene00008047	lact-7	-1.63162520120724	0.001116129	-								

C06C6.5b	WBGene00003640	nhr-50	-1.63162520120724	0.001201967	-							
W07B8.3	WBGene00021071	-	-1.62962520120724	0.0008773175	-							
K08H2.1	WBGene00004827	skr-21	-1.62562520120724	0.005430889	-							
C33A12.4	WBGene00007883	-	-1.62462520120724	0.00113621	-							
F46F6.4	WBGene00001122	dylf-6	-1.62435	0.00702525	ENSP00000264020	ENSG00000118096	chromosome 11<br>open reading frame2	C11orf2	-0.255	0.000619	-0.0896	0.152
K07E3.4a	WBGene00019492		-1.62435	0.00453537	ENSP00000216605	ENSG00000100714	methylenetetrahydrofolate dehydrogenase (NADP+ dependent) 1, methenyltetrahydrofolate cyclohydrolase, formyltetrahydrofolate synthetase	MTHFD1	-0.453	1.28e-09	-0.0196	0.772
W04G3.1	WBGene00012255	-	-1.62262520120724	0.002861478	-							
F57G12.2	WBGene00010222	-	-1.62262520120724	0.003093815	-							
C04C3.5	WBGene00001119	dylf-3	-1.6219	0.00422508	ENSP00000344392	ENSG00000103351	clusterin associated protein 1	CLUAP1	-0.0256	0.533	-0.0895	0.0916
Y11D7A.4	WBGene00004281	rab-28	-1.62067	0.00147487	ENSP00000340079	ENSG000001057869	RAB28, member RAS oncogene family RAB28		0.0562	0.0429	-0.046	0.379
T23F4.2	WBGene00020740	-	-1.61962520120724	0.002536269	-							
VH15N14R.1	WBGene00012151	-	-1.61862520120724	0.0008574562	-							
D1054.9b	WBGene00008376	-	-1.61762520120724	0.0005011512	-							
F57B1.5	WBGene00010188	-	-1.61462520120724	0.006845192	-							
C50D2.2	WBGene00016806		-1.60963	0.00152992	ENSP00000372390	ENSG00000099960	solute carrier family 7 (cationic amino acid transporter, y+ system), member 4	SLC7A4	-0.0134	0.77	0.0229	0.712
K01D12.5	WBGene00010464	-	-1.60662520120724	0.0007649613	-							
Y37E11AL.5	WBGene00021361	-	-1.60662520120724	0.001138466	-							

ZC247.3	WBGene00003000	lin-11	-1.60595	0.00131882	ENSP00000254457	ENSG00000132130	LIM homeobox 1<br>UDP-glucose<br>ceramide<br>glucosyltransferase	LHX1	-0.0566	0.211	-0.0272	0.537
T06C12.10	WBGene00011517	cgt-1	-1.60473	0.00360876	ENSP00000363397	ENSG00000148154	ase	UGCG	-0.307	0.00439	-0.161	0.0603
C54G7.3b	WBGene00002983	lgx-1	-1.60462520120724	0.0007326097	-							
T12A2.16b	WBGene00001989	hot-4	-1.60462520120724	0.001102175	-							
C50F2.7	WBGene00016840	-	-1.60262520120724	0.0006116005	-							
K08A8.2a	WBGene00004949	sox-2	-1.60228	0.00686073	ENSP00000265007	ENSG00000039600	SRY (sex<br>determining<br>region Y)-box<br>30	SOX30	0.00622	0.727	0.00836	0.748
M195.2	WBGene00010948	-	-1.60162520120724	0.0005951081	-							
C44C1.3	WBGene00003563	ncs-1	-1.60105	0.0018771	ENSP00000361475	ENSG00000107130	Frequenin<br>homolog<br>(Drosophila)	FREQ	-0.0768	0.033	0.0152	0.736
C50D2.1	WBGene00016805	-	-1.59962520120724	0.002314883	-							
Y67A10A.8	WBGene00013457		-1.59737	0.0040857	ENSP00000344203	ENSG00000163291	progesterone and<br>adipoQ receptor<br>family member<br>III	PAQR3	-0.0385	0.561	0.0887	0.255
F20C5.4	WBGene00008969	-	-1.59662520120724	0.0007326097	-							
C01G12.10	WBGene00007250	nspB-8	-1.59662520120724	0.003529543	-							
F48F7.1	WBGene00000105	alg-1	-1.59614	0.00479998	ENSP00000220592	ENSG00000123908	Eukaryotic<br>translation<br>initiation factor<br>2C 2 (eIF2C 2)<br>(eIF-2C 2)<br>(Argonaute-2)<br>(Slicer protein)<br>(PAZ Piwi<br>domain protein)<br>(PPD)	EIF2C2	0.194	0.00337	0.0679	0.123
F09E10.6	WBGene00017296	-	-1.59562520120724	0.0004100157	-							
F39H2.1	WBGene00009562	flp-22	-1.59562520120724	0.009683108	-							

VF36H2L.1	WBGene00000147	aph-1	-1.59369	0.00177258	ENSP00000261879	ENSG00000138613	anterior pharynx defective 1 homolog B (C. elegans) /// anterior pharynx defective 1 homolog B (C. elegans) diaphorase (NADH)	APH1B	-0.00867	0.829	-0.00845	0.86
T05H4.4	WBGene00020267		-1.59369	0.00444812	ENSP00000338461	ENSG00000100243	(cytochrome b-5 reductase)	DIA1	0.211	2.09e-05	0.0501	0.468
T23H4.1	WBGene00002142	inx-20	-1.59162520120724	0.0006491561	-							
Y53F4B.27	WBGene00013173	-	-1.58562520120724	0.000558412	-							
C36H8.2	WBGene00002128	inx-6	-1.58162520120724	0.0005614246	-							
F18G5.3	WBGene00001674	gpa-12	-1.58143	0.00675292	ENSP00000275364	ENSG00000146535	guanine nucleotide binding protein (G protein) alpha 12	GNA12	0.247	3.7e-05	0.246	0.000745
T14D7.2	WBGene00011768	-	-1.57662520120724	0.006055877	-							
R08F11.5	WBGene00005754	srw-7	-1.57562520120724	0.002067467	-							
F14B8.5b	WBGene00017447	-	-1.57362520120724	0.001467469	-							
F25E5.3	WBGene00017784	-	-1.57362520120724	0.005767802	-							
F10D7.2	WBGene00017339		-1.57284	0.00159147	ENSP00000332646	ENSG00000109736	Tetracycline transporter-like protein	TETRAN	0.0717	0.0764	0.133	0.077
C18A11.2	WBGene00015948		-1.57162520120724	0.004692993	-							
R102.2	WBGene00011289	-	-1.56962520120724	0.0005614246	-							
R74.8a	WBGene00011282	-	-1.56962520120724	0.003628649	-							
C31H2.1a	WBGene00016292		-1.56917	0.00250095	ENSP00000293970	ENSG00000162065	KIAA1171 protein	KIAA1171	-0.171	0.00913	-0.0385	0.636
ZK1128.5	WBGene00044072	tag-246	-1.56549	0.00650846	ENSP00000262188	ENSG000000082014	SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 3	SMARCD3	-0.43	8.79e-08	0.0345	0.652

					ENSP00000	ENSG000	Chromosome 8<br>open reading<br>frame 1					
F30B5.4	WBGene00017934		-1.56426	0.00477655	297438	00164823	C8orf1	0.019	0.502	0.0531	0.173	
					ENSP00000	ENSG000						
Y57G11C.24d	WBGene00001330	eps-8	-1.56181	0.00280665	201647	00131037	EPS8-like 1	EPS8L1	-0.0172	0.644	0.00362	0.963
T23B3.2	WBGene00020710	-	-1.55862520120724	0.006113657	-							
Y73F8A.19	WBGene00006441	tag-64	-1.55662520120724	0.009078428	-							
K04B12.1	WBGene00004048	plx-2	-1.55562520120724	0.001611863	-							
F22E12.3	WBGene00009060		-1.55362520120724	0.004178192	-							
C29H12.6	WBGene00016237	-	-1.55262520120724	0.001896837	-							
Y77E11A.2	WBGene00022307	-	-1.55062520120724	0.0006791063	-							
C27H2.3	-	-	-1.54962520120724	0.003728648	-							
R05D7.5	WBGene00011030	-	-1.54862520120724	0.0006624761	-							
W09C5.5	WBGene00012352	-	-1.54862520120724	0.0008786058	-							
T28F4.2	WBGene00012137	asic-2	-1.54662520120724	0.002593202	-							
					ENSP00000	ENSG000	carboxypeptida<br>se A2					
ZC434.9b	WBGene00013895		-1.54587	0.00232879	222481	00158516	(pancreatic)	CPA2	0.0847	0.0564	-0.00519	0.928
C23H5.2b	WBGene00016024	-	-1.54562520120724	0.0006279703	-							
F22B5.3	WBGene00009041	cut-3	-1.54362520120724	0.000710121	-							
C47D2.1	WBGene00016738	-	-1.54362520120724	0.001001762	-							
C49G7.10	WBGene00016788	-	-1.54362520120724	0.006102265	-							
D1005.5	WBGene00016999	-	-1.54262520120724	0.0009704376	-							
F53A9.2	WBGene00018725	-	-1.54262520120724	0.001399601	-							
					ENSP00000	ENSG000	target of myb1-<br>like 2 (chicken)	TOM1L2	-0.0351	0.299	-0.148	0.0174
C07A12.7a	WBGene00015561		-1.54096	0.00318634	368818	00175662						
T26C12.4	WBGene00001548	gcy-23	-1.54062520120724	0.0007496986	-							
Y39B6A.5	WBGene00012668	-	-1.54062520120724	0.009658444	-							
					ENSP00000	ENSG000	carboxypeptida<br>se A2					
Y18H1A.9	WBGene00021213		-1.53606	0.00310133	222481	00158516	(pancreatic)	CPA2	0.0847	0.0564	-0.00519	0.928
					ENSP00000	ENSG000	distal-less<br>homeo box 5	DLX5	-0.186	7.65e-05	0.0644	0.154
C28A5.4	WBGene00000463	ceh-43	-1.53238	0.0048755	222598	00105880						
W02D7.3	WBGene00020939	-	-1.53062520120724	0.002390992	-							
T28F4.1	WBGene00012136	-	-1.52962520120724	0.001371633	-							
Y40H7A.4	WBGene00012744	-	-1.52362520120724	0.0009000061	-							
T19A5.3a	WBGene00020554	-	-1.52362520120724	0.004692993	-							
C53C9.2	WBGene00016898	-	-1.52262520120724	0.00848387	-							

C48D5.1	WBGene00003605	nhr-6	-1.52134	0.00256409	ENSP00000344479	ENSG00000153234	Nuclear receptor subfamily 4, group A, member 2	NR4A2	0.177	0.0486	-0.0141	0.855
ZK678.5	WBGene00006950	wrt-4	-1.52062520120724	0.001197031	-							
C44H4.1	WBGene00008093	-	-1.51962520120724	0.001520771	-							
Y113G7B.11	WBGene00013761	-	-1.50762520120724	0.003539389	-							
T13H5.3	WBGene00011757	-	-1.50662520120724	0.0007035365	-							
C02F5.8	WBGene00006627	tsp-1	-1.50662520120724	0.003728648	-							
Y37D8A.23c	WBGene00006762	unc-25	-1.50417	0.00930084	ENSP00000350928	ENSG00000128683	glutamate decarboxylase 1 (brain, 67kDa)	GAD1	-0.673	2.85e-07	-0.796	0.00244
C42C1.2	WBGene00016580		-1.50172	0.00541057	ENSP00000228705	ENSG00000111110	protein phosphatase 1H (PP2C domain containing)	PPM1H	-0.0239	0.472	-0.172	0.00342
K02A4.2	WBGene00001681	gpc-1	-1.50172	0.0026157	ENSP00000360021	ENSG00000172380	guanine nucleotide binding protein (G protein), gamma 12	GNG12	0.316	3.18e-07	0.139	0.0061
Y47D3A.2	WBGene00012923	fbxa-128	-1.50062520120724	0.001568062	-							
Y57G11C.45	WBGene00013334	-	-1.49962520120724	0.001304383	-							
C14F5.2	WBGene00006980	zig-3	-1.49962520120724	0.00766301	-							
W08F4.6	WBGene00021095	mlt-8	-1.49662520120724	0.00467905	-							
Y110A2AL.8b	WBGene00004210	ptc-3	-1.49559	0.00489958	ENSP00000332353	ENSG00000185920	patched homolog (Drosophila)	PTCH1	0.00986	0.784	0.122	0.021
Y54G2A.25c	WBGene00002243	lad-2	-1.49559	0.00213879	ENSP00000359077	ENSG00000198910	L1 cell adhesion molecule	L1CAM	-0.236	5.26e-06	-0.102	0.094
ZK1010.4	WBGene00014178	-	-1.49362520120724	0.00531628	-							
T05E11.3	WBGene00011480		-1.49314	0.00304733	ENSP00000299767	ENSG00000166598	tumor rejection antigen (gp96) 1	TRA1	-0.0347	0.709	-0.0623	0.501
Y37A1B.7	WBGene00012540	-	-1.49262520120724	0.001269617	-							
Y71H2B.10a	WBGene00000160	apb-1	-1.49191	0.00963479	ENSP00000350199	ENSG00000100280	adaptor-related protein complex 1, beta 1 subunit	AP1B1	0.0133	0.756	-0.064	0.301

C32D5.7	WBGene00016315	-	-1.48962520120724	0.001720154	-
ZK180.5b	WBGene00022679	-	-1.48762520120724	0.00977749	-

K01C8.3b	WBGene00006562	tdc-1	-1.48701	0.00541071	ENSP00000339928	ENSG00000132437	Dopa decarboxylase (aromatic L-amino acid decarboxylase)	DDC	-0.0553	0.152	-0.0549	0.277
Y22D7AL.16	WBGene00021254		-1.48462520120724	0.0009700651	-							
C46E1.1	WBGene00008115	-	-1.48462520120724	0.002574447	-							
K03H1.4	WBGene00010539	-	-1.48362520120724	0.004219066	-							
F01G12.2a	WBGene00006353	sur-7	-1.48362520120724	0.007808274	-							
F54B8.4	WBGene00010019	-	-1.48262520120724	0.000893048	-							
ZK154.3	WBGene00003171	mec-7	-1.48262520120724	0.001790284	-							

F41E7.1	WBGene00009617		-1.48087	0.00755379	ENSP00000296422	ENSG00000164037	Na ⁺ /H ⁺ exchanger domain containing 1	NHEDC1				
C49G7.3	WBGene00016781	-	-1.48062520120724	0.001357627	-							
F53H4.5	WBGene00010010	-	-1.48062520120724	0.002216801	-							
M03E7.2	WBGene00019754	-	-1.47762520120724	0.001257172	-							
Y105E8A.5	WBGene00000241	bbs-1	-1.47762520120724	0.001552172	-							
C07D10.4	WBGene00003526	nas-7	-1.47662520120724	0.001480923	-							

F22D6.3a	WBGene00003815	nrs-1	-1.47597	0.00800776	ENSP00000256854	ENSG00000134440	asparaginyl-tRNA synthetase /// asparaginyl-tRNA synthetase	NARS	-0.12	0.0107	-0.0771	0.0481
C37H5.1	WBGene00003591	nex-4	-1.47462520120724	0.008703459	-							
F41E6.2	WBGene00001694	grd-5	-1.47162520120724	0.0007899062	-							
K06A4.7	WBGene00010597		-1.47162520120724	0.005688866	-							
T05B4.10	WBGene00020241	-	-1.46962520120724	0.004464422	-							
F36H5.8	WBGene00018106	-	-1.46962520120724	0.007098263	-							
F37A8.4	WBGene00003748	nlp-10	-1.46762520120724	0.00300476	-							
Y46B2A.1	WBGene00021576	-	-1.46662520120724	0.0008835172	-							
F52E4.5	WBGene00018702	-	-1.46462520120724	0.004665318	-							
F27C1.4	WBGene00017854	-	-1.46362520120724	0.005963218	-							
F31D4.8	WBGene00009293	-	-1.46362520120724	0.006055877	-							
F40F4.6	WBGene00018237	-	-1.46162520120724	0.0008679104	-							
C02E7.6	WBGene00015339	-	-1.46062520120724	0.0008390602	-							
Y57G11C.31	WBGene00013321	-	-1.46062520120724	0.0009431409	-							

D2063.3b	WBGene00017062	-	-1.46062520120724	0.00497475	-
T19D7.2	WBGene00020570	-	-1.45962520120724	0.001678689	-
C04G6.10	WBGene00015458	-	-1.45762520120724	0.0007008933	-
C08G5.4	WBGene00004926	snt-6	-1.45662520120724	0.002768855	-

						solute carrier family 20 (phosphate transporter), member 1				
B0222.3	WBGene00015055		-1.45635	0.00255843	ENSP00000272542	ENSG00000144136	SLC20A1	0.0644	0.401	-0.25 0.00233
B0348.4a	WBGene00001177	egl-8	-1.45512	0.00659609	ENSP00000334105	ENSG00000101333	phospholipase C, beta 4	PLCB4	0.0395	0.246 -0.203 0.00999
ZK1193.2	WBGene00022858	-	-1.45462520120724	0.001230807	-					

F56A11.3	WBGene00001165	efn-4	-1.45267	0.00357211	ENSP00000357392	ENSG00000169242	ephrin-A1	EFNA1	0.446	0.000337 0.18 0.0713
ZC155.5a	WBGene00022533	-	-1.45162520120724	0.008595552	-					

							interferon regulatory factor 2 binding protein 2			
M04G12.1b	WBGene00010867	tag-260	-1.45144	0.00624327	ENSP00000355568	ENSG00000168264	IRF2BP2	0.264	0.000409	-0.0873 0.324

F42G8.11	WBGene00004979	sph-1	-1.45144	0.00712932	ENSP00000263233	ENSG00000102003	synaptophysin	SYP	-0.44	2.04e-08 -0.247 0.0057
C48E7.1	WBGene00016749	-	-1.45062520120724	0.001441939	-					
F33H12.4	WBGene00005586	sri-74	-1.44862520120724	0.001269682	-					
T02E9.2	WBGene00001716	grl-7	-1.44862520120724	0.001391041	-					
C18D11.1	WBGene00007679	-	-1.44862520120724	0.003941517	-					
T01D1.3	WBGene00020148	-	-1.44862520120724	0.004459625	-					
T01B7.8	WBGene00011313	-	-1.44762520120724	0.0007899062	-					
F15B9.1	WBGene00001387	far-3	-1.44762520120724	0.002951596	-					
C08F11.13	WBGene00007460	-	-1.44662520120724	0.004220779	-					
F59B1.9	WBGene00000062	acr-23	-1.44662520120724	0.007441196	-					
C23H3.1	WBGene00001193	egl-26	-1.44462520120724	0.001109819	-					
F23B2.5a	WBGene00001444	flp-1	-1.44462520120724	0.001822802	-					
C42D4.3	WBGene00016596	-	-1.44362520120724	0.0009302254	-					
ZK54.3	WBGene00022648	-	-1.44162520120724	0.002883467	-					
C54D2.1	WBGene00016915	-	-1.43862520120724	0.001181518	-					
F09C3.2	WBGene00008610	-	-1.43862520120724	0.002568256	-					
F13B12.4	WBGene00008732	-	-1.43762520120724	0.002174939	-					
F36H1.11	WBGene00009496	-	-1.43762520120724	0.004988244	-					
F44E7.5a	WBGene00018427	-	-1.43462520120724	0.001674829	-					

K11D12.4	WBGene00019644	cpt-4	-1.43162520120724	0.0008801946	-							
F58E6.1a	WBGene00010251	-	-1.43162520120724	0.001218242	-							
F14D7.7	WBGene00008794	-	-1.43162520120724	0.001304383	-							
E04A4.2	WBGene00017117	fbxb-80	-1.43162520120724	0.004023996	-							
						ENSP00000	ENSG000					
F46F3.1	WBGene00000449	ceh-27	-1.4306	0.00499451	304331	00169840	GS homeobox 1 GSH1	-0.0902	0.0141	-0.0199	0.689	
F48F7.2	WBGene00006372	syn-2	-1.42862520120724	0.009425957	-							
							IQ motif<br>containing<br>GTPase					
						ENSP00000	ENSG000					
F09C3.1	WBGene00003980	pes-7	-1.42814	0.00738211	268182	00140575	activating<br>protein 1 IQGAP1	0.354	2.16e-06	0.143	0.252	
F26G1.2	WBGene00017838	-	-1.42762520120724	0.002912682	-							
C43C3.3	WBGene00001124	dyf-8	-1.42762520120724	0.006105483	-							
F41H10.5	WBGene00018318	-	-1.42162520120724	0.0009704376	-							
Y64G10A.6	WBGene00013415	-	-1.42162520120724	0.005364271	-							
R07B1.10	WBGene00002271	lec-8	-1.42062520120724	0.002095435	-							
							cytochrome<br>P450, family 3,<br>subfamily A,<br>polypeptide 5					
		cyp-<br>13A10			ENSP00000	ENSG000						
ZK1320.4	WBGene00014254	-	-1.41956	0.00813044	222982	00106258	CYP3A5	-0.019	0.47	0.0539	0.211	
ZC328.1	WBGene00022591	-	-1.41862520120724	0.0010786	-							
W06B3.2b	WBGene00004859	sma-5	-1.41862520120724	0.00307325	-							
							chromosome 9<br>open reading<br>frame 125 ///					
						ENSP00000	ENSG000					
F35C11.4	WBGene00009403		-1.41588	0.00670756	363984	00165152	open reading<br>frame 125 C9orf125	-0.388	7.67e-05	-0.274	0.0241	
							protease,<br>serine, 16					
						ENSP00000	ENSG000					
F23B2.11	WBGene00003958	pcp-3	-1.41466	0.00875005	366676	00112812	(thymus) PRSS16	0.0215	0.538	-0.0745	0.221	
F35E8.1	WBGene00009417	-	-1.41462520120724	0.004339155	-							
F18E9.2	WBGene00003745	nlp-7	-1.41462520120724	0.008677599	-							
M02H5.6	WBGene00003688	nhr-98	-1.41362520120724	0.0009704376	-							
H19M22.2b	WBGene00002915	let-805	-1.41362520120724	0.003347877	-							
Y71H2AL.1	WBGene00022164	-	-1.41362520120724	0.003541487	-							
F14B4.1	WBGene00008779	-	-1.41362520120724	0.004048031	-							
T07C5.3	WBGene00011566	nhr-214	-1.41162520120724	0.001743451	-							
F47D12.1a	WBGene00001518	gar-2	-1.41162520120724	0.004582421	-							
C26B2.8	WBGene00016130	-	-1.41062520120724	0.001102175	-							

F54H5.4	WBGene00003480	mua-1	-1.41062520120724	0.003843775	-								
T27F2.4	WBGene00012101	-	-1.40762520120724	0.001257213	-								
Y48G10A.6	WBGene00013023	-	-1.40462520120724	0.0009740664	-								
							cytochrome<br>P450, family 3,<br>subfamily A,<br>polypeptide 5						
T10B9.8	WBGene00011677	cyp-<br>13A1	-1.40362	0.00726553	ENSP00000<br>222982	ENSG000<br>00106258	CYP3A5	-0.019	0.47	0.0539	0.211		
T25E12.4a	WBGene00012019	dkf-2	-1.40239	0.00524473	ENSP00000<br>368356	ENSG000<br>00115825	protein kinase<br>D3	PRKD3	0.223	1.43e-05	0.0933	0.0893	
W04E12.9	WBGene00012254	-	-1.40062520120724	0.001138466	-								
F42E11.2c	WBGene00009632		-1.39871	0.00675292	ENSP00000<br>269346	ENSG000<br>00141540	tweety homolog<br>2 (Drosophila)	TTYH2	-0.0378	0.5	-0.246	0.000546	
F23H11.7	WBGene00017762	-	-1.39862520120724	0.001503824	-								
R05A10.2	WBGene00011019	-	-1.39862520120724	0.003027058	-								
T07C4.5	WBGene00011561	-	-1.39862520120724	0.00669748	-								
C30A5.6	WBGene00016240	-	-1.39762520120724	0.007098263	-								
F21F3.1	WBGene00017671	-	-1.39762520120724	0.008100861	-								
							odd-skipped<br>related 2<br>(Drosophila)						
C34H3.2	WBGene00003846	odd-2	-1.39626	0.00285176	ENSP00000<br>297565	ENSG000<br>00164920	OSR2	0.00975	0.702	0.00359	0.924		
Y110A2AL.4b	WBGene00022441	-	-1.39562520120724	0.001678689	-								
T23E7.4	WBGene00003744	nlp-6	-1.39562520120724	0.003728648	-								
							arrestin domain<br>containing 3						
F40F8.8	WBGene00009579		-1.39504	0.00821526	ENSP00000<br>265138	ENSG000<br>00113369	ARRDC3	0.653	9.31e-05	0.0788	0.636		
T02E1.8	WBGene00011380	-	-1.39262520120724	0.001021615	-								
C49G7.4	WBGene00016782	phat-3	-1.39262520120724	0.001358436	-								
							frizzled<br>homolog 8<br>(Drosophila) ///						
							frizzled<br>homolog 8<br>(Drosophila)						
F27E11.3a	WBGene00000478	cfz-2	-1.39258	0.00422876	ENSP00000<br>363826	ENSG000<br>00177283	FZD8	0.0629	0.164	0.162	0.0256		
F45E10.2b	WBGene00009729	-	-1.39162520120724	0.003398825	-								
K07C11.10	WBGene00019482	-	-1.39162520120724	0.005070931	-								
K08F9.3	WBGene00010686	-	-1.39162520120724	0.007206327	-								
F20B6.4	WBGene00017628	-	-1.38862520120724	0.003920001	-								
C26F1.10	WBGene00001464	flp-21	-1.38762520120724	0.001173715	-								
C01G12.11	WBGene00007251	nspb-9	-1.38562520120724	0.005193423	-								
F53G12.7	WBGene00000622	col-45	-1.38462520120724	0.001037695	-								
R05C11.1	WBGene00019873	-	-1.38462520120724	0.001157252	-								

Y48C3A.5b	WBGene00012989	-	-1.38462520120724	0.006677159	-
W01C9.5	WBGene00012178	-	-1.37762520120724	0.001480923	-

F52F12.6	WBGene00009939	ztf-11	-1.37664	0.00513209	ENSP00000327465	ENSG00000196132	metal-regulatory transcription factor 1	MTF1	0.188	5.09e-07	0.0221	0.595
ZK265.7	WBGene00013959	-	-1.37562520120724	0.005430889	-							
F15B9.8	WBGene00008851	-	-1.37462520120724	0.001790244	-							
K02G10.4a	WBGene00001454	flp-11	-1.37462520120724	0.003099354	-							
Y82E9BL.12	WBGene00022328	-	-1.37462520120724	0.004947873	-							

C35C5.10	WBGene00007959		-1.37419	0.00772173	ENSP00000361143	ENSG00000157600	hypothetical protein FLJ22679	RP13-360B22.2	-0.00509	0.909	0.121	0.0195
Y38C1AA.9	WBGene00021400	-	-1.37262520120724	0.004470968	-							
K01C8.2	WBGene00010457	-	-1.37162520120724	0.001138466	-							
Y54G2A.14	WBGene00021879	clec-83	-1.36762520120724	0.001654431	-							
T05B4.11	WBGene00020242	phat-5	-1.36762520120724	0.002510214	-							
K11H12.4	WBGene00019660	-	-1.36562520120724	0.002079953	-							
F59C6.11	WBGene00010328	-	-1.36562520120724	0.003307628	-							
F14E5.5	WBGene00008803	-	-1.36462520120724	0.005791128	-							

Y47H9C.5	WBGene00001045	dnj-27	-1.36438	0.00534328	ENSP00000264065	ENSG00000077232	DnaJ (Hsp40) homolog, subfamily C, member 10	DNAJC10	0.0674	0.344	-0.198	0.0354
F42G9.9d	WBGene00004212	ptl-1	-1.36438	0.00368251	ENSP00000353375	ENSG00000047849	microtubule-associated protein 4	MAP4	0.0265	0.522	-0.000668	0.991
W07G4.6	WBGene00005652	srr-1	-1.35962520120724	0.001102175	-							
F45H11.1	WBGene00009743	sptf-1	-1.35962520120724	0.001334132	-							
C06A8.3	WBGene00015514	-	-1.35962520120724	0.00144849	-							
C34D1.5	WBGene00007932	zip-5	-1.35962520120724	0.003867536	-							
F54D5.15	WBGene00010057	-	-1.35962520120724	0.004868479	-							
R12E2.9	WBGene00002137	inx-15	-1.35562520120724	0.001245573	-							
C03F11.2	WBGene00015388	-	-1.35462520120724	0.002608564	-							
Y74C9A.2	WBGene00022276	nlp-40	-1.34862520120724	0.006214731	-							
K02B12.4	WBGene00010497	axl-1	-1.34762520120724	0.007017	-							

W06F12.1a	WBGene00003048	lit-1	-1.34721	0.00479569	ENSP00000262393	ENSG00000087095	Nemo like kinase	NLK	-0.113	0.0112	-0.0806	0.228
C09D1.2	WBGene00015631	-	-1.34162520120724	0.004099688	-							

F35C8.7a	WBGene00018037	chtl-1	-1.33985	0.00331389	ENSP00000336888	ENSG00000129353	CTL2 protein	CTL2	0.29	7.59e-07	0.063	0.471

R06A4.8	WBGene00011050		-1.33962520120724	0.005193423	-								
C05B5.6	WBGene00007323	fbxa-155	-1.33862520120724	0.001434035	-								
T28C12.6	WBGene00020893	-	-1.33862520120724	0.001503824	-								
C05B5.3	WBGene00004100	pqn-8	-1.33562520120724	0.003628649	-								
F01D5.8	WBGene00008498	-	-1.33562520120724	0.007462534	-								
T10B9.10	WBGene00000372	cyp-13A7	-1.33372	0.00983081		ENSP00000222982	ENSG00000106258	cytochrome P450, family 3, subfamily A, polypeptide 5	CYP3A5	-0.019	0.47	0.0539	0.211
C42D8.5	WBGene00000039	acn-1	-1.33372	0.00678432		ENSP00000290866	ENSG00000159640	angiotensin I converting enzyme (peptidyl-dipeptidase A) 1	ACE	-0.209	3.48e-07	-0.0103	0.771
C08B6.10	WBGene00007430	-	-1.33262520120724	0.00538921	-								
C12D5.7	WBGene00015709	cyp-33A1	-1.33127	0.00742504		ENSP00000360317	ENSG00000138115	cytochrome P450, family 2, subfamily C, polypeptide 8 /// cytochrome P450, family 2, subfamily C, polypeptide 8	CYP2C8	-0.151	6.66e-05	-0.0017	0.976
W02D3.7	WBGene00002257	lbp-5	-1.33004	0.00410703		ENSP00000362817	ENSG00000121769	fatty acid binding protein 3, muscle and heart (mammary-derived growth inhibitor)	FABP3	-0.0737	0.0485	-0.229	0.0037
Y50E8A.3	WBGene00003861	oig-3	-1.32962520120724	0.001565339	-								
F47G6.4	WBGene00004969	spe-15	-1.32759	0.00470043		ENSP00000358994	ENSG00000196586	myosin VI	MYO6	0.27	0.000396	0.204	0.0065
F52A8.3a	WBGene00009916	-	-1.32662520120724	0.001438048	-								
C03B1.12	WBGene00003053	Imp-1	-1.32636	0.00334639		ENSP00000333298	ENSG00000185896	lysosomal-associated membrane protein 1	LAMP1	0.121	9.74e-06	0.0266	0.634
F18E9.1	WBGene00017568	-	-1.32562520120724	0.006653498	-								
F28A12.2	WBGene00001721	grl-12	-1.32462520120724	0.001735694	-								
W07E6.3	WBGene00021075	-	-1.32462520120724	0.002125453	-								

C55A6.5	WBGene00008334	sdz-8	-1.32462520120724	0.004011026	-
D2005.6	WBGene00008401	-	-1.32262520120724	0.005688866	-
Y82E9BL.16	WBGene00022332	fbxa-20	-1.31962520120724	0.003598695	-
Y95B8A.1	WBGene00003548	nas-30	-1.31962520120724	0.004009942	-

D1069.2	WBGene00000778	cpn-2	-1.31901	0.0032969	ENSP00000 273368	ENSG000 00144834	transgelin 3	TAGLN3	-0.869	2.93e-09	-0.129	0.0111
							Acyl-Coenzyme A oxidase 1, palmitoyl					
F08A8.1b	WBGene00008564		-1.31778	0.00346971	ENSP00000 293217	ENSG000 00161533		ACOX1	0.113	0.0307	0.162	0.00506
F09E8.8	WBGene00008626	-	-1.31662520120724	0.001916614	-							
M6.1b	WBGene00002056	ifc-2	-1.31662520120724	0.005331616	-							
C26D10.6	WBGene00007746	-	-1.31562520120724	0.003781848	-							
F54F11.1	WBGene00010069	-	-1.31362520120724	0.001431072	-							
T24F1.7	WBGene00011999	-	-1.31362520120724	0.00157252	-							
R05C11.3	WBGene00019875	-	-1.31262520120724	0.00410237	-							
C43C3.1	WBGene00002067	ifp-1	-1.30962520120724	0.002884112	-							
ZK512.9	WBGene00001720	grl-11	-1.30562520120724	0.001438048	-							
R08A2.7	WBGene00011137	-	-1.30562520120724	0.003023224	-							
F38B6.1	WBGene00018171	-	-1.30362520120724	0.001847145	-							
C25H3.12	WBGene00016121	-	-1.30262520120724	0.004393545	-							
C55A6.6	WBGene00008335	-	-1.30262520120724	0.005223131	-							
C25G6.4	WBGene00016109	-	-1.30262520120724	0.005253037	-							
F09B12.1b	WBGene00008605	mlt-9	-1.29362520120724	0.001484514	-							

							N-acetylglucosaminidase, alpha- (Sanfilippo disease IIIB)					
K09E4.4	WBGene00010722		-1.2908	0.00670756	ENSP00000 225927	ENSG000 00108784		NAGLU	-0.0151	0.598	-0.0515	0.22
F54H5.5	WBGene00018841	-	-1.28962520120724	0.002012824	-							
K06A4.2	WBGene00010592	-	-1.28962520120724	0.0059741	-							
C31H5.5	WBGene00007856	-	-1.28962520120724	0.006653498	-							
K09D9.1	WBGene00019564	-	-1.28862520120724	0.008101524	-							
							neuropilin (NRP) and tolloid (TLL)-like 2					
K03E5.1	WBGene00019360		-1.28712	0.00741318	ENSP00000 306726	ENSG000 00171208		NETO2	-1.09	4.94e-11	-0.596	0.000124
ZK945.1	WBGene00014164	lact-2	-1.28662520120724	0.001460394	-							
T16G1.5	WBGene00011799	-	-1.28562520120724	0.002732818	-							
T19C4.7	WBGene00003771	nlp-33	-1.28562520120724	0.003633165	-							

C01G12.7	WBGene00007247	-	-1.28362520120724	0.001521507	-
Y66A7A.6	WBGene00001633	gly-8	-1.28362520120724	0.001593394	-
Y27F2A.5	WBGene00021297	-	-1.28362520120724	0.003707096	-
T10B9.9	WBGene00011678	-	-1.28362520120724	0.004375276	-
M79.4	WBGene00001462	flp-19	-1.28262520120724	0.003822098	-
C34B7.3	WBGene00007913	cyp-<br>36A1	-1.28262520120724	0.007114898	-
R11D1.11	WBGene00000984	dhs-21	-1.27977	0.00341339	ENSP00000 ENSG000<br>303356 00169738 dicarbonyl/L-xylulose reductase
F41E6.1	WBGene00018284	-	-1.27962520120724	0.004251935	-
H19M22.2d	WBGene00002915	let-805	-1.27862520120724	0.00157252	-
C05C9.2	WBGene00007326	-	-1.27862520120724	0.00671665	-
R09A8.4	WBGene00000755	col-182	-1.27662520120724	0.006214731	-
F20G2.6	WBGene00008989	-	-1.27562520120724	0.00433951	-
K11C4.4	WBGene00003844	odc-1	-1.27486	0.00368591	ENSP00000 ENSG000 Ornithine<br>234111 00115758 decarboxylase
C07E3.3	WBGene00007414	-	-1.27362520120724	0.001631984	-
K08C9.4	WBGene00000641	col-65	-1.27362520120724	0.002733235	-
F29G6.3a	WBGene00009259	-	-1.27362520120724	0.003501954	-
Y47H10A.5	WBGene00012961	-	-1.27262520120724	0.002888572	-
F36H12.1	WBGene00018117	-	-1.27262520120724	0.004593803	-
T28D6.4	WBGene00012124		-1.27118	0.00433315	ENSP00000 ENSG000 KIAA1223<br>281131 00151458 protein
R173.3	WBGene00020125	-	-1.27062520120724	0.001612306	-
ZK757.1	WBGene00014073	-	-1.27062520120724	0.00665834	-
C29G2.3	WBGene00016231	-	-1.26962520120724	0.003517128	-
D1044.7	WBGene00017032	-	-1.26662520120724	0.001583879	-
C52G5.2	WBGene00008260	-	-1.26262520120724	0.001627835	-
T19B10.1	WBGene00011830	cyp-<br>29A2	-1.26262520120724	0.00595856	-
F52G3.5	WBGene00018713	-	-1.26062520120724	0.002350222	-
T28F3.4b	WBGene00012130	-	-1.26062520120724	0.009941195	-
T10H9.6	WBGene00006224	str-180	-1.25762520120724	0.009043437	-
C30F2.2	WBGene00007816	-	-1.25662520120724	0.001890268	-
T03G11.3	WBGene00020196		-1.25524	0.00399183	ENSP00000 ENSG000 family with<br>237275 00118491 sequence similarity 164,<br>member B
R07E3.3	WBGene00011104	cut-5	-1.25262520120724	0.003707096	-
					FAM164B

[illegible]

C49G7.2	WBGene00005385	srh-169	-1.20762520120724	0.009835524	-								
R03H10.2	WBGene00019855	-	-1.20662520120724	0.003289076	-								
F58H1.2	WBGene00010285	-	-1.20662520120724	0.006332147	-								
						homogentisate							
						ENSP00000	ENSG000	1,2-					
W06D4.1	WBGene00001843	hgo-1	-1.20496	0.0040076	283871	00113924	dioxygenase	HGD					
Y61A9LA.1	WBGene00022014	-	-1.20462520120724	0.002390992	-								
ZC13.3	WBGene00022504	-	-1.20462520120724	0.003707096	-								
K10C2.5	WBGene00001715	grl-6	-1.20362520120724	0.001959461	-								
C18E3.6	WBGene00015975	-	-1.20362520120724	0.004627741	-								
T19C3.3	WBGene00020561	-	-1.20362520120724	0.009777749	-								
F15E6.5	WBGene00017486	-	-1.20062520120724	0.003947947	-								
F38B6.7	WBGene00018176	-	-1.20062520120724	0.004182291	-								
F38H4.3	WBGene00009547	-	-1.19762520120724	0.002593202	-								
						WW domain							
						ENSP00000	ENSG000	containing					
K10H10.3a	WBGene00000972	dhs-8	-1.19761	0.00471554	333406	00186153	oxidoreductase	WVOX	0.107	0.0649	-0.107	0.139	
						nuclear receptor							
						subfamily 6,							
						ENSP00000	ENSG000	group A,					
Y15E3A.1	WBGene00003681	nhr-91	-1.19761	0.00406601	362686	00148200	member 1	NR6A1	-0.0336	0.412	0.0504	0.216	
F34H10.5	WBGene00009382	-	-1.19462520120724	0.006372875	-								
F53C11.8	WBGene00009977	swan-1	-1.19462520120724	0.00980338	-								
K06B4.10	WBGene00010604	nhr-199	-1.19362520120724	0.006088313	-								
F26A3.6	WBGene00009144	del-3	-1.19362520120724	0.007098263	-								
F32B5.2	WBGene00017976	-	-1.19162520120724	0.002064447	-								
T27A8.1	WBGene00012073	-	-1.19162520120724	0.003077935	-								
T25C12.3	WBGene00012018	-	-1.18962520120724	0.002236159	-								
F10F2.3	WBGene00008655	-	-1.18962520120724	0.002731181	-								
T25C8.2	WBGene00000067	act-5	-1.18362520120724	0.003398825	-								
						Leishmanolysin-							
						like							
						ENSP00000	ENSG000	(metallopeptida					
Y43F4A.1a	WBGene00012796	-	-1.18289	0.00559801	328829	00185621	se M8 family)	LMLN	-0.00772	0.845	0.0115	0.835	
C16D9.5	WBGene00015860	-	-1.18162520120724	0.002638225	-								
Y39B6A.6	WBGene00006639	tsp-13	-1.17862520120724	0.002079232	-								
R05A10.4	WBGene00011021	-	-1.17862520120724	0.006157172	-								
T26H10.1	WBGene00000955	des-2	-1.17862520120724	0.006569753	-								

C01B12.4	WBGene00015287		-1.17799	0.00707051	ENSP00000296327	ENSG00000163959	organic solute transporter alpha	OST alpha					
K08D12.4	WBGene00019538	-	-1.17762520120724	0.002465431	-								
H22D07.1	WBGene00019224	gnrr-5	-1.17462520120724	0.007705702	-								
							potassium voltage-gated channel, Shab-related subfamily, member 1	KCNB1	-0.614	9.08e-08	-0.14	0.137	
F12F3.1	WBGene00001374	exp-2	-1.17431	0.00435722	ENSP00000360806	ENSG00000158445							
C05E7.1	WBGene00007343	-	-1.17162520120724	0.007098263	-								
T05D4.3	WBGene00011476	-	-1.17062520120724	0.002125453	-								
T06G6.12	WBGene00011551	-	-1.17062520120724	0.002235157	-								
F58F6.1	WBGene00000678	col-104	-1.17062520120724	0.00726526	-								
B0213.5	WBGene00003768	nlp-30	-1.17062520120724	0.008101524	-								
F42G8.7	WBGene00018358	-	-1.16862520120724	0.002638225	-								
F36H1.4c	WBGene00002992	lin-3	-1.16862520120724	0.005009502	-								
							phosphodiesterase 6D, cGMP-specific, rod, delta	PDE6D	-0.12	0.00125	-0.184	0.00107	
C27H5.1	WBGene00003966	pdl-1	-1.16818	0.00641502	ENSP00000287600	ENSG00000156973							
E04F6.3	WBGene00017123	maoc-1	-1.16762520120724	0.002129956	-								
ZC455.1	WBGene00013902	-	-1.16762520120724	0.003193769	-								
Y113G7A.15	WBGene00013752	-	-1.16762520120724	0.00538921	-								
T27C4.2	WBGene00020855	-	-1.16762520120724	0.006496216	-								
R13.1	-	-	-1.16762520120724	0.006809472	-								
T01D3.3a	WBGene00011328	-	-1.16762520120724	0.006900026	-								
C31B8.12	WBGene00016285	-	-1.16762520120724	0.006918602	-								
							ATP-binding cassette, sub-family B (MDR/TAP), member 1	ABCB1	0.0752	0.0186	-0.0626	0.0926	
K08E7.9	WBGene00003995	pgp-1	-1.16572	0.00440086	ENSP00000265724	ENSG00000085563							
BE10.2	WBGene00007210		-1.16572	0.00500637	ENSP00000341662	ENSG00000187546							
F02G3.1b	WBGene00017184	ncam-1	-1.16462520120724	0.002891465	-								
C10B5.3	WBGene00015671	-	-1.16462520120724	0.00494805	-								
							GATA binding protein 5	GATA5	-0.0501	0.0887	-0.0326	0.446	
C33D3.1	WBGene00001250	elt-2	-1.1645	0.00617262	ENSP00000359576	ENSG00000130700							

How the deposited data were processed for this re-analysis (not part of the article)

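RNA was measured in touch receptor cells sorted by GFP from primary cultures of C. elegans embryonic cells that expressed 128Q, 19Q or GFP only. The data are 6 sets of ratios from 2-colour Agilent arrays, 3 of 128Q over 19Q and 3 of 19Q over GFP only, and each is labelled as a biological replicate. Nothing in the sources used here says whether the replicates came from separate cultures beyond the statement that 3 independent experiments were performed.

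The authors amplified the RNA in a single linear round, labelled it with Cy3 and Cy5, hybridised it to the arrays and read them with a GenePix scanner and its software, as the supplementary methods state. The same methods give VarMixt with an FDR correction as the test, and the legend of Table S4 gives an FDR under 0.01. The deposited values were treated as scores, that is as log ratios with no stated log base: the authors centred all 6 sets near a mean of 0, and 4 of them have an SD of 1. The planned design had assumed plain log ratios. Because the test of a mean ratio against 0 does not need the log base, it was kept, and no value was turned into a fold. Background correction, normalization, the log base and whether the dye-swapped arrays were merged are not given in the sources used here. The direction was taken from the dyes in the sample labels, and no array was turned.

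The table holds 22562 probes. The 6 sets lack values for 213, 190 and 125 probes in replicates 1 to 3 of 128Q over 19Q and for 139, 306 and 55 probes in replicates 1 to 3 of 19Q over GFP. Gene names came only from the annotation table of the platform, in which 7718 probes have 1 symbol, 0 have several and 14844 have none, and 7691 of the named probes matched the gene table of the organism, through which symbols were updated. A probe with no name there is unnamed here, not without a gene. Of 35 genes that were looked up because the paper names them for the arrays or because they check the cell type or the transgenes, 0 have a named probe. For this reason lin-18 and the genes of Table S5 were not analysed here.

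Probes of a named gene were averaged, which left 22321 features. A gene was tested where all 3 arrays of its comparison had a value. All 6 sets were fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per comparison and empirical Bayes moderation, for which the prior degrees of freedom were 3.03 and the prior variance 0.185. The comparison of 128Q with GFP-only cells is the sum of both coefficients and so is indirect, and the difference between both comparisons was tested as a contrast. Adjusted p values are by Benjamini and Hochberg, with a threshold of 0.01 for genes and 0.05 for gene lists. Gene lists were tested with camera (preset correlation, and estimated correlation as an alternative) and with fry. Robust moderation used statmod 1.5.0. Of 27 lists fixed beforehand, the neuropeptide-like proteins had 25 named genes, and cox-6C, ptr-25 and str-268 were the single named genes of 3 other lists. The remaining lists had 0 and were not analysed here, including all 9 lists of cell type markers. Classes of 8 or more genes with a common symbol were added as lists after the names were seen.

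Genes named in the text are, per comparison, the 8 highest and the 8 lowest mean log ratios among called genes with a name and the same sign on all 3 arrays, the 3 members with the lowest p of each fixed list, the genes named by the paper, and the genes of Tables S1 and S7. The tables had been read before the rule was written. The sign on each array cannot be read for the indirect comparison, so that part of the rule was left out there, a choice made after the values were seen. The single genes of Table S4 other than cox-6C, and nlp-90 and nlp-68, lie outside the rule and were picked after their values were seen.

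The fit was checked on simulated data for 128Q versus 19Q, with 200 changed genes of 21642. It recovered 0, 74 and 170 of them for changes of 1, 2 and 4 deposited units, with 0, 0 and 1 false calls. A test rebuilt after VarMixt, a mixture of variances with a normal test, recovered 0, 0 and 167 with 0 false calls at each size. VarMixt itself was not used here. In the data, 5517 of 22033 genes had an unadjusted p under 0.05 in limma for 128Q versus 19Q. With as few as 200 changed genes, the adjusted threshold is harder to reach. The simulation also took the SD of each gene over 3 arrays as its true spread. The numbers recovered therefore do not give the share of real changes found in the data. Alternatives set before the data were examined were a separate fit of each comparison, the rebuilt test, robust moderation, centring on the median, centring and scaling to the same median absolute value, genes with at least 2 of 3 values, single probes, a threshold of 0.05, the replicate number as a block, and leaving out each array. The scaling was done with limma's function for median absolute values, since its function between arrays gave no finite values on these signed data. Fits to named genes alone and without 244 evenly spaced low probes were added after the data were seen. The latter was run with each array then centred and scaled to an SD of 1, and with the values left as deposited.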

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

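The settings were set before the data were examined, apart from named genes alone and the fits without the evenly spaced low probes, chosen after seeing the data. For 128Q versus 19Q (616, 359 higher and 257 lower), the test rebuilt after VarMixt called 1006, an adjusted p under 0.05 gave 2313, named genes alone gave 359, and leaving out each array gave 0 to 1472: 0 without any 1 array of 128Q over 19Q, and 195, 347 and 1472 without replicate 1, 2 and 3 of 19Q over GFP. For 128Q versus GFP only (145, 94 higher and 51 lower), the rebuilt test called 409, an adjusted p under 0.05 gave 1618, and leaving out each array gave 0 to 538, the highest without replicate 3 of 19Q over GFP and 0 without any other. Leaving out the low probes gave 274 with the values as deposited and 421 with the arrays then scaled to an SD of 1. Centring and scaling turned the split to 53 higher and 69 lower. For the difference between both comparisons (0 genes by limma, 4812 at an unadjusted p under 0.05), the rebuilt test called 17, an adjusted p under 0.05 gave 935, named genes alone gave 25, and leaving out each array gave 0 to 1. Leaving out the low probes gave 0 with the values as deposited and 27 with the arrays then scaled. A looser threshold calls more genes by construction, and the cause was not tested for the others. For the neuropeptide-like proteins (mean -0.803), the adjusted p was 0.197 with an estimated correlation. Their mean was -0.843 with centring, -0.948 with centring and scaling, -1.03 without the low probes and with scaling, and -0.909 to -0.61 when each array was left out.

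Whether the replicate numbers pair the arrays is not given in the sources used here. The deviations of arrays with the same number correlated with r = 0.43, -0.13 and 0.335, and without the low probes with -0.0383, -0.000412 and 0.00507. With the replicate number as a block, 204 genes were called for 128Q versus 19Q and 1 for 128Q versus GFP only. Of the named genes of Table S7, the block left 2 of the 7 calls among those listed as higher and 0 of the 2 among those listed as lower. The counts for 19Q versus GFP only, the difference and the overlap stayed at 0 with the block.

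The count of 0 for 19Q versus GFP only was the same under every setting run, and the overlap is then 0 by construction. The 18 and 29 genes of Tables S1 and S7 kept the sign of their table with centring, with scaling and without single arrays of their comparison, and most other settings cannot move the sign of a mean. Over 2018 results for single genes, 1728 kept their direction and side of the threshold, 231 lost the call, 58 gained it and 1 changed sign. Over 720 results for gene lists these were 683, 9, 10 and 18. In 0 of the changes of sign did the gene or list pass its test before or after, and the cause was not tested. The gene is D2096.11 (0.24), with -0.0245 to 0.693 when each array was left out. In 128Q versus 19Q, leaving out each array gave -0.0939 to 0.0241 for the gtnt genes and -0.00133 to 0.138 for the pals genes. In 19Q versus GFP only it gave -0.101 to 0.152 for cest, -0.0111 to 0.0327 for npr, -0.0877 to 0.00236 for spe and -0.0952 to 0.00742 for srlf genes. Centring gave -0.0974 for cest, -0.00442 for lido, -0.0889 for npr and -0.0364 for txt genes there, centring and scaling gave -0.058, -0.0157, -0.0808 and -0.0483, single probes gave -0.014 for cest genes, and the scaled fit without the low probes gave -0.0148 for cest and -0.0362 for npr genes. All 28 genes named for 128Q versus 19Q that pass the test lose it without any 1 array of 128Q over 19Q. A separate fit is not possible for 128Q versus GFP only or for the difference. No setting was run for lin-18, the genes of Table S5 or the lists without named genes. Signal over background is unknown, so what weak signal limits cannot be given.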

Differences from the paper's values

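The paper's counts are set beside counts at its FDR threshold of 0.01, from limma in place of VarMixt. The paper reports 2070 genes deregulated in 128Q cells, against 616 here. Of the 616, 235 are named genes and the rest are unnamed probes counted one by one, so the 2 counts are not in the same unit. Of the alternatives set before the data were examined, an adjusted p under 0.05 (2313) and leaving out replicate 3 of 19Q over GFP (1472) lie within 1.5 times of the paper's count, and the others do not, including the test rebuilt after VarMixt (1006). The paper reports 41 genes deregulated in 19Q cells, 34 of them lower, and 18 shared by both comparisons, against 0, 0 and 0 here, and 0 under every alternative, where the shared count is 0 by construction once 19Q cells have 0. At an unadjusted p under 0.05, 4825 genes of 19Q versus GFP only are counted with limma. Of the 29 named genes of Table S7, all called in the paper, 9 are called here (7 of those listed as higher and 2 of those listed as lower). Settings that call more of them are an adjusted p under 0.05 (11 and 7), leaving out replicate 3 of 19Q over GFP (11 and 6), the rebuilt test (8 and 7) and centring and scaling (9 and 3), and, chosen after seeing the values, named genes alone (10 and 2) and the fit without the low probes, with the values as deposited (9 and 2) and with the arrays then scaled (10 and 3). Among the settings that call fewer are a separate fit (5 and 2), leaving out replicate 1 (3 and 0) or 2 (4 and 1) of 19Q over GFP, and leaving out any 1 array of 128Q over 19Q (0 and 0). Among the mitochondrial genes of Table S4, of which 0 are called here, R05D3.6 is called by the rebuilt test, with an adjusted p under 0.05 and without replicate 3 of 19Q over GFP, and R07B7.10 with an adjusted p under 0.05 and, chosen after seeing the values, with named genes alone.

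The log ratios of Table S2 follow replicate 1, while those here are means over 3 replicates. Of 29 named genes compared, 19 lie within the SD between replicates and 10 do not. Replicate 1 is itself 1 of the 3 values in each mean, so this count is largely set by arithmetic and is no independent check. Leaving out replicate 2 or 3 gives replicate 1 more weight, and leaving out replicate 1 takes it out of the mean. The gaps that these settings close or open below follow in large part from that. For C48E7.6 the paper's value is 5.51 and the mean here 3.89, for F46C5.6 the paper's is 4.08 and the mean 2.99, and for C32E12.4 the paper's is 3.33 and the mean 3.48; in deposited units these also differ under every alternative. C48E7.6 and F46C5.6 are among the genes that Table S2 prints with fewer decimals, for which the slope against replicate 1 is 1.2. Multiplied by that slope, which was fitted after the values were seen, the means of C48E7.6 (4.66 ± 1.05) and F46C5.6 (3.59 ± 0.61) lie within the SD of the paper's values. The other compared gene with fewer decimals, F40E10.5, is not on that slope: the paper's value, -3.775, is replicate 1 minus 0.066, and the mean of -3.69 lies within the SD of it in deposited units, while -4.43 ± 0.40 on the slope does not. For F23D12.7 (paper's value 5.15, mean 3.88) the values no longer differ with centring and scaling (4.11) or without replicate 2 (4.14) or 3 (4.29) of 128Q over 19Q. The same settings close the gap for F41B4.1 (paper's value 4.28, mean 3.66; 3.88, 3.85 and 3.81), for W08A12.2 (paper's value 4.16, mean 3.58; 3.81, 3.69 and 3.79) and for F01F1.3 (paper's value 3.72, mean 3.17; 3.36, 3.35 and 3.30). For K05G3.2 (paper's value -1.16, mean -1.02) centring (-1.06), centring and scaling (-1.15) and leaving out replicate 3 (-1.09) do so. For idpp-12 (paper's value -2.34, mean -1.79) and nlp-61 (paper's value -1.87, mean -1.51) centring and scaling (-1.93 and -1.65) and leaving out replicate 2 (-1.99 and -1.63) do so. The remaining alternatives leave these values apart. Settings also part values that lie within the SD: of the 19 such genes of Table S2, centring parts 3, centring and scaling 6, and leaving out replicate 1 or 3 of 128Q over 19Q 11 and 1.

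Of the 18 named genes of Table S1, 16 lie within the SD between replicates. Table S1 follows replicate 1 of 19Q over GFP (r = 0.988 across 17 genes), which is 1 of the 3 values in each mean. Replicate 3 departs from the others and widens the SD, as for T10C6.9 with a mean of -2.23 and an SD of 2.77. The count of 16 is therefore no independent check. For W08E12.2 the paper's value is -2.58 and the mean here -1.31, and the values no longer differ with centring and scaling (-1.52) or without replicate 3 of 19Q over GFP (-1.97). For F15G9.2, measured by 2 probes, the paper's value is -2.11 and the mean -1.06, and they differ under every alternative. Of the 16 genes within the SD, centring parts 2, and leaving out replicate 1, 2 or 3 of 19Q over GFP 5, 5 and 1. The SD used for both tables is that of all 3 arrays, also where an array is left out. Against the SD of the 2 arrays kept, K05G3.2 in Table S2 and W08E12.2 without replicate 3 still differ. This SD was chosen after the values were seen. By contrast, idpp-12 (-1.83) and nlp-61 (-1.53) without replicate 3 of 128Q over 19Q no longer differ. Nor does F15G9.2 without replicate 1 (-1.30) or 3 (-1.23) of 19Q over GFP. Without replicate 3 of either comparison, the SD of the arrays kept parts more of the genes that lay within the SD. In Table S1 these are Y62H9A.7, C15C7.4, spig-1, Y71G12B.10, R02E12.5, K05G3.2 and ZK546.4. In Table S2 they are cpg-19, ZK662.2, F56D2.3 and Y45F10B.13. Without replicate 2 of 128Q over 19Q it parts F20B10.3. It parts fewer without replicate 1 of either comparison or replicate 2 of 19Q over GFP.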

Other observations

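The tests of symbol classes, of exchanged dyes and of an array of the other comparison, of the low probes, of centring and the mix of cells for the neuropeptide-like proteins, and of other splits of the arrays were chosen only after the result was seen. Figure S3 of the paper already places a module of FMRFamide-like and neuropeptide-like genes among the down-regulated ones. Table S2 lists further such genes as lower, among them nlp-20 and nlp-8, which have no named probe here. In 128Q cells, 23 of 25 named genes of neuropeptide-like proteins had a negative log ratio relative to 19Q cells and 2 a positive one, nlp-90 and nlp-68, which are named after their values were seen. The mean was -0.80 (camera, adjusted p = 3.59e-07 over 18 lists), and the call is lost with an estimated correlation (adjusted p = 0.197). The list was fixed after Table S2 had been read, which prints nlp-79, nlp-61 and nlp-56 as lower on the same samples. The shift is thus no independent test of the direction. The lowest p values were those of nlp-79 (-1.61 ± 0.39, SD, n = 3, adjusted p = 0.00731 from limma), nlp-61 (-1.51 ± 0.27, SD, n = 3, adjusted p = 0.0117 from limma) and nlp-56 (-1.83 ± 0.48, SD, n = 3, adjusted p = 0.0123 from limma), of which nlp-79 passed the test. Adjusted over the list alone, 6 genes were lower and 1 was higher. In 19Q versus GFP-only cells, 19 of the 25 were positive (mean 0.29, camera, adjusted p = 0.173). Among symbol classes chosen after the names were seen, log ratios in 128Q cells were negative for 51 of 59 nssp genes (mean -0.59, camera, adjusted p = 2.97e-07, and adjusted p = 0.365 with an estimated correlation), 13 of 15 dbd genes (mean -0.74, camera, adjusted p = 4.5e-05, and adjusted p = 0.197 with an estimated correlation) and 11 of 14 idpp genes (mean -0.90, camera, adjusted p = 3.75e-05, and adjusted p = 0.168 with an estimated correlation). The pugs, nspg and srlf genes had means of -0.51, -0.70 and -0.45 (camera, adjusted p = 0.00526, 0.0184 and 0.022, and adjusted p = 0.197, 0.4 and 0.197 with an estimated correlation). In 19Q versus GFP-only cells the means were 0.59 for nspg, 0.19 for nssp, -0.11 for dbd, -0.18 for idpp, -0.38 for pugs and -0.02 for srlf genes. RNA of 19Q cells enters both comparisons with opposite sign. For the neuropeptide-like proteins and the nspg and nssp genes the values thus do not show whether 128Q or 19Q cells stand apart. The other 11 classes did not pass camera's test in 128Q cells, and none of the 18 lists passed it in 19Q cells, where the lowest adjusted p was 0.111. The single named members of 3 other fixed lists, cox-6C, ptr-25 and str-268, had log ratios of 0.88 ± 0.62, -0.97 ± 0.94 and -0.32 ± 0.08 (SD, n = 3), and none passed the test.

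Against GFP-only cells, a comparison through 19Q cells that the paper does not make, 128Q cells had 94 genes higher and 51 lower among 21642 tested. This count is 0 without any 1 array except replicate 3 of 19Q over GFP, without which it is 538. With centring and scaling, 53 genes were higher and 69 lower, and with the replicate number as a block 1 gene was called. The highest named genes were T04B2.3 (4.26, adjusted p = 0.00647 from limma), F41G4.8 (4.22, adjusted p = 0.00677 from limma) and C32E12.4 (4.11, adjusted p = 0.00647 from limma), followed by D1086.2, F41B4.1, F46C5.6, F01F1.3 and Y45F10B.13 between 3.51 and 3.82. The lowest were K05G3.2 (-5.06, adjusted p = 0.00677 from limma), F30H5.3 (-4.98, adjusted p = 0.00647 from limma) and T25E4.1 (-4.24, adjusted p = 0.00647 from limma), followed by F20B10.3, C05D12.1, D2096.6, idpp-12 and F40E10.5 between -4.19 and -3.73.

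Replicate 3 of 19Q over GFP correlated with replicate 1 with r = 0.114 and with replicate 2 with r = 0.0118, while those correlated with r = 0.739. Without the low probes these were 0.210, 0.0446 and 0.525. An exchange of dyes in a set of a single orientation would give correlations below 0, and the lower of them is 0.0118. Whether a set merges both orientations is not given, and an error in merging them need not turn the sign. A dye error of that kind stays open. An array of the other comparison would correlate with 128Q over 19Q, and the highest such r is 0.0152 over all probes. Over named probes it is 0.0328, and without the low probes 0.0295. Taking out the mean of neighbouring positions left r = 0.241 over named probes, from 0.273, so position is not the whole cause. It stays open as a part of it, since this array alone has values that follow the position, with a correlation of 0.0789 between neighbours along the order of the probes and of 0.11 at the longer distance tested, against at most 0.00923 and 0.0192 on the other 5 arrays. A different state of these cells or a failed hybridisation stays open, and no biological explanation was tested.

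A set of 244 unnamed probes had means of -5.56, -7.04 and -5.91 on replicate 1 of 128Q over 19Q and on replicates 1 and 2 of 19Q over GFP. Of the steps between their probe numbers, 97.1% have the same size, so a repeated feature of the array may be the source. Lower expression in 128Q than in 19Q cells would lower all 3 replicates, but their mean was 0.141 on replicate 2 and 0.781 on replicate 3. What the feature is stays open, since these probes carry no name.

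For the neuropeptide-like proteins, centring the arrays gave a mean of -0.843 and centring and scaling them gave -0.948, so neither step removes the shift. This could be foreseen, since the medians of 128Q over 19Q were 0.079, 0.009 and 0.032 and scaling multiplies all values of an array alike. It is therefore hardly a test. A different mix of cells in the sort stays open, since 0 marker genes of the 9 cell type lists have a named probe. Table S2 lists touch receptor genes (mec-7, mec-12, mec-17, mec-18), pharynx genes (pha-4, myo-2, tnt-4) and genes of other neurons (unc-25, dat-1) as lower in 128Q cells. Members that it lists as higher were not counted, and no marker was tested here. An effect of expanded polyQ on the neuropeptide-like genes stays open too. So does a higher level in 19Q cells, where their mean against GFP-only cells was 0.29 (camera, adjusted p = 0.173).

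For the difference between both comparisons, limma called 0 genes (4812 at an unadjusted p under 0.05, and 17 by the test rebuilt after VarMixt). All 10 of 10 splits of the 6 arrays reach a count of 0 by construction, so they say nothing about chance. The highest other split gave 242 calls, all among the evenly spaced low probes. It sets the 3 arrays on which these probes were defined as low against the others, so it restates how they were found. For 128Q versus 19Q, turning the sign of single arrays gave at most 0 calls against 616 for the signs as labelled, which were the highest in 1 of 4 arrangements. These arrangements are too few for a share under 0.05.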
